# Cellular profiling of a recently-evolved social behavior in cichlid fishes

**DOI:** 10.1038/s41467-023-40331-9

**Published:** 2023-08-14

**Authors:** Zachary V. Johnson, Brianna E. Hegarty, George W. Gruenhagen, Tucker J. Lancaster, Patrick T. McGrath, Jeffrey T. Streelman

**Keywords:** Social behaviour, Genetics of the nervous system

## Abstract

Social behaviors are diverse in nature, but it is unclear how conserved genes, brain regions, and cell populations generate this diversity. Here we investigate bower-building, a recently-evolved social behavior in cichlid fishes. We use single nucleus RNA-sequencing in 38 individuals to show signatures of recent behavior in specific neuronal populations, and building-associated rebalancing of neuronal proportions in the putative homolog of the hippocampal formation. Using comparative genomics across 27 species, we trace bower-associated genome evolution to a subpopulation of glia lining the dorsal telencephalon. We show evidence that building-associated neural activity and a departure from quiescence in this glial subpopulation together regulate hippocampal-like neuronal rebalancing. Our work links behavior-associated genomic variation to specific brain cell types and their functions, and suggests a social behavior has evolved through changes in glia.

## Abstract (web summary)

This study links the genomic basis of behavioral variation to specific cell populations in the brain. Here, authors find evidence for involvement of neural stem cells in the evolution and expression of bower-building behavior in cichlid fishes.

## Introduction

Social behaviors vary within and among species, and they are disrupted in heritable human brain diseases^1,2^. Much progress in understanding the biological mechanisms of social behaviors has been made through work in diverse and non-traditional model systems, in part because many social behaviors are not expressed in traditional laboratory models^3^. These advances have been made through largely independent experimental traditions spanning genomics^4^, endocrinology^5^, and circuit neuroscience^6,7^. However, we still have a poor understanding of how variation in the genome changes specific cell populations in the brain to generate variation in social behavior.

In this study, we investigate the neural and genomic substrates of bower-building behavior, a recently-evolved (estimated <500 ka) social behavior in Lake Malawi cichlid (*Cichlidae*) fishes^8^. Cichlids are a large group of behaviorally and eco-morphologically diverse teleost fishes that share homologous genes and brain cell populations with other vertebrates, including cell populations in the telencephalon that regulate social behaviors across vertebrate lineages^9,10^. Within Lake Malawi, cichlids have radiated into ~800 behaviorally diverse^11–13^ but genetically similar species^8,14^. In ~200 species, males express bower construction behaviors during the breeding season. During bower construction, males repetitively manipulate sand with their mouths, ultimately giving rise to a species-specific geometric structure. These structures serve as social territories that males aggressively defend against intruders, as well as mating sites for courtship and spawning with females^15^. Many species dig crater-like “pits” while others build elevated “castles” Pit-digging versus castle-building behavioral differences are associated with genomic divergence in a ~19 Mbp chromosomal region enriched for human disease-associated genes and genes that exhibit *cis*-regulated behavior-associated expression in the brain^16^.

Here we integrate single nucleus RNA-sequencing (snRNA-seq), comparative genomics, spatial transcriptomics, and automated behavior analysis to systematically profile the telencephalon during castle-building behavior in *Mchenga conophoros*. We use natural genetic variation to link single nuclei back to 38 paired behaving/control test subjects, enabling analysis of building-associated signals while controlling for additional biological variables that vary among individuals, such as quivering, a courtship “dance” behavior, and relative gonadal mass. We map the cellular diversity of the telencephalon and profile signatures of neuronal excitation, neurogenesis, and glial function, as well as genomic signatures of behavioral evolution across cell populations. Our work shows how snRNA-seq profiling can link natural behavior-associated genome variation to specific brain cell populations and their behavior-associated functions in uncharted species.

## Results

### Castle-building is associated with increased quivering behavior and gonadal physiology

Bowers (Fig. 1A, B) are constructed intermittently over many days. We used an automated behavior analysis system to monitor reproductive adult *Mchenga conophoros* males as they freely interacted with four reproductive adult females and sand (Fig. 1C). The system uses depth sensing to measure structural sand change and action recognition to identify building and quivering behaviors from video data^15,17^. We dissected telencephala (Fig. 1D) simultaneously from pairs of males in which one male was actively castle-building (*n* = 19) and the other was not (control, *n* = 19; Fig. 1E, F), and analyzed building and quivering behavior over the 100-min period preceding collection. We also tracked the gonadal somatic index (GSI), a measure of relative gonadal mass that is correlated with gonadal steroid hormone levels and social behaviors in cichlids^18,19^ (Supplementary Data File 1). The volume of structural change was positively correlated with the number of building events predicted from video data (*t*_36_ = 10.78, *R* = 0.87, *p* = 8.15 × 10^−13^; Fig. S1), and we combined these measures into a single Bower Activity Index (BAI). Building males had greater BAIs (Fig. 1G; *t*_18_ = 9.02, *p* = 4.24 × 10^−8^, two-tailed paired *t*-test), quivered more (Fig. 1H; *t*_18_ = 6.10, *p* = 9.18 × 10^−6^), and had greater GSIs (Fig. 1I; *t*_18_ = 2.72, *p* = 0.0142) compared to controls, but quivering and GSI were not predicted to mediate or moderate BAI (Supplementary Results). These results are consistent with castle-building, like many social behaviors in nature, being embedded within a suite of physiological and behavioral changes linked to reproduction.

**Fig. 1:**
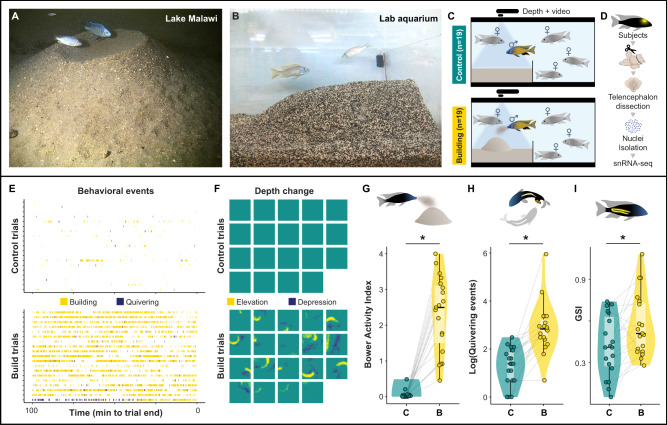
Behavioral paradigm. **A** *Mchenga conophoros* male (blue head) and female (silver) above a castle bower in Lake Malawi (photo credit Ad Konings). **B** *Mchenga conophoros* male (blue head) and female (silver) above a castle bower in a laboratory aquarium. **C** Schematic of the behavioral assay, 19 pairs of building (bottom) and control (top) males were sampled. **D** Simplified schematic of wetlab pipeline for snRNA-seq. **E** Action recognition (each trial is represented by a row; each tick mark indicates a behavioral event predicted by action recognition; paired males are matched by row at top and bottom) and **F** depth sensing (each square represents total depth change for one trial, with pairs matched by row and column between top and bottom panels) show behavioral differences between building and control males. Compared to controls, building males exhibited greater **G** BAIs, **H** quivering behaviors, and **I** GSIs (gray lines link paired building/control males); *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate 1.5x interquartile range. Asterisks indicate significance at α = 0.05. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 1. Fish artwork in panels **C**, **D**, **G**, **I** is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

### Telencephalic nuclei reflect major neuronal and non-neuronal cell classes

Dissected telencephala (*n* = 38) were combined into ten pools (*n* = 5 behave, *n* = 5 control, 3–4 telencephala/pool) for snRNA-seq (Fig. S2). >3 billion RNA reads were sequenced and aligned to the Lake Malawi cichlid *Maylandia zebra* reference genome^20^. 33,674 nuclei passed quality control filters and were matched to test subjects using genomic DNA. Clustering grouped nuclei into 15 primary (1°) and 53 secondary (2°) clusters (ranging from 57–1905 nuclei, Fig. 2A). Cluster composition was balanced across individuals (Fig. S3 and Supplementary Data File 3), and established marker genes revealed the presence of expected neuronal and non-neuronal cell types (Fig. 2B–D), including excitatory neurons (*map2*+, *slc17a6*+), inhibitory neurons (*map2*+, *gad2*+), radial glia (*gfap*+, *fabp7*+), oligodendrocytes (*olig2*+, *mpz*+), oligodendrocyte precursor cells (OPCs, *olig2*+, *olig1*+), microglia (e.g., *apoeb*+, *mrc1*+), pericytes (*rgs5a*+, *pdgfrb*+), and hematopoietic stem cells (*runx1*+, *spi1*+). Unbiased analyses identified genes exhibiting nearly cluster-exclusive expression (Fig. 2E, top rows; Fig. S4). Genes encoding transcription factors (TFs) and neuromodulatory signaling molecules that show conserved brain region-specific expression patterns in teleosts were also preferentially expressed in distinct clusters (examples in Fig. 2F–I and Supplementary Data File 2). Marker genes for each 1° and 2° cluster were independently enriched (*q* < 0.05) for eight GO categories related to cell morphology, connectivity, conductance, and signal transduction (Supplementary Data File 4), supporting these as central axes distinguishing clusters in this study. Cluster marker genes were more strongly enriched for genes encoding conserved neurodevelopment/neuroanatomy-associated TFs (nTFs, *n* = 43) and ligands (*n* = 35) compared to neuromodulatory receptors (*n* = 108, Supplementary Data File 5; Fig. S5; and Supplementary Results), supporting more labile expression of receptor genes across cell types and consistent with recent single-cell RNA-seq (scRNA-seq) analyses of the mouse hypothalamus^21^.

**Fig. 2:**
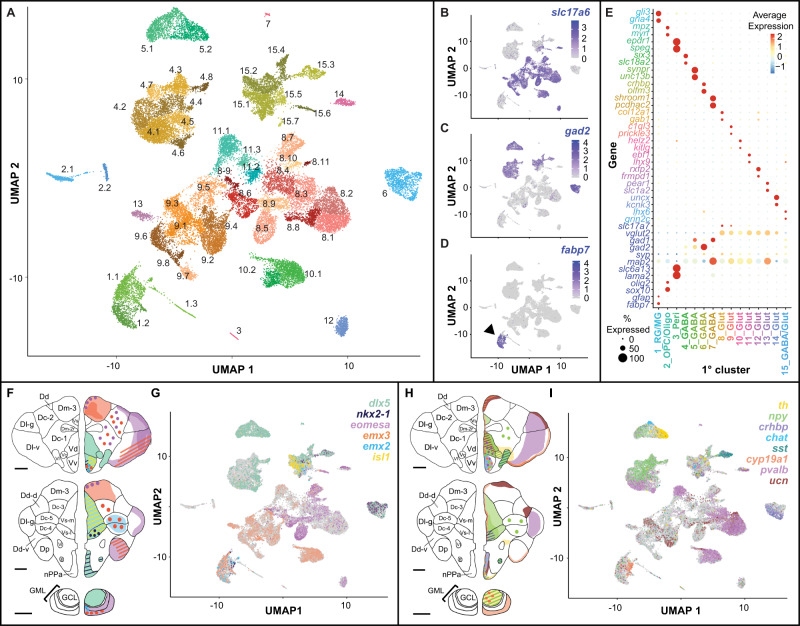
Cellular diversity of the cichlid telencephalon. **A** Nuclei cluster into 1° (*n* = 15) and 2° (*n* = 53) clusters. **B**–**D** Known marker genes reveal distinct clusters of **B** excitatory neurons (*slc17a6*+), **C** inhibitory neurons (*gad2*+), and **D** radial glia (*fabp7*+), as well as other less abundant cell types (see Supplementary Data File 2). **E** Clusters are distinguished by genes exhibiting nearly cluster-exclusive expression (top rows) as well as established cell type marker genes (bottom rows). **F**–**I** Genes encoding conserved **F**, **G** nTFs and **H**, **I** ligands (or ligand-related proteins) that exhibit conserved neuroanatomical expression profiles in teleost fishes (schematic representations of conserved expression patterns shown in panels **F**, **H** show distinct cluster-specific expression profiles). Anatomical figures adapted with permission from Dr. Karen Maruska. Data related to this figure can be found in Supplementary Data 2, 3.

### Building, quivering, and gonadal physiology are associated with signatures of neuronal excitation in distinct cell populations

To identify cell populations that may regulate castle-building behavior, we first investigated transcriptional signatures of neuronal excitation. Neuronal excitation induces transcription of conserved immediate early genes (IEGs) that typically peak in expression ~60–90 min later^22^. IEGs have thus become widely-used tools for identifying neuronal populations excited in response to specific stimuli or behavioral contexts^23^. However, IEG transcripts are recovered at relatively low levels in sc/snRNA-seq data^24^. To better track IEG signals, we identified genes that were selectively co-expressed with each of three established IEGs (*c-fos*, *egr1*, *npas4*) independently across 2° clusters (see Methods). In total, we identified 25 IEG-like genes (Supplementary Data File 6), most of which were known IEGs (*n* = 17), but eight of which had not been previously described (predicted homologs of human *DNAJB5, ADGRB1, GPR12, ITM2C, IRS2, RTN4RL2,* and *RRAD*; Fig. 3A). We assigned each nucleus an “IEG score” equal to the total number of IEG-like genes expressed. To disentangle building-associated signals from quivering- and GSI-associated signals, we fit a sequence of models in which BAI over the previous 100 min (Fig. 1G), quivering over the previous 100 min (Fig. 1H), and GSI (Fig. 1I) competed in different combinations to explain IEG score across clusters (see Methods). We considered effects significant if the raw *p* value was <0.05 in all models, and if the FDR-adjusted harmonic mean *p* value across models was significant (hmp_adj_ <0.05)^25^.

**Fig. 3:**
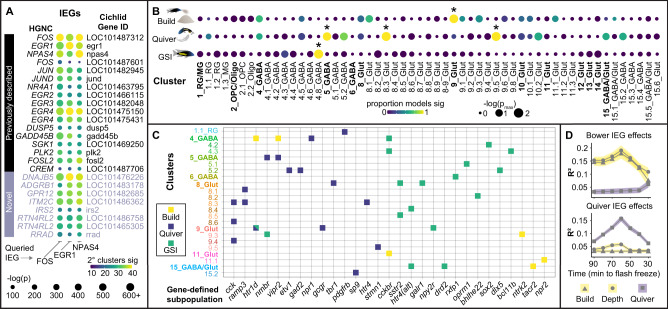
Distinct cell populations exhibit building-, quivering-, and gonadal-associated IEG expression. **A** Twenty-five genes were selectively co-expressed with *c-fos*, *egr1*, and *npas4* across cell populations; genes that were detected in the majority of clusters, and that were significantly (*p* < 0.05, Wilcoxon rank-sum test, two-sided) upregulated in IEG-positive nuclei compared to IEG-negative nuclei in the majority of those clusters were considered significant. **B** Building-, quivering-, and gonadal-associated IEG expression was observed in distinct clusters (linear mixed-effects regression, two-sided, adjusted for 5% false discovery rate), and **C** gene-defined populations (filled squares indicate significant effects, linear mixed-effects regression, two-sided, adjusted for 5% false discovery rate; 9_Glut *htr1d+* nuclei showed both quivering- and GSI-associated IEG expression). **D** IEG expression was most strongly associated with the amount of temporally binned building (top, 30 min bins, *n* = 22 neuronal populations exhibiting significant or trending building-associated IEG expression) and quivering (bottom, 30 min bins, *n* = 71 neuronal populations exhibiting significant or trending quiver-associated IEG expression) behavior performed approximately 60 min prior to tissue freezing (peak bins represent behavior performed 45–75 min prior to freezing the telencephalon). Data were presented as mean values ± SEM (represented by colored bands). Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 6. Fish artwork in panel **B** is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

We identified distinct sets of cell populations that showed building-, quivering-, or GSI- associated IEG induction (Fig. 3B and Supplementary Data File 6). Building was associated with increased IEG score in 9_Glut (“build-IEG+”, the effect of building versus control, β_build_ = 0.11 ± 0.046; hmp_adj_ = 0.0016), a cluster exhibiting gene expression patterns reflective of the dorsal pallium (Supplementary Data File 2), but not in any other 1° or 2° cluster. We also reasoned that some behaviorally-relevant cell populations may not align 1:1 with clusters. Some may span multiple clusters—for example, neuropeptides can diffuse to modulate distributed cell populations expressing their target receptors^1^—or may be best described as distinct functional subsets of cells within a cluster. Therefore, we extended our analysis to populations defined by nTF, ligand, and receptor genes, as well as a small set of additional genes of interest (*n* = 17, “Other”, Supplementary Data File 5), both within clusters and regardless of cluster assignment (see Methods). This revealed a suite of additional build-IEG+ populations, including three populations defined regardless of cluster (*elavl4*+, *cckbr*+, *ntrk2*+), and 4_GABA *htr1d*+, 4_GABA *vipr2*+, 15_GABA/Glut *tacr2*+, 11_Glut *cckbr*+, and 11.1_Glut *npr2*+ nuclei (Fig. 3C and Supplementary Data File 6), consistent with a role for these molecular systems in the neural coordination of building. In contrast, quivering-associated IEG signals suggested the involvement of dopaminergic olfactory populations (Supplementary Results). As further reinforcement of the behavioral relevance of these signals, we temporally binned behavioral measures and found that both building- and quivering-associated IEG signals were most strongly associated with behavior expressed ~60 min before flash freezing of the telencephalon (Fig. 3D), consistent with known nuclear RNA time courses^26^. Follow-up mediation analyses identified five build-IEG+ populations as potential mediators of BAI, including 9_Glut, 4_GABA *htr1d*+, 4_GABA *vipr2*+, 11.1_Glut *npr2*+, and *ntrk2*+ (Supplementary Results).

### Excitatory neuronal populations drive building-associated gene expression

We also used unbiased analyses of behavior-associated differentially expressed genes (DEGs) to identify candidate cell populations underlying castle-building. Indeed, social behaviors have been linked to large changes in brain gene expression in diverse lineages^16,27,28^, but the roles of specific cell populations in driving these effects are not well understood. We found that DEGs associated with building (build-DEGs), quivering (quiver-DEGs), and GSI (gonad-DEGs) were overrepresented in largely non-overlapping sets of neuronal clusters (Fig. 4A). Three excitatory neuronal clusters accounted for a disproportionate number of build-DEGs (Fig. 4A, top). A minority of neuronal clusters also accounted for disproportionate numbers of quiver-DEGs (Fig. 4A, middle) and gonad-DEGs (Fig. 4A, bottom; Supplementary Results, Supplementary Data File 7). Despite these non-overlapping patterns, a large set of build-DEGs, quiver-DEGs, and gonad-DEGs were the same genes (*n* = 81; Fig. 4B), consistent with behavior- and gonadal-associated recruitment of common transcriptional programs in distinct neuronal populations. Unexpectedly, build- and quiver-DEGs exhibited a strong direction bias, and were predominantly upregulated in both 1° and 2° clusters (Fig. 4C, four leftmost bars). In contrast, gonad-DEGs tended more modestly toward upregulation in 1° clusters and were not directionally biased in 2° clusters (Fig. 4C, two rightmost bars). Upregulated build-DEGs, quiver-DEGs, and gonad-DEGs were enriched (*q* < 0.05) for a large number of the same GO terms (468 Biological Processes, 132 Cellular Components, 107 Molecular Functions; Supplementary Data File 8), the strongest of which were related to synaptic transmission, synaptic plasticity, and neurogenesis/neuronal differentiation (Fig. 4D). These results are consistent with building-, quivering-, and gonadal-associated gene expression reflecting, in part, changes in synaptic structure/function and neuronal differentiation.

**Fig. 4:**
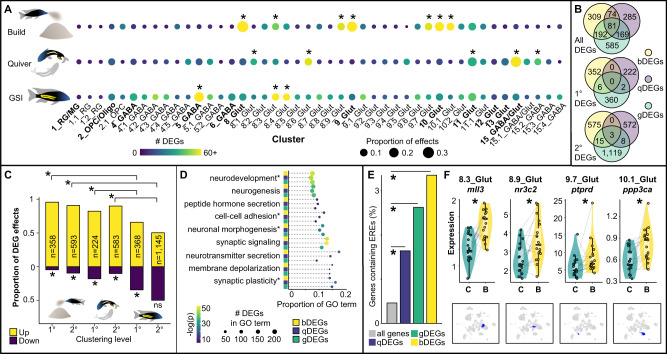
Building, quivering, and GSI are associated with distinct patterns of cell type-specific gene expression. **A** Build-DEGs (top row), quiver-DEGs (middle row), and gonad-DEGs (bottom row) were overrepresented in distinct sets of 1° and 2° clusters (FET, two-sided, asterisks indicate significance after adjustment for 5% false discovery rate). **B** Many of the same genes show building-, quivering-, and gonadal-associated expression (*n* = 81, top Venn diagram, overlap is considered regardless of the cluster in which the DEG effect was observed), but in distinct patterns across clusters (1° cluster DEGs, middle Venn diagram; 2° cluster DEGs, bottom Venn diagram; overlap considers the cluster in which the DEG effect was observed; low overlap among build-DEGs, yellow; quiver-DEGs, purple; gonad-DEGs, green). **C** Behavior-associated gene expression is driven by upregulation (first four bars; 1° build-DEGs, 342/358, X^2^(1, *N* = 358) = 184.96, *p* = 4.01 × 10^−42^; 2° build-DEGs, 537/593, X^2^(1, *N* = 593) = 231.54, *p* = 2.75 × 10^−51^; 1° quiver-DEGs, 184/224, X^2^(1, *N* = 224) = 50.19, *p* = 1.39 × 10^−12^; 2° quiver-DEGs, 524/583, X^2^(1, *N* = 583), *p* = 1.81 × 10^−49^; Pearson’s Chi-squared test with Yates’ continuity correction, two-sided), whereas gonadal-associated gene expression is driven by a balance of up- and downregulation (last two bars, 1° gonad-DEGs, 242/368, X^2^(1, *N* = 368) = 18.1, *p* = 2.09 × 10^−5^; 2° gonad-DEGs, 576/1,145, X^2^(1, *N* = 1145) = 0.011, *p* = 0.92; Pearson’s Chi-squared test with Yates’ continuity correction, two-sided). **D** Build-DEGs, quiver-DEGs, and gonad-DEGs are enriched for many of the same GO terms related to synaptic structure, function, and plasticity; neurotransmission; and neurogenesis (Hypergeometric test, one-sided, Bonferroni corrected; GO terms followed by asterisks are abbreviated). **E** build-DEGs, quiver-DEGs, and gonad-DEGs are enriched for estrogen response elements compared to other genes throughout the genome (left barplot; build-DEGs, yellow, odds ratio = 7.33, CI_95_ = [4.42,11.60], *p* = 7.26 × 10^−12^; quiver-DEGs, purple, odds ratio = 3.53, CI_95_ = [1.65,6.72], *p* = 9.23 × 10^−4^; gonad-DEGs, green, odds ratio = 5.63, CI_95_ = [3.57,8.57], *p* = 1.42 × 10^−13^; FET, two-sided). **F** Violin plots show example effects for build-DEGs containing estrogen response elements in four different clusters (gray lines link paired building/control males, blue labeling below violin plots highlights clusters in which each effect was observed); *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate 1.5x interquartile range. Asterisks indicate significance after adjustment for a 5% false discovery rate. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 7–9. Fish artwork in panels **A** and **C** is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

Based in part on these enrichment patterns, we directly investigated estrogen as a possible regulator of behavior- and gonadal-associated gene expression. Estrogen is a steroid hormone that regulates vertebrate social behaviors^29^, neuronal excitability^30^, neurogenesis^31^, and gene expression (by binding to estrogen receptors and forming a TF complex that binds to estrogen response element sequences in DNA)^32^. Build-DEGs, quiver-DEGs, and gonad-DEGs were independently enriched for estrogen response elements (Fig. 4E, F; Supplementary Results; genes containing estrogen response elements in Supplementary Data File 9), consistent with a role for estrogen in regulating male behavior- and gonadal-associated gene expression. Build-DEGs that contained estrogen response elements (*n* = 22 genes) were most strongly enriched for GO terms including “modulation of chemical synaptic transmission” (top GO Biological Process, *q* = 2.30 × 10^−4^) and “Schaffer collateral-CA1 synapse” (top Cellular Component, *q* = 2.22 × 10^−5^), consistent with a role for estrogen in shaping building-associated changes in synaptic function.

### Castle-building is associated with neuronal rebalancing in the putative homolog of the hippocampal formation

We next investigated building-associated differences in cluster proportions, reasoning that differences could be caused by building-associated neurogenesis (e.g., changing rates of new neuronal influx into specific populations), or by building-associated gene expression (changing how nuclei are assigned to clusters). We identified two 2° clusters showing building-associated changes in proportions: 8.4_Glut (β_build_ = 0.37 ± 0.11, *q* = 0.013) and 8.1_Glut (β_build_ = -0.44 ± 0.10, *q* = 7.67 × 10^−4^; Fig. 5A–C). These clusters were not immediate neighbors in UMAP space, and thus the pattern was not simply explained by building-associated shifts in gene expression. The relative proportions of 8.4_Glut versus 8.1_Glut were negatively correlated across subjects (*t*_1,36_ = −3.51, *R* = −0.50, *p* = 0.0012; Fig. S6), and mediation analyses supported these proportion changes as possible mediators of both BAI and build-IEG+ signals (including 9_Glut, 4_GABA *htr1d*+, 4_GABA *vipr2*+, and *ntrk2*+; Supplementary Results). The encompassing 1° cluster, 8_Glut, was distinguished by markers of the lateral region of the dorsal telencephalon (Dl; Supplementary Data File 2), a region that regulates spatial learning in other fish species^33^ and that is putatively homologous to the mammalian hippocampal formation based on gene expression, cell morphology, connectivity, anatomy, and behavioral evidence^9,34,35^. Together these data suggest that building-associated reorganization of hippocampal-like cell populations may be important for building behavior.

**Fig. 5:**
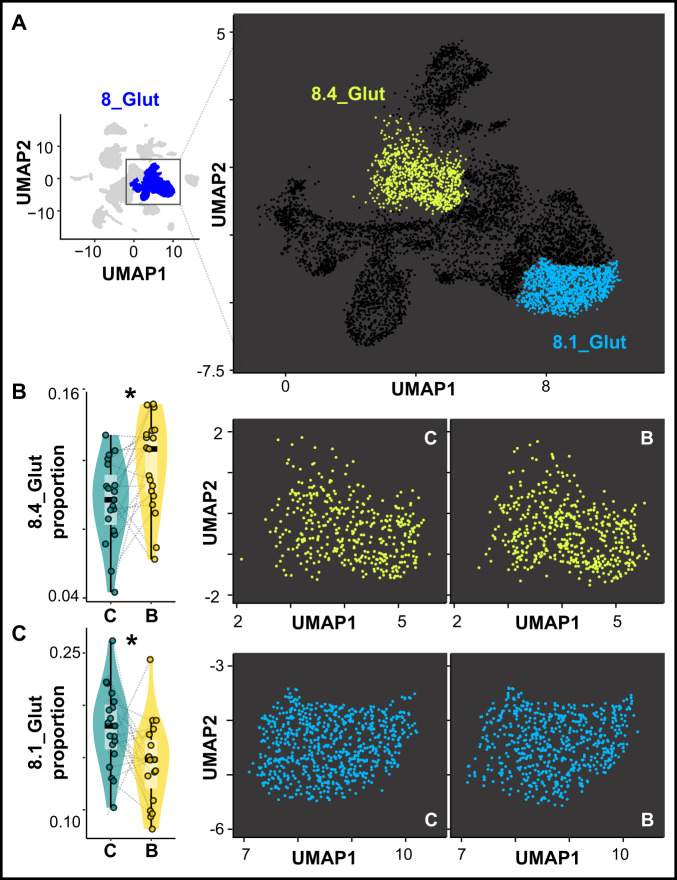
Building-associated changes in the relative proportions of excitatory neuronal subpopulations. **A** Two neuronal populations within 8_Glut exhibit building-associated changes in proportions. **B** 8.4_Glut exhibits a building-associated increase in its relative proportion within 8_Glut (two right panels show 8.4_Glut nuclei in control, “C,” versus building “B,” males, pooled across individuals; linear mixed-effects regression assuming a binomial distribution, two-sided, adjusted for 5% false discovery rate, *q* = 0.013), *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). **C** 8.1_Glut exhibits a building-associated decrease in its relative proportion within 8_Glut (two right panels show 8.1_Glut nuclei in control versus building males, pooled across individuals; linear mixed-effects regression assuming a binomial distribution, two-sided, adjusted for 5% false discovery rate, *q* = 7.67 × 10^−4^), *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). Gray lines link paired building/control males. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate 1.5x interquartile range. Asterisks indicate significance at α = 0.05 after adjusting for a 5% false discovery rate. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 3.

To further investigate signatures of building-associated neurogenesis, we analyzed the expression of 87 genes with the GO annotation “positive regulation of neurogenesis” in both zebrafish and mice (“proneurogenic” genes, Supplementary Data File 10). Building, in contrast to quivering and GSI, was associated with widespread increases in proneurogenic gene expression across clusters (Fig. S7). Building-associated expression of proneurogenic genes was disproportionately strong in populations expressing estrogen receptors (Normalized Enrichment Score, NES = 2.00, *q* = 0.034; Fig. S7, Supplementary Results), consistent with a role for estrogen signaling in building-associated neurogenesis. Notably, 8.4_Glut showed building-associated proneurogenic gene expression (β_build_ = 0.08 ± 0.033, hmp_adj_ = 0.028), and expression of proneurogenic genes in this cluster was positively correlated with its relative proportion (*t*_1,36_ = 2.12, *R* = 0.33, *p* = 0.041). These results support the idea that building-associated changes in neurogenesis underlie building-associated increases in 8.4_Glut proportion.

### Building behavior is associated with changes in glial cell biology

Radial glia are the primary source of new neurons in adult teleosts^36^, and can occupy distinct functional states, including quiescence, cycling, and neuronal differentiation^37^. Therefore, we reasoned that if building is associated with changes in neurogenesis, then building might also be associated with changes in radial glial biology. To investigate building-associated changes in radial glial biology, we first analyzed building-associated gene expression within radial glia (1.1_RG and 1.2_RG pooled) and identified 25 build-DEGs that were collectively enriched for “neuron development” (top GO Biological Process, *q* = 8.18 × 10^-4^) and “astrocytic glutamate-glutamine uptake and metabolism” (top Pathway, *q* = 0.0010). Build-DEGs in radial glia included *cyp19a1* (upregulated; Fig. S7 and Supplementary Data File 10), the gene encoding aromatase, an enzyme that converts testosterone into brain-derived estrogen. Aromatase is thought to be exclusively expressed in radial glia in the teleost telencephalon, and has been linked to radial glial functional states as well as neurogenesis^38^. These data support building-associated changes in radial glial biology that may shape building-associated neurogenesis.

To investigate building-associated changes in radial glia at higher resolution, we re-clustered radial glia into 11 subclusters (RG_0_-RG_10_; Fig. 6A). Building-associated increases in *cyp19a1* expression were driven most strongly by RG_3_ (β_build_ = 1.44 ± 0.42, hmp_adj_ = 0.018; Fig. 6B), a subpopulation distinguished by *lhx5* and *gli3*, both nTFs that regulate neurogenesis in mammals^39,40^. A second subpopulation, RG_2_, exhibited ~3x more build-DEGs than any other subcluster (Supplementary Data File 11; 18/19 effects reflected building-associated downregulation). To further investigate radial glial subclusters, we assigned each radial glial nucleus a quiescence, cycling, and neuronal differentiation score based on marker genes for these functional states (Supplementary Data File 12). Building was associated with decreased quiescence score in RG_2_ (β_build_ = 0.29 ± 0.11, hmp_adj_ = 0.010; Fig. 6C), but was not associated with quiescent, cycling, or neuronal differentiation score in any other subcluster. Lastly, we reasoned that building-associated changes in radial glial gene expression and/or functional states may result in changes in radial glial subcluster proportions. Analysis of subcluster proportions revealed an increase in the relative proportion of RG_4_ (β_build_ = 0.73 ± 0.19, *q* = 0.0017; Fig. 6D), which was positioned in UMAP space between subclusters expressing markers of quiescence (RG_1_, RG_2_) and those expressing markers of cycling and differentiation (RG_0_; Supplementary Data File 13). Follow-up mediation analyses supported RG_3_ *cyp19a1* expression as a possible mediator of building, and RG_2_ quiescence, RG_3_ *cyp19a1* expression, and RG_4_ proportion as possible mediators of rebalancing (Supplementary Results). Together these data demonstrate building-associated changes in specific subpopulations of radial glia, and highlight RG_2_, RG_3_, and RG_4_ as candidate regulators of building-associated neurogenesis and rebalancing.

**Fig. 6:**
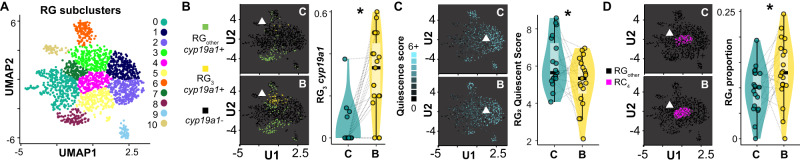
Building-associated changes in radial glial biology. **A** Re-clustered radial glial subpopulations show building-associated **B** *cyp19a1* expression (RG_3_), **C** signatures of decreased quiescence (RG_2_), and **D** increases in proportion (RG_4_); *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). Gray lines link paired building/control males. UMAP plots in the right three panels represent effects in control (“C,” top) and building (“B,” bottom) males, pooled across individuals. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate 1.5x interquartile range. Asterisks indicate significance at α = 0.05 after adjusting for a 5% false discovery rate. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 7–9.

### Genes that diverged in castle-building species show behavior- and gonadal-associated upregulation

We next investigated if genome divergence associated with behavioral evolution may reveal additional candidate cell populations underlying building. The evolution of bower-building behavior has previously been linked to a ~19 Mbp region on Linkage Group 11 (LG11), within which genetic variants have diverged between closely-related castle-building and pit-digging lineages^16^. We performed follow-up comparative genomics analyses across 27 total Lake Malawi species (Supplementary Data File 14) and identified 165/756 genes in this region that additionally showed signatures of divergence between castle-building lineages and more distantly related rock-dwelling species that do not build bowers (“castle-divergent” genes, CDGs; Fig. 7A; Supplementary Data File 15). Thus, CDGs bear strong genomic signatures of castle-building evolution across Lake Malawi species. CDGs were expressed at higher levels in the telencephalon compared to neighboring genes in the same 19 Mbp region and compared to other genes throughout the genome (Fig. 7B). CDGs were also overrepresented among 1° and 2° cluster markers (Fig. 7C, D), and among upregulated build-DEGs (Fig. 7E), quiver-DEGs (Fig. 7F), and gonad-DEGs (Fig. 7G). These data support the behavioral significance of CDGs in the telencephalon, and suggest that castle-building has evolved in part through variation in genes that are upregulated during reproductive contexts.

**Fig. 7:**
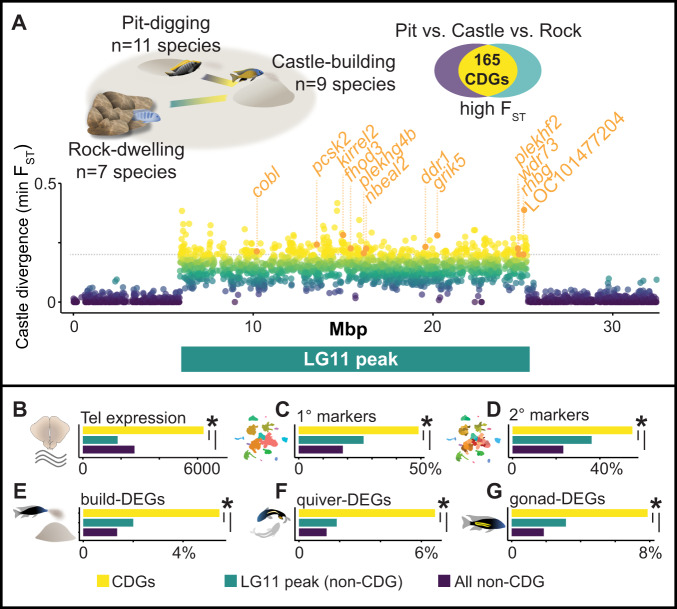
Castle-divergent genes show distinct and building-associated expression patterns in the telencephalon. **A** Genome comparisons of 27 species that build castles (*n* = 9), dig pits (*n* = 11), or do not construct bowers (*n* = 7) reveal 165 CDGs (CDG module genes labeled in orange). **B** CDGs (yellow) are expressed at higher levels in the telencephalon compared to other genes within the 19 Mbp region on LG11 (turquoise, *p*_perm_ = 1.42 × 10^−5^, two-sample permutation test, two-sided) and compared to other genes throughout the genome (purple, *p*_perm_ = 1.77 × 10^−6^, two-sample permutation test, two-sided; x-axis represents summed normalized expression values across all nuclei, averaged for each category). **C** CDGs are overrepresented among 1° cluster markers compared to other genes within the 19 Mbp region on LG11 (odds ratio = 3.61, CI_95_ = [2.42,5.38], *p* = 8.31 × 10^−11^, FET, two-sided) and compared to other genes throughout the genome (odds ratio = 3.12, CI_95_ = [2.25,4.31], *p* = 1.43 × 10^−11^, FET, two-sided). **D** CDGs are overrepresented among 2° cluster markers compared to other genes within the 19 Mbp region on LG11 (odds ratio = 3.08, CI_95_ = [2.12,4.50], *p* = 1.66 × 10^−9^, FET, two-sided) and compared to other genes throughout the genome (odds ratio = 3.13, CI_95_ = [2.27,4.30], *p* = 1.51 × 10^−12^, FET, two-sided). **E** CDGs are overrepresented among build-DEGs compared to other genes within the 19 Mbp region on LG11 (odds ratio = 4.19, CI_95_ = [1.41,12.72], *p* = 0.0044, FET, two-sided) and compared to other genes throughout the genome (odds ratio = 2.82, CI_95_ = [1.26,5.53], *p* = 0.0066, FET, two-sided). **F** CDGs are overrepresented among quiver-DEGs compared to other genes within the 19 Mbp region on LG11 (odds ratio = 5.19, CI_95_ = [1.86,15.14], *p* = 5.79 × 10^−4^, FET, two-sided) and compared to other genes throughout the genome (odds ratio = 3.79, CI_95_ = [1.84,7.02], *p* = 3.01 × 10^−4^, FET, two-sided). **G** CDGs are overrepresented among gonad-DEGs compared to other genes within the 19 Mbp region on LG11 (odds ratio = 4.50, CI_95_ = [1.82,11.33], *p* = 4.23 × 10^−4^, FET, two-sided) and compared to other genes throughout the genome (odds ratio = 2.63, CI_95_ = [1.37,4.67], *p* = 0.0024, FET, two-sided). Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 14, 15. Fish artwork in panels **A**, **E**, **G** is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier. Drawings of pit-digging and rock-dwelling cichlids were adapted from original artwork published previously^15,74^.

### A subpopulation of pallial glia links genome evolution to hippocampal-like neuronal rebalancing

We next tested if CDGs were enriched in specific cell populations. CDGs were most strongly enriched in non-neuronal clusters (1.1_RG, 1.2_RG, 2.1_OPC), followed by neuronal clusters (4.3_GABA and 4.4_GABA) and gene-defined cell populations (5.2_GABA *th*+, and 9_Glut *hrh3*+; Supplementary Results, Fig. S8 and Supplementary Data File 16). We hypothesized that these enrichment patterns were driven by subsets of CDGs that were co-expressed together in specific cell populations. Indeed, a weighted gene correlation network analysis (WGCNA)^41^ across nuclei revealed a module of 12 CDGs (“CDG module”) that were strongly co-expressed compared to other CDGs (stronger correlation coefficients, Welch *t*-test, *p* = 8.83 × 10^−14^; stronger silhouette widths, Welch *t*-test, *p* = 0.016; Fig. 8A). Across clusters, the CDG module was most strongly enriched in 1.2_RG (compared to all other nuclei; Cohen’s *d* = 4.22, CI_95_ = [4.14,4.30], *p*_perm_ = 0), followed by 1.1_RG (Cohen’s *d* = 2.86, CI_95_ = [2.79,2.92], *p*_perm_ = 0; Fig. 8B and Supplementary Data File 17), suggesting both enrichment in radial glia as well as differences in expression among radial glial subpopulations. Within radial glia, CDG module score was positively correlated with quiescent score (Fig. 8C–E; *R* = 0.61, CI_95_ = [0.58,0.63], *p* = 8.65 × 10^−191^); CDG module score was negatively correlated with cycling score (*R* = −0.11, CI_95_ = [−0.15,−0.06], *p* = 3.14 × 10^−6^); and CDG module score was not correlated with neuronal differentiation score (*R* = −0.036, CI_95_ = [−0.08,0.0090], *p* = 0.12). Analysis of TFs (*n* = 999) additionally revealed *npas3* as the most strongly co-expressed TF with the CDG module (Fig. 8F and Supplementary Data File 18). *npas3* suppresses proliferation in human glioma, is strongly expressed in quiescent neural stem cells, and is downregulated during hippocampal neurogenesis in mice^42,43^. Among radial glial subclusters, the CDG module was selectively enriched in RG_1_ (compared to other radial glia; Cohen’s *d* = 0.68, CI_95_ = [0.55,0.82], *p*_perm_ = 0.0196) and RG_2_ (Cohen’s *d* = 0.32, CI_95_ = [0.19,0.45], *p*_perm_ = 0.046; Fig. 8G and Supplementary Data File 17), both of which also strongly expressed markers of glial quiescence. Together these data support that the CDG module may be related to radial glial quiescence.

**Fig. 8:**
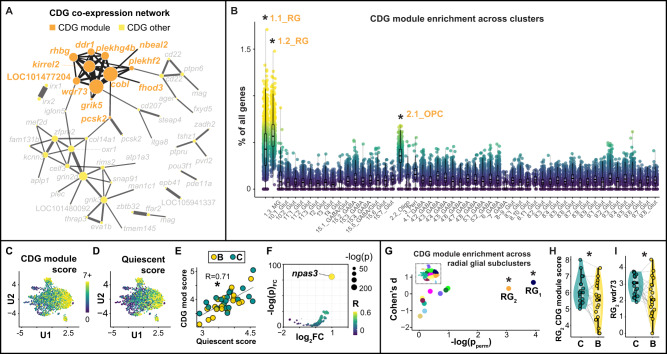
A CDG module shows enriched and building-associated expression patterns in a subpopulation of radial glia. **A** A weighted gene correlation network analysis identifies a module of 12 CDGs (orange dots connected by black lines) that are strongly co-expressed across telencephalic nuclei compared to other CDGs (yellow dots connected by dark gray lines). **B** The CDG module is most strongly enriched in radial glia (two leftmost columns), *n* = 53 biologically independent 2° clusters. Asterisks indicate effects that were significant after adjustment for a 5% false discovery rate and additionally as measured by a second permutation test. **C**, **D** CDG module expression across radial glia mirrors expression of quiescent markers. **E** Expression of the CDG module is positively correlated with the expression of radial glial quiescence markers. **F** *npas3* shows strong, positive, outlier co-expression with the CDG module (Pearson’s *R* = 0.47, CI_95_ = [0.43,0.50], *q* = 3.19 × 10^−100^). **G** Among radial glial subclusters, the CDG module is enriched in RG_1_ and RG_2_; *n* = 11 biologically independent radial glia subclusters. **H**, **I** RG_2_ exhibits building-associated decreases in expression of **H** the CDG module and **I** *wdr73* in particular; *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males). Gray lines link paired building/control males. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate 1.5x interquartile range. Asterisks indicate effects that were significant after adjustment for a 5% false discovery rate. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 15–18.

Building was associated with a decrease in CDG module score in RG_2_ (β_build_ = -0.26 ± 0.11, hmp_adj_ = 0.027; Fig. 8H), and an increase in CDG module score in RG_8_ (β_build_ = 0.61 ± 0.24, hmp_adj_ = 0.0097). The only CDG module gene exhibiting strict building-associated expression was *wdr73*, which was downregulated in RG_1_ (β_build_ = −0.08 ± 0.0044, hmp_adj_ = 4.54 × 10^−89^) and RG_2_ (β_build_ = 0.71 ± 0.0070, hmp_adj_ = 2.47 × 10^−90^; RG_2_ effect in Fig. 8I). Notably, one study in human epithelial cells found that suppressed *wdr73* expression was most strongly associated with increased expression of *ccnd1*^44^, a marker of neural stem cell proliferation^45^. Indeed, within radial glia, *wdr73* expression was negatively correlated with *ccnd1* expression (*R* = −0.07, 95% CI, CI_95_ = [−0.12,−0.029], *p* = 0.0013). We hypothesized that a building-associated downregulation of the CDG module in RG_2_ may promote an exit from quiescence and contribute to building-associated proportion changes in 8.1_Glut and 8.4_Glut. Consistent with this, the difference in relative proportion of 8.4_Glut and 8.1_Glut was explained by RG_2_ CDG module score (*R* = −0.53, 95% CI, CI_95_ = [−0.72,−0.25], *p* = 6.71 × 10^−4^; Fig. S9), *wdr73* expression (*R* = −0.59, CI_95_ = [−0.76,−0.33], *p* = 1.14 × 10^−4^; Fig. S9), quiescent score (*R* = −0.35, CI_95_ = [−0.76,−0.33], *p* = 0.029), and *npas3* expression (*R* = −0.37, CI_95_ = [−0.62,−0.06], *p* = 8.20 × 10^−4^). Most of these relationships were evident within building males only (difference in 8.4_Glut and 8.1_Glut proportion versus RG_2_ CDG module score, *R* = −0.57, CI_95_ = [−0.81,−0.15], *p* = 0.011; versus RG_2_ *wdr73* expression, *R* = −0.62, CI_95_ = [−0.84,−0.23], *p* = 0.0049; versus RG_2_ quiescent score, *R* = −0.32, CI_95_ = [−0.68,0.15], *p* = 0.18; versus *npas3* expression *R* = −0.52, CI_95_ = [−0.79,−0.085], *p* = 0.023) but not within controls (*p* ≥ 0.24 for all). In contrast, these relationships were not evident in RG_1_ (across all subjects, *p* ≥ 0.17 for all; within building males, *p* ≥ 0.12 for all). These data are consistent with a role for CDG module expression in RG_2_ in the rebalancing of 8.1_Glut and 8.4_Glut. In further support of this, mediation analyses identified both RG_2_ *wdr73* expression and RG_2_ CDG module score as candidate mediators of rebalancing (Supplementary Results).

In teleost fishes, anatomically distinct radial glial subpopulations supply new neurons to distinct brain regions (Fig. 9A). 

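Sections of telencephalon from 2 building males and 2 control males were placed on Visium capture areas, glass fields covered with barcoded spots that each collect the RNA of a small piece of tissue and can hold several cells. The authors deposited, for each of 13 capture areas, the number of unique molecular identifiers (UMIs) that Space Ranger 1.3.1 counted for each gene in each spot, without normalization. Building male 1 is represented by 1 capture area with 801 spots and 4634684 UMIs (median 4714 per spot). Building male 2 has 4 capture areas with 2694 spots and 25126732 UMIs (median 8355). Control male 1 has 4 capture areas with 1586 spots and 6142612 UMIs (median 2903). Control male 2 has 4 capture areas with 1670 spots and 15875036 UMIs (median 9138.5). Depth therefore differed more between males than between conditions, and the shallowest capture area, control 1 C, had a median of 1225.5 UMIs per spot. Counts of all spots were normalized together with SCTransform, and each spot was scored by the mean Pearson residual over the genes of a marker list. The single-nucleus reference used for the label transfer of the paper was not used here, and the top 5 markers of each cluster in Supplementary Data 3 took its place. Marker names were matched to the feature table as written, which left 2 of 5 markers for 8.1_Glut, 3 of 5 for 9_Glut, 4 of 5 for 4_GABA and 4 of 9 for radial glia (1.1_RG and 1.2_RG together). Values were computed within a capture area, averaged over the areas of a male and given as mean ± SD over the 4 males, since spots and sections of 1 male are not replicates. No position of spots within a section was used, so placement was measured through the genes found in the same spots.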

We used spatial transcriptomic profiling to investigate if the anatomical relationships among RG_2_, 8.4_Glut, and 8.1_Glut were consistent with RG_2_ supplying new neurons to 8.4_Glut and 8.1_Glut. 8.1_Glut mapped to ventral Dl-g, and 8.4_Glut mapped to ventral Dl-v (Fig. 9B–D), pallial subregions within Dl that receive new neurons from radial glia lining the pallial ventricular zone. 

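The region index of a set of spots was the log2 ratio of pallial (slc17a6, slc17a7, bhlhe22, tbr1, eomesa, emx3, neurod6b) to subpallial UMIs (gad1b, gad2, dlx2, dlx5, six3, sp9, isl1, lhx6, nkx2-1) in the 10% of spots with the highest score, minus the same ratio in the other spots. For 8.1_Glut, scored from tshz1 and LOC101487767, the index was 0.85 ± 0.57 (SD, n = 4 males) and lay above 0 in 10 of 13 capture areas. It was higher than the index of 9600 of 10000 random lists matched on mean expression. Both genes are also listed as markers of other clusters, so the score does not single out 8.1_Glut. Spots thinned to 3034 UMIs were scored from log-normalized counts and not from Pearson residuals, so depth and scoring changed together. On them the index was 0.41 ± 0.52 (SD, n = 4; above 0 in 8 of 13 areas). In the top 20% of spots it was 0.49 ± 0.78 (SD, n = 4; 8 of 13), and both values were within the spread between males. With closing paralog letters dropped from marker names, a setting chosen after seeing the data, the index of 8.1_Glut was 1.53 ± 0.59 (SD, n = 4). With genes at least 3-fold higher in 8.1_Glut than in 8.4_Glut in the mean table, a list also chosen after seeing the data, it was -0.31 ± 0.48 (SD, n = 4; above 0 in 6 of 13 areas), and with those at least 4-fold higher 0.0901 ± 0.127 (SD, n = 4). These 3-fold and 4-fold lists were drawn from the 359 of 4000 rows of the mean table that were held. They were not compared with other clusters, which can express the same genes. Among single genes, six3 was lower in 8.1_Glut spots with a log2 ratio of -2.32 ± 0.49 (SD, n = 4), but so was the pallial gene neurod6b, at -1.04 ± 0.82 (SD, n = 4; higher in 4 of 13 areas). Pallial genes do not tell Dl-g from other parts of the pallium.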

RG_2_ was anatomically positioned along the pallial but not subpallial ventricular zone (Fig. 9B–D), consistent with a potential to supply new neurons to Dl and other pallial regions. These data are further consistent with a relationship between RG_2_ and neuronal rebalancing in 8.4_Glut and 8.1_Glut.

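No marker list of RG_2 was found in the tables, so these values cover radial glia as a whole, scored from gli3, lrig1, fgfr2 and LOC101486280. The region index of the top radial glia spots was 0.06 ± 0.20 (SD, n = 4 males), which did not differ from 0 by more than the spread between males and was higher than that of 4858 of 10000 random lists. Its sign changed with the radial glia list, being -0.77 ± 0.72 (SD, n = 4) with gfap, fabp7, slc1a3, s100b, cyp19a1 and id1. It also changed with the processing of the unchanged list. The index was -0.46 ± 0.15 (SD, n = 4) with log-normalized counts, below 0 in 11 of 13 areas. On thinned spots, also scored from log-normalized counts, it was -0.56 ± 0.39 (SD, n = 4), so these are not independent alternatives. It was 0.57 ± 0.50 (SD, n = 4) in the top 5% of spots. Weights from non-negative least squares, which rest on the mean profile of primary cluster 1_RG/MG and not on this list, gave 0.34 ± 0.39 (SD, n = 4). Of the 20% of spots with the highest radial glia score, 57.4% ± 5.21 (SD, n = 4) were pallial by their scores, against 57.2% ± 6.01 (SD, n = 4) of all spots. Genes of the CDG module, which the paper reports as enriched in RG_1 as well as RG_2 and which thus do not mark RG_2 alone, had a log2 ratio of 0.00 ± 0.27 (SD, n = 4) between the 770 pallial and 578 subpallial spots of this set, with 2555 and 1506 UMIs. The RG quiescence list of Supplementary Data 12 was higher in the pallial spots by 0.46 ± 0.14 (SD, n = 4) on the log2 scale, in 12 of 13 capture areas. cyp19a1 went the other way with a log2 ratio of -4.73 ± 0.86 (SD, n = 4), lower in the pallial spots of all 13 areas, from 103 against 3527 UMIs. The paper reports higher expression of esr2 and erbb4 in RG_2 than in other radial glia. Here esr2 had a log2 ratio of -1.03 ± 0.63 (SD, n = 4; higher in 2 of 13 areas), from only 25 against 39 UMIs. That of erbb4, -0.51 ± 0.92 (SD, n = 4), was within the spread between males. Other cells in a spot can express both genes.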

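Across spots, the radial glia score had a Spearman's rho of 0.0299 ± 0.0316 (SD, n = 4 males) with the 8.1_Glut score, higher than 8231 of 10000 random list pairs. With the radial glia genes of Supplementary Data 2 in its place the rho was 0.0895 ± 0.0348 (SD, n = 4), higher than 9911 of 10000, and with the RG quiescence list 0.0816 ± 0.0302 (SD, n = 4), higher than 9896 of 10000. This was not specific to radial glia, since an oligodendrocyte list had a rho of 0.129 ± 0.0868 (SD, n = 4) with 8.1_Glut, higher than 9990 of 10000. The random pairs for these 4 values were run after the values had been seen. The radial glia and CDG module scores had a rho of 0.176 ± 0.0622 (SD, n = 4), against -0.0441 to 0.0554 for the central 95% of 10000 random list pairs. It was above 0 in all 13 capture areas, and lowest in control 1 C at 0.0249. On spots thinned to 3034 UMIs the rho was 0.112, with no random lists run there. A spot can hold several cells, and the conditions were not compared for these values.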

**Fig. 9:**
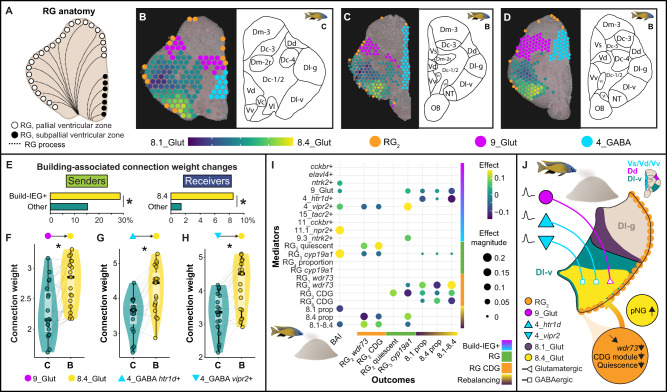
A circuit model for bower behavior and cellular reorganization in Dl, the putative homolog of the hippocampal formation. **A** Radial glia differs in morphology, function, and anatomical distribution (e.g., pallial versus subpallial ventricular zones). **B**–**D** RG_2_ (orange) aligns with the pallial but not subpallial ventricular zone, and 8.1_Glut versus 8.4_Glut aligns with ventral Dl-g versus ventral Dl-v, respectively. **E** Connections exhibiting building-associated increases in strength were enriched for build-IEG+ senders (yellow, left) and for 8.4_Glut as a receiver (yellow, right; x-axis reflects the percentage of connections exhibiting building-associated changes in weight), asterisks indicate significance at α = 0.05. **F**–**H** Building is associated with increased connection weights from senders **F** 9_Glut, **G** 4_GABA *htr1d*+, and **H** 4_GABA *vipr2*+ to 8.4_Glut (receiver), *n* = 38 biologically independent animals (*n* = 19 building males, *n* = 19 control males), asterisks indicate effects that were significant at α = 0.05 after adjusting for 5% false discovery rate. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and the whiskers indicate the 1.5x interquartile range. Gray lines link paired building/control males. **I** Regularized multiple mediation analyses identified top candidate regulators of behavior (left column) and supported directional interaction among build-IEG+ populations, radial glial subpopulations, and hippocampal-like neuronal rebalancing. **J** A hypothesized neuron-glia circuit model for castle-building behavior. Source data are provided as a Source Data file, and additional related data can be found in Supplementary Data 19–21. Fish artwork in panels **I**, **J** is reprinted from iScience, Vol 23/Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

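Spots were also grouped without marker lists, by Leiden clustering of principal components of residuals centred within each capture area, which gave 18 clusters. The clustering used all variable genes, markers included. Of the top 8.1_Glut spots, 23.2% ± 7.45 (SD, n = 4 males) fell in cluster 7 and 20.5% ± 6.96 (SD, n = 4) in cluster 12, which held 5.75% and 3.65% of all spots. Of the top radial glia spots, 31.0% ± 10.1 (SD, n = 4) fell in cluster 13, which held 3.74% of all spots and came from all 13 capture areas. This cluster had a subpallial log2 ratio of -2.37 against the other spots, with a pallial ratio of 0.12. All log2 ratios of spot clusters come from counts summed over all males, so they have no spread between males. Cluster 13 had a log2 ratio of 1.27 for gfap, fabp7, slc1a3, s100b, cyp19a1 and id1, a list other than the one ranking the top radial glia spots. Clusters 16 and 9 were also rich in these genes, at 1.18 and 0.87, but had subpallial ratios of 0.96 and 1.73. cyp19a1 was itself a leading gene of cluster 16, with a log2 ratio of 4.65. Clusters 16 and 9 held 3.29% ± 4.62 (SD, n = 4) and 6.86% ± 6.87 (SD, n = 4) of the top radial glia spots. They held 2.05% and 5.71% of all spots.

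**Figure D1:**
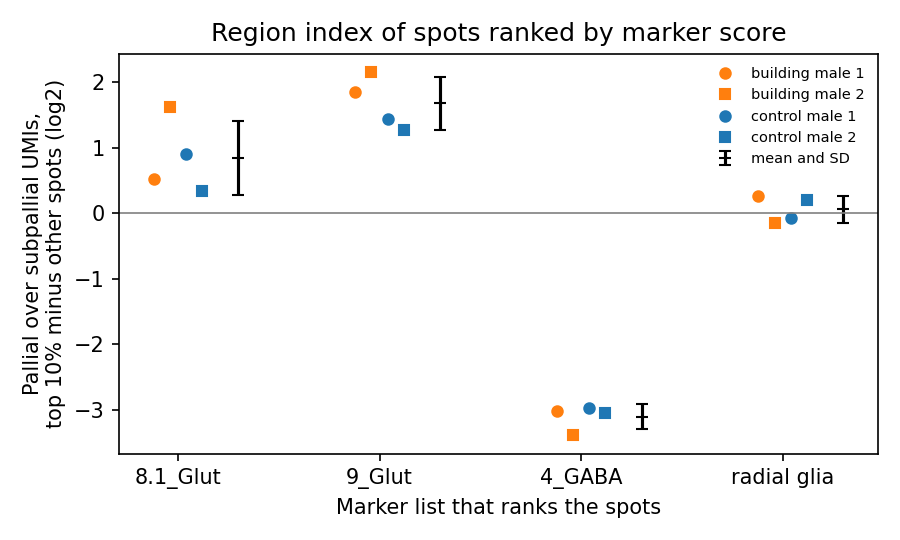
Region index (log2 ratio of pallial to subpallial UMIs in the top 10% of spots minus that in the other spots) for spots ranked by each of 4 marker lists. Each point is 1 male, and the black bars give the mean and SD over 4 males. The 4_GABA points all lie below 0 with a mean of -3.11, and the radial glia points lie on both sides of 0.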

### Directional interaction among multiple neuronal and glial populations explain building

In the mammalian hippocampus, the activity of incoming axonal projections and local circuits is thought to regulate the differentiation of neural precursor cells into new neurons^46^. We hypothesized that building-associated neural activity may be causally related to building-associated changes in RG_2_ and neuronal rebalancing. We first used CellChat to investigate the molecular potential for directional communication (cell–cell communication analysis) among build-IEG+ populations, RG_2_, 8.1_Glut, and 8.4_Glut. For comparison, we also analyzed all other 1° and 2° clusters, radial glial subclusters, as well as randomized size-matched cell populations. Briefly, cell–cell communication analysis uses gene expression to estimate the molecular potential for communication between cell populations (measured in “connection weight” between a sender population and a receiver population) using known cell–cell adhesion and ligand-receptor binding proteins. Unlike most other tools, CellChat increases robustness by additionally accounting for heteromeric complexes and interaction mediator proteins^47^. CellChat revealed a strong molecular potential for directional communication from build-IEG+ populations to 8.4_Glut (Fig. S10; Supplementary Data File 19; Supplementary Results), consistent with neuronal populations that fire during building synapsing onto 8.4_Glut neurons. Because neuronal firing can strengthen synaptic connections, we next investigated if build-IEG+ populations also showed building-associated increases in connection weights with 8.4_Glut. Only ~2% (94/4,096) of all connection weights analyzed exhibited building-associated changes (*q* < 0.05, 91/94 were increases, Supplementary Data File 20), and these were enriched for build-IEG+ senders (27/94, odds ratio = 2.23, CI_95_ = [1.36,3.56], *p* = 0.0013, Fisher’s exact test, FET; Fig. 9E, left) and 8.4_Glut as a receiver (8/94, odds ratio = 6.55, CI_95_ = [2.61,14.38], *p* = 8.78 × 10^−5^; Fig. 9E, right; and interestingly 2.1_OPC as a receiver, see Supplementary Results, Supplementary Data File 20). Specifically, four build-IEG+ senders showed increased connection weights with 8.4_Glut, including 9_Glut (β_build_ = 0.47 ± 0.13, hmp_adj_ = 0.0030; Fig. 9F), 4_GABA *htr1d* + (β_build_ = 0.76 ± 0.25, hmp_adj_ = 0.0082; Fig. 9G), 4_GABA *vipr2* + (β_build_ = 0.82 ± 0.23, hmp_adj_ = 0.0020; Fig. 9H), and *ntrk2* + (β_build_ = 0.82 ± 0.28, hmp_adj_ = 0.012), all of which were previously identified as possible mediators of BAI (Supplementary Results). Spatial integration (see Methods) anatomically mapped 9_Glut to the dorsal region of the dorsal telencephalon (Dd) and 4_GABA to the dorsal/supracommissural regions of the ventral telencephalon (Vd/Vs; Fig. 9B–D), both of which send axonal projections to Dl-v in other teleosts^9,48^.

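The region index of the top 9_Glut spots, scored from LOC101470995, mag and homer3, was 1.68 ± 0.40 (SD, n = 4 males), above 0 in all 13 capture areas and above that of all 10000 random lists. neurod6b was higher in these spots by 1.72 ± 0.13 (SD, n = 4) on the log2 scale, while the pallial gene eomesa was lower with a log2 ratio of -1.64 ± 0.43 (SD, n = 4). The index of the top 4_GABA spots was -3.11 ± 0.19 (SD, n = 4), below 0 in all 13 areas and below that of all 10000 random lists. six3 was higher in these spots by 3.16 ± 0.34 (SD, n = 4) and sp9 by 1.93 ± 0.47 (SD, n = 4) on the log2 scale. The subpallial gene nkx2-1 was lower in them, with a log2 ratio of -1.14 ± 0.72 (SD, n = 4; higher in 1 of 13 areas). A sign-flip permutation test over 4 males cannot give a two-sided p below 0.125, so no p is given. Only 2.79% ± 1.13 (SD, n = 4) of the top 9_Glut spots were also top 4_GABA spots. Across spots the scores had a rho of -0.0897 ± 0.0916 (SD, n = 4), below that of all 10000 random list pairs, whose median was 0.0446. The rho was below 0 in 10 of 13 areas and above 0 in 3, and in control male 1 it was 0.0213. It was -0.139 ± 0.0433 (SD, n = 4) on thinned spots and -0.123 ± 0.0593 (SD, n = 4) with log-normalized counts, but -0.0431 ± 0.0535 (SD, n = 4) with non-negative least squares (NNLS) weights and -0.0613 ± 0.0987 (SD, n = 4) with paralog letters dropped. Leaving out each male in turn, it ranged from -0.127 to -0.0519. Of the top 9_Glut spots, 33.6% ± 6.54 (SD, n = 4) fell in cluster 6 of the spot clusters. Another 21.3% ± 11.8 (SD, n = 4) fell in cluster 1, which held 14.1% of all spots. In counts summed over all males, oligodendrocyte genes had a log2 ratio of 1.06 in cluster 1 and -2.79 in cluster 6. The 9_Glut and oligodendrocyte scores had a rho of 0.122 ± 0.0885 (SD, n = 4), above 0 in 10 of 13 areas. No random lists are reported for this pair. Of the 8875 UMIs of the 9_Glut list, 8865 came from mag and homer3, and no rho is reported for either gene alone. Which gene of the list carries this rho is thus open, and some top 9_Glut spots may owe their rank to other cells. Pallial and subpallial genes do not tell Dd or Vd/Vs from other parts of the same division.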

Lastly, we performed follow-up mediation analyses to refine candidate directional relationships among build-IEG+ populations, radial glia, and neuronal rebalancing. These analyses converged on excitation in three build-IEG+ populations (9_Glut, 4_GABA *htr1d*+, and 4_GABA *vipr2*+) as well as aromatase expression in RG_3_, as possible mediators of CDG module downregulation in RG_2_ and neuronal rebalancing (Fig. 9I; Supplementary Results, Supplementary Data File 21). We identified two plausible ligand-receptor pathways positioned to facilitate these interactions and support radial glial (RG_2_) to neuronal (8.4_Glut) differentiation, including NRG2/NRG3 (putatively secreted from build-IEG+ populations) to ERBB4 (preferentially expressed in RG_2_ and 8.4_Glut), and estrogen (putatively synthesized by aromatase in RG_3_) to ESR2 (preferentially expressed in RG_2_; see Supplementary Results, Fig. S11, S12). In summary, cell–cell communication, spatial transcriptomics, previous tracing experiments, mediation analyses, and gene expression together supported a testable circuit model in which projections from 9_Glut, 4_GABA *htr1d*+, 4_GABA *vipr2*+ to Dl-v regulate functional changes in subpopulations of radial glia, hippocampal-like neuronal rebalancing, and building behavior. The hypothesized model is that behavior-associated excitation in three neuronal populations, together with behavior-associated aromatase expression in RG_3_, promotes the downregulation of the CDG module and a corresponding exit from quiescence in RG_2_. This exit from quiescence promotes 8.1_Glut and 8.4_Glut neuronal rebalancing, a cellular reorganization that, in turn, facilities building behavior (Fig. 9J and Fig. S13).

## Discussion

Behaviors evolve through genomic variation and are executed through the activity and interactions of many heterogeneous cell populations. Historically, the inability to profile many cell populations simultaneously has constrained progress in identifying which populations coordinate specific behaviors and understanding how genetic variation shapes their function. These goals have been advanced largely through the concerted efforts of many laboratories focusing on specific behaviors in the same model species over decades. Sn/scRNA-seq technologies disrupt this landscape by enabling (1) simultaneous functional profiling of many cell populations and (2) rapid tracing of behavior-associated genetic variation to specific cell populations in any species. We combined these approaches to show evidence that genome divergence associated with social behavioral evolution has altered a subpopulation of glia, changing neuron-glia interactions, downstream hippocampal-like cellular organization, and function of neural circuits underlying active castle-building behavior.

Our work builds on three proof-of-principle studies demonstrating the promise of sn/scRNA-seq technologies for profiling neuronal signatures of behavior^21,24,26^. However, these studies were conducted in C57BL6/J inbred mice (hindering matching of pooled cells to individual subjects), and functional profiling was focused on IEGs. Here we investigated a natural species and used individual genetic variation to match single nuclei to 38 test subjects, their recent behavioral histories, and their relative gonadal masses. This improved our power for analyzing behavior-associated IEG signals as well as behavior-associated changes in gene expression, cell type proportions, glial functional states, and predicted directional communication among cell populations. Converging evidence supported the involvement of three build-IEG+ populations (9_Glut, 4_GABA *htr1d*+, 4_GABA *vipr2*+) in building behavior. These populations showed building-associated expression of proneurogenic genes as well as signatures of directional and building-associated communication with 8.4_Glut, which in turn showed building-associated increases in relative proportion. Using spatial transcriptomics, we mapped these build-IEG+ populations to brain regions that send axonal projections to Dl-v (where 8.4_Glut mapped) in other teleost species. Notably, 9_Glut mapped to Dd, a dorsal pallial region that innervates Dl in a many-to-one fashion in other fish, mirroring a conserved hippocampal circuit that regulates pattern separation in mammals^49^. 9_Glut also accounted for a disproportionate number of build-DEGs and was identified as a candidate mediator of both building behavior and neuronal rebalancing. Thus, the combination of functional profiling, cell–cell communication, and spatial transcriptomic analyses converged on candidate cell populations, brain regions, and circuit projections underlying building.

Analyses of behavior-associated gene expression, proneurogenic gene expression, cluster proportion changes, radial glial functional states, and genome divergence also converged on an unanticipated role for neurogenesis in the evolution and expression of castle-building behavior. Brain region-specific cell proliferation and/or neurogenesis during species-specific social contexts occurs in diverse taxa^50,51^. In cichlids, changes in the social environment cause changes in cell proliferation within three hours, supporting relatively rapid behavior-associated changes in neurogenesis^52^. Multiple lines of evidence supported building-associated neurogenesis in 8.4_Glut, a cluster that mapped to a subregion of the putative hippocampal formation homolog that is associated with spatial learning in other fish^34^. In the wild, bowers are constructed through thousands of spatial sand manipulation decisions that give rise to a species-specific structure. It has been reported in several species that in response to damage or destruction during storms, males will repair or reconstruct their bowers to match their original size, geometry, and spatial location^53,54^, suggesting spatial information is central to bower behavior. After the breeding season, bowers are abandoned. It is intriguing to speculate that building-associated neurogenesis in Dl-v is related to spatial representations of the bower that are maintained during the breeding season. Interestingly, seasonal changes in neurogenesis occur in songbirds that repeat their song within a breeding season but change their song between seasons. These birds show increased cell proliferation in vocal learning circuits during the breeding season that declines when the season is over^55,56^.

Together our data led to a testable model linking behavioral and genome evolution to glia, hippocampal-like rebalancing, neuronal excitation, and active building behavior. We propose that castle-building behavior has evolved through divergence in a gene module that is selectively expressed in specific subpopulations of quiescent radial glia. In one subpopulation, the divergent gene module shows building-associated downregulation, and this downregulation corresponds to signatures of reduced glial quiescence and downstream cellular reorganization in the putative homolog of the hippocampus. We find further evidence that building-associated excitation in specific neuronal populations and aromatase expression in another glial subpopulation are important in coordinating these events. Notably, glia may represent a recurring cellular target for vertebrate brain and behavioral evolution, as genes regulated by human accelerated regions and gained enhancer regions are also enriched in this cell type.^57^. Ultimately, our work provides an example of how specific genes, brain regions, and cell populations may have given rise to a new form of social behavior.

Interestingly, the CDG module resides in a 19 Mbp genomic region that exhibits signatures of chromosomal inversions^58–60^. Inversions can facilitate rapid evolution by protecting large-scale and adaptive *cis*-regulatory landscapes and multi-allele haplotypes (supergenes) from recombination^61,62^. Recent work in ruff and white-throated sparrows support roles for inversions in social behavioral evolution^63,64^. In our data, four CDG module genes, including *wdr73*, are immediately proximate to one end of the 19 Mbp region. It is intriguing to speculate that a divergent *cis*-regulatory architecture surrounding this putative inversion breakpoint has changed CDG regulation in glia to facilitate behavioral evolution.

## Methods

### Subjects

All cichlids (species *Mchenga conophoros*) used in this study were fertilized and raised into adulthood (>180 days) in the Engineered Biosystems Building cichlid aquaculture facilities at the Georgia Institute of Technology in Atlanta, GA, in accordance with the Institutional Animal Care and Use Committee guidelines (IACUC protocol number A100029). This colony was originally derived from wild-caught populations collected in Lake Malawi. All experimental animals were collected as fry at ~14 days post-fertilization from mouthbrooding females and were raised with broodmates on a ZebTec Active Blue Stand Alone system. At ~60 days post-fertilization, animals were transferred to 190-L (92 cm long × 46 cm wide × 42 cm tall) glass aquaria and were housed in social communities (20–30 mixed-sex individuals) into adulthood. Environmental conditions of aquaria were similar to those of the Lake Malawi environment; subjects were maintained on a 12-h:12-h light:dark cycle with full lights on between 8 a.m. and 6 p.m. Eastern Standard Time (EST) and dim lights on for 60 min between light-dark transition (7 a.m.–8 a.m. and 6 p.m.–7 p.m. EST) in pH = 8.2, 26.7 °C water and fed twice daily (Spirulina Flake; Pentair Aquatic Ecosystems, Apopka, FL, USA). All tanks were maintained on a central recirculating system. Reproductive adult subject males (age 6–14 months post-fertilization, *n* = 38) were visually identified from home tanks based on nuptial coloration and expression of classic courtship behaviors (i.e., chasing/leading, quivering). Reproductive adult stimulus females were visually identified from home tanks based on distension of the abdomen (caused by ovary growth) and/or buccal cavity (caused by mouthbrooding).

### Behavior tanks

Behavior tanks were equipped with LED strip lighting synced with external room lighting to minimize large shadows and maximize consistency in video data used for action recognition (10-h:14-h light:dark cycle). Sand (Sahara Sand, 00254, Carib Sea Inc.; ACS00222) was contained within a 38.1 cm long × 45.6 cm wide section of each tank and separated from the rest of the aquarium by a custom 45.6 cm wide × 17.8 cm tall × 0.6 cm thick transparent acrylic barrier secured with plastic coated magnets (1.25 cm wide × 2.5 cm tall × 0.6 cm thick; BX084PC-BLK, K&J Magnetics, Inc.). This design ensured that all fish could freely enter and leave the enclosed sand tray region throughout the trial. At the start of the trial, the smoothed sand surface lay ~29.5 cm directly below a custom-designed transparent acrylic tank cover (38.1 cm long × 38.1 cm wide × 3.8 cm tall) that directly contacted the water surface to eliminate rippling for top-down depth sensing and video recordings.

### Behavior assays

Subject males were introduced to behavioral tanks containing sand and four reproductive adult age- and size-matched stimulus females of the same species. Broods were collected from all mouthbrooding females prior to the introduction of subject males to behavior tanks. Following the introduction, each male was allowed to acclimate to the novel behavior tank setup and to initiate castle-building to minimize potential confounding effects of novelty on brain gene expression that may be caused by introduction to a novel environment and/or a novel experience (i.e., the first experience building). After building was confirmed during this initial pre-trial and acclimation period, the sand surface in each behavioral tank was reset (i.e., the sand surface was smoothed) shortly before lights off, and behavioral trials were initiated in which male activity was recorded and remotely monitored over subsequent days using an automated depth sensing and video recording system as previously described in ref. ^15^. Briefly, the system uses a Raspberry Pi 3 mini-computer (Raspberry Pi Foundation), a Microsoft XBox Kinect Depth sensor to track the developing bower structure (snapshots captured every 5 min), and a Raspberry Pi v2 camera to record 10 h of high-definition video data daily. The system regularly uploads depth change updates to a Google Documents spreadsheet, enabling real-time, remote monitoring of bower construction activity for every male. Pairs of males (one building, one control) were collected on the same day at the same time (immediately back to back), as described in more detail in the “Tissue Sampling” section below. Following each trial, a trained 3D Residual Network^17^ was used to predict male building and quivering behaviors from video data in the 100 min preceding collection, and depth data were analyzed as an additional measure of building behavior in the same period.

### Tissue sampling

Actively constructing males (*n* = 19) were identified through remote depth change updates and were collected between 11 a.m. and 2 p.m. EST (3–5 h after full lights-on and feeding, and >12 h after the most recent sand reset) to control for potential effects of circadian rhythm, experimenter activity, feeding, hunger, and anticipation of food on brain gene expression. At the same time, a neighboring male that was not constructing a bower (nor had initiated construction following reset) but could also freely interact with four females and sand, was also collected (control, *n* = 19). Immediately following collection, subjects were rapidly anesthetized with tricaine for rapid brain extraction, measured for standard length (SL, distance measured from snout to caudal peduncle) and body mass (BM), and rapidly decapitated for brain extraction. Telencephala (including olfactory bulbs) were dissected under a dissection microscope (Zeiss Stemi DV4 Stereo Microscope 8x - 32x, 000000-1018-455), in Hibernate AB Complete nutrient medium (HAB; with 2% B27 and 0.5 mM Glutamax; BrainBits) containing 0.2 U/μl RNase Inhibitor (Sigma). Immediately following dissection telencephala were rapidly frozen on powdered dry ice and stored at −80 °C. Testes were then surgically extracted and weighed to calculate gonadosomatic index (GSI = gonad mass/BM × 100) for each subject (subject information available in Supplementary Data File 1).

### Nuclei isolation

Nuclei were isolated following a protocol adapted from ref. ^65^ and optimized for cichlid telencephala. Immediately prior to single nuclei isolation, frozen telencephala were pooled into five biological replicates (*n* = 3–4 subjects/pool) per behavioral condition (building versus control). Pools were organized such that individuals within a pool had nearly identical telencephalic mass with the aim of equalizing the relative mass of tissue and the relative number of nuclei sampled from each subject within each pool. Additionally, paired constructing versus control pools were organized such that males in both pools were matched as closely as possible in relative age, body mass, and sampling dates. Frozen telencephalon tissue sample pools were transferred into chilled lysis buffer containing 10 mM Tris-HCL (Sigma), 10 mM NaCl (Sigma), 3 mM MgCl_2_ (Sigma)_,_ 0.1% Nonidet P40 Substitute (Sigma), and Nuclease-free H_2_O. The tissue was incubated on ice and lysed for 30 min with gentle rotation. Following lysis, 1.0 mL HAB medium was added and the tissue was rapidly triturated 20 rounds using silanized glass Pasteur pipettes (BrainBits) with a 500 μm internal diameter to complete tissue dissociation. Dissociated tissue were centrifuged (600×*g*, 5 min, 4 °C) and resuspended in 2.0 ml chilled wash and resuspension buffer containing 2% BSA (Sigma) and 0.2 U/μl RNase Inhibitor (Sigma, as described above “Tissue Collection”) in 1X PBS (Thermo Fisher). The nuclei suspensions were filtered through 40 μm Flowmi® cell strainers (Sigma) and 30 μm MACS® SmartStrainers (Milltenyi) to remove large debris and aggregations of nuclei prior to fluorescence-activated cell sorting (FACS).

### Fluorescence-activated cell sorting

Pilot experiments revealed that multiplets (clumps of multiple nuclei adhered together) passed through both passive filtration steps, and therefore we further improved the quality and purity of our sample using FACS (BD FACSAria^TM^ Fusion Cell Sorter, BD Biosciences) and FACSDiva software (v8.0.1, BD Biosciences). Sizing beads (6 μm; BD Biosciences) and 1.0 μg/ml DAPI (Sigma) were used to set gating parameters, enabling the selection of singlet nuclei based on size (forward scatter), shape (side scatter), and DNA content (DAPI fluorescence. Thus, this step efficiently filtered out multiplets and irregularly shaped nuclei (characteristic of unhealthy or dead nuclei). At least 300,000 nuclei/pool were collected into 1 mL wash and resuspension buffer for downstream sequencing. FACS collection data was visualized using FlowJo v10.6.0.

### snRNA-seq

Suspensions of isolated nuclei were loaded onto the 10x Genomics Chromium Controller (10x Genomics) at concentrations ranging from 400-500 nuclei/ul with a target range of 3,000–4,000 nuclei per sample. Downstream cDNA synthesis and library preparation using Single Cell 3’ GEM, Library and Gel Bead Kit v3.1, and Chromium i7 Multiplex Kit were performed according to manufacturer instructions (Chromium Single Cell 3’ Reagent Kits User Guide v3.1 Chemistry, 10X Genomics). Sample quality was assessed using high-sensitivity DNA analysis on the Bioanalyzer 2100 system (Agilent) and libraries were quantified using a Qubit 2.0 (Invitrogen). Barcoded cDNA libraries were pooled and sequenced on the NovaSeq 6000 platform (Illumina) on a single flow cell using the 300-cycle S4 Reagent kit (2x150 bp paired-end reads; Illumina).

### DNA sequencing

Genomic DNA was isolated from diencephalic tissue sampled from each test subject using a DNeasy Blood and Tissue Kit pipeline with a 60 min lysis time and without RNase A. The 260/280 nm absorbance ratio ranged from 1.91–2.10 across subjects. Libraries were prepared following a NEBNext Ultra II FS DNA Library Prep Kit for Illumina protocol. Libraries were sequenced on two NovaSeq 6000 lanes using 300-cycle SP Reagent Kits (2x150 bp paired-end reads; Illumina).

### Spatial transcriptomics

Telencephala were microdissected from two size-matched build-control pairs of *Mchenga conophoros* males (*n* = 4 males total), embedded in cryomolds, flash-frozen on dry ice, and stored at −80 °C until further processing. Tissue was cryo-sectioned coronally at 10-μm thickness at −20 °C (Cryostar NX70) and mounted onto pre-chilled Visium Spatial Gene Expression slides (10X Genomics). RNA quality (RIN >7) was confirmed on a Bioanalyzer 2100 system using an RNA 6000 Nano Kit (Agilent). Spatial gene expression slides were processed following manufacturer instructions (Visium Spatial Gene Expression Reagent Kits User Guide, 10X Genomics). Barcoded cDNA libraries were sequenced on the NovaSeq 6000 platform (Illumina) using the 150-cycle SP Reagent Kit.

### Quantification and statistical analysis

#### Behavioral analysis

For all trials, 3D ResNet-predicted behaviors and structural change across the sand surface was analyzed over the 100 min preceding collection following the same general approach described previously in ref. ^17^. Briefly, a smoothing algorithm was applied to remove depth change attributable to technical noise, and small regions of missing data were recovered by spatial interpolation. Bowers were defined as any region within which one thousand or more contiguous pixels (equivalent to ~10 cm^2^) changed in elevation by more than 0.2 cm in the same direction (~2 cm^3^ volume change total) based on previous analysis of depth change caused by non-building home tank activity^15^. Depth change values were adjusted based on the cubed standard length of each subject male, to create a standardized measure of building activity (larger males have larger mouths and can scoop and spit a larger volume of sand). Action recognition was used to track the number, location, and timepoints of predicted bower construction behaviors (scoops, spits, and multiple events) and quivering behaviors over the same 100 min period. The number of quivering events was log-normalized due to a single outlier (building) male with 257 predicted quivering events (~5.9 standard deviations above the mean). Feeding behaviors were not analyzed because they can be performed by both males and females and we are not able to reliably attribute individual feeding events to the subject male.

We generated a single Bower Activity Index (BAI) metric to reflect overall building activity by first calculating the regression line between depth change and building events for each trial (*n* = 38, *R*^2^ = 0.76). We then projected each male’s depth change and bower behavior values onto that line, with the lowest value (0 predicted building events, 0 above threshold depth change) being set to 0. BAI was calculated as the Euclidean distance along the regression line from the lowest value. BAI was used as a continuous measure of castle-building behavior throughout this study.

Differences in building, quivering, and GSI between groups were analyzed using a paired t-test in which behave and control subjects collected at the same time were treated as pairs.

### snRNA-seq pre-processing and quality control

FASTQ files were processed with Cell Ranger v3.1.0 (10X Genomics). Reads were aligned to the *Maylandia zebra* Lake Malawi cichlid genome assembly^20^ using a splice-aware alignment algorithm (STAR) within Cell Ranger, and gene annotations were obtained from the same assembly (NCBI RefSeq assembly accession: GCF_000238955.4, M_zebra_UMD2a). Because nuclear RNA contains intronic sequences, introns were included in the cellranger count step. Cell Ranger filtered out UMIs that were homopolymers, contained N, or contained any base with a quality score of less than 10. Following these steps, Cell Ranger generated ten filtered feature-barcode matrices (one per pool) containing expression data for a total of 32,471 features (corresponding to annotated genes) and a total of 33,895 barcodes (corresponding to droplets and putative nuclei) that were used passed through additional quality control steps in the ‘Seurat’ package in R. Examination of total transcripts, total genes, and proportion of mitochondrial transcripts were similar across all ten pools, and therefore the same criteria were used to remove potentially dead or dying nuclei from all pools. Barcodes associated with fewer than 300 total genes, fewer than 500 total transcripts, or greater than 5% (of total transcripts) of mitochondrial genes were excluded from downstream analysis on this basis. This step filtered out a total of 20 (0.059%) barcodes. To reduce the risk of doublets or multiplets, barcodes associated with more than 3000 total genes or 8000 total transcripts were also excluded. This step filtered out a total of 201 barcodes (0.59%). In total, 33,674 barcodes (99.34%) passed all quality control filters and were included in downstream analyses.

### Dimensionality reduction

In order to perform dimensionality reduction, we first identified 4000 genes that exhibited the most variable expression patterns across nuclei using the FindVariableFeatures function in Seurat with the mean.var.plot selection method, which aims to identify variable features while controlling for the strong relationship between variability and average expression, and otherwise default parameters. Gene-level data were then scaled using the ScaleData function in Seurat with default parameters. To examine dimensionality, we first performed a linear dimensional reduction using the RunPCA command with the maximum possible number of dimensions (“dim” set to 50). We then used Seurat’s JackStraw, ScoreJackStraw, and JackStrawPlot functions to estimate and visualize the significance of the first 50 principal components (PCs), and the Elbow plot function to visualize the variance explained by the first 50 PCs. Because all 50 PCs were highly statistically significant, and no drop off was observed in variance explained across PCs, we used all 50 PCs for non-linear dimensional reduction (Uniform Manifold Approximation and Projection, UMAP) using the RunUMAP function in Seurat. For RunUMAP, “min.dist” was set to 0.5, “n.neighbors” was set to 50, and “metric” was set to “euclidean”.

### Clustering

Prior to clustering, nuclei were embedded into a K-nearest neighbor (KNN) graph based on euclidean distance in UMAP space, with edge weights based on local Jaccard similarity, using the FindNeighbors function in Seurat (k.param = 50, dims = 1:2, prune.SNN = 0). Clustering was then performed using Seurat’s FindClusters function using the Louvain algorithm with multilevel refinement (algorithm = 2). This final step was performed twice using two different resolution parameters to generate both coarse- and fine-grained structural descriptions of the underlying data, facilitating the investigation of both major cell types as well as smaller subpopulations. More coarse-grained clustering (resolution = 0.01) identified 15 1° clusters and fine-grained clustering (resolution = 1.3) identified 53 2° clusters.

### Cluster marker gene analysis

The biological identities of specific clusters were investigated using a multi-pronged approach that incorporated unbiased analysis of cluster-specific marker genes as well as a supervised examination of previously established marker genes. Cluster-specific marker genes were identified using the FindAllMarkers function in Seurat. Briefly, this function compares gene expression within each cluster to gene expression across all other clusters and calculates Bonferroni-adjusted *p* values using a Wilcoxon rank-sum test. Functional enrichment analysis of GO categories among cluster-specific marker genes was investigated by first converting cichlid gene names to their human orthologs and then performing functional enrichment analysis using ToppGene Suite with default parameters. Enrichment results that survived FDR-adjustment (*q* < 0.05) were considered statistically significant. Established cell type-specific and neuroanatomical marker genes were identified from the literature (Supplementary Data File 2) and were intersected with the output from FindAllMarkers to generate further insight into the biological identity of clusters.

### Assignment of nuclei to test subjects

To match individual nuclei to individual test subjects, we used Demuxlet to match variants identified in snRNA-seq reads to variants identified from the genomic sequence of each subject^66^. First, genomic DNA from every test subject was collected and sequenced. In total, 276.7 Gbp of sequenced reads were assigned quality scores ≥30 (91.4% of all reads). The corresponding FASTQ files were filtered and aligned to the *Maylandia* *zebra* Lake Malawi cichlid genome assembly (NCBI RefSeq assembly accession: GCF_000238955.4, M_zebra_UMD2a). The resulting bam file was sorted, duplicates removed, read groups added, and indexed using Picard tools v2.23.3. Variants were then called using GATK v4.1.8.1 HaplotypeCaller using the M. zebra umd2a reference genome. For each sampling pool, individual vcf files were merged, resulting in ten files (one for each pool). These files were then filtered to retain only variants that varied among individuals within a pool. For each pool, only single nucleotide polymorphisms (SNPs) for which (1) at least one individual from the pool had a different genotype from the other individuals and (2) no individuals had missing data, were used as input to Demuxlet. The number of SNPs used ranged from 112,385 to 357,177, with a mean of 241,780 ± 22,369 per pool.

Next, variants were called from snRNA-seq reads following a similar pipeline. Reads from Cell Ranger’s output bam file were filtered for those that passed the quality control metrics described above using samtools v1.11. The resulting bam file was sorted, duplicates removed, read groups added, and indexed using Picard tools. Variants were then called using GATK HaplotypeCaller using the M. zebra umd2a reference genome and without the MappingQualityAvailableReadFilter to retain reads that were confidently mapped by Cell Ranger (MAPQ score of 255). The SNPs from the snRNA-seq reads and the genomic DNA were used as input to Demuxlet, which computed a likelihood estimation that each nucleus belonged to each individual in the pool. Nuclei were assigned to the individual test subject with the greatest probability estimated by Demuxlet.

### Identification of IEG-like genes

Three canonical IEGs (*c-fos, egr1, npas4*) were used to identify additional genes exhibiting IEG-like expression across clusters. For each of these three IEGs, nuclei were split into IEG-positive versus IEG-negative nuclei within each of the 53 2º clusters. Within each cluster, differential gene expression was analyzed between IEG-positive versus IEG-negative nuclei using the FindMarkers function in Seurat, with “logfc.threshold” set to 0, and “min.pct” set to 1/57 (57 was selected as this was the number of nuclei in the smallest cluster). Within each cluster, any genes that did not meet this criterion were excluded and were assigned a *p* value of 1. Because FindMarkers requires at least three nuclei to be present in both comparison groups, clusters that contained less than three IEG-positive nuclei were excluded. Genes that were detected in the majority of clusters, and that were significantly (*p* < 0.05) upregulated in IEG-positive nuclei in the majority of those clusters were considered to be significantly co-expressed with each individual IEG. Genes that were significantly co-expressed with all three IEGs were used as IEG-like markers for downstream analyses of IEG-like expression.

### Differential IEG expression

Building-, quivering-, and gonadal-associated IEG expression was analyzed in 1° and 2° clusters, gene-defined populations within 1° and 2° clusters, and gene-defined populations regardless of cluster. To do this, we calculated an IEG score for each nucleus, equal to the number of unique IEG-like genes (*n* = 25) expressed. Building-, quivering-, and gonadal-associated differences in IEG score were analyzed using a beta-binomial model in which the number of IEG-like genes observed as well as the number of the IEG-like genes not observed were tracked as indicators of recent neuronal excitation. This analysis was performed using the ‘PROreg’ v1.2 package in R (“BBmm” function, m = 25)^67^. Because castle-building, quivering, and GSI were correlated with one another, we analyzed expression using a sequence of beta-binomial mixed-effects models in which different pairwise combinations of predictor variables (building, quivering, and GSI) competed to explain variance in IEG score. These models also included nested random terms to account for variance explained by individual variation, pair, pool, and RNA isolation/cDNA library generation batch. Within this framework, we ran the following seven models, which allowed building (analyzed as either a binary or a continuous variable), quivering, and GSI to compete in all possible combinations to explain variance in IEG score:

1. IEG score ~ **BAI** + **log(quivering events)** + *(subject/pool/batch)* + *(subject/pair)*
2. IEG score ~ **BAI** + **GSI** + *(subject/pool/batch)* + *(subject/pair)*
3. IEG score ~ **BAI** + **log(quivering events)** + **GSI** + *(subject/pool/batch)* + *(subject/pair)*
4. IEG score ~ **Condition** + **log(quivering events)** + *(subject/pool/batch)* + *(subject/pair)*
5. IEG score ~ **Condition** + **GSI** + *(subject/pool/batch)* + *(subject/pair)*
6. IEG score ~ **Condition** + **log(quivering events)** + **GSI** + *(subject/pool/batch)* + *(subject/pair)*
7. IEG score ~ **log(quivering events)** + **GSI** + *(subject/pool/batch)* + *(subject/pair)*

We defined significant building-, quivering-, and gonadal-associated IEG effects as those in which (1) the raw *p* value for the corresponding fixed effect (for building, BAI and condition; for quivering, log-normalized quivering; for gonadal, GSI) was significant (*p* < 0.05) in every model and (2) the harmonic mean *p* value across models was significant after adjusting for multiple comparisons for all genes and populations analyzed (hmp_adj_ <0.05). To calculate the harmonic mean *p* value, we used the “harmonicmeanp” v3.0 package in R. Thus, building-associated IEG effects were considered significant if the raw *p* value for the effect of condition and BAI <0.05 in models 1–6, and if the harmonic mean *p* value across models 1–6 was significant after adjusting for multiple comparisons across all cell populations (5% false discovery rate).

### Building-, quivering-, and gonadal-associated gene expression

Building-, quivering-, and gonadal-associated gene expression was analyzed within 1° and 2° clusters using a multiple linear mixed-effects regression approach with the “glmmSeq” v0.5.5 package for R^68^. Because castle-building, quivering, and GSI were correlated with one another, we analyzed expression using a sequence of linear mixed-effects regression models in which different pairwise combinations of predictor variables (building, quivering, and GSI) competed to explain variance in gene expression. These models also included nested random terms to account for variance explained by individual variation, pair, sample pool, and 10X Chromium run. Thus, the sample size was equal to the number of individuals (*n* = 38), with many repeated observations being recorded from each individual (equal to the number of nuclei sampled from that individual as assigned to the cluster being analyzed). Building was analyzed both as a continuous variable (BAI) and as a binary categorical variable (behave versus control).

We defined build-DEGS, quiver-DEGs, and gonad-DEGs as genes (within clusters) in which expression was significantly (raw *p* < 0.05) associated with the corresponding fixed effect (for build-DEGs, BAI and condition; for quiver-DEGs, log-normalized quivering; for gonad-DEGs, GSI) in every model, and additionally in which the harmonic mean *p* value across models was significant after adjusting for multiple comparisons for all genes and all clusters (5% false discovery rate). For each model, the dispersion was estimated for each gene using the “DESeq2” v1.38.3 package for R^69^, using parameters recommended for single-cell datasets (fitType = “glmGamPoi”, minmu = 1e-06). Size factors for each gene were calculated using the “scran” v1.26.2 package in R^70^, using default parameters, except that max.cluster.size was set to the number of nuclei assigned to the cluster being analyzed. Genes that were not observed in 19/19 pairs were excluded from analysis.

### Estrogen response element detection

Estrogen receptors are hormone-dependent transcription factors capable of regulating target gene expression by binding to specific DNA sequences called estrogen response elements. Estrogen response elements can be easily identified by their prototypic motif of AGGTCA separated by a 3-base spacer^71^. Genes within 25 kb of an estrogen response element motif were identified and the location of the estrogen response element relative to the gene was recorded as either intragenic (estrogen response element within the start site to the 3’ polyA tail), promoter (estrogen response element ≤5 kb upstream of the gene), or distal (all other locations less than 25 kb away from the gene). We identified the gene closest to each estrogen response element using the closest command in bedtools v2.29.1.

### Building-, quivering-, and gonadal-associated proneurogenic gene expression

Building-, quivering-, and gonadal-associated proneurogenic gene expression was analyzed in 1° and 2° clusters, gene-defined populations within 1° and 2° clusters, and gene-defined populations regardless of cluster using the same general approach described for IEG expression, except that building-associated effects were defined as those that were significantly associated with a condition (building or control) in all models. Because we did not expect neurogenesis or associated cellular processes to proceed over <100 min timescales, we did not additionally require effects to be significantly associated with BAI in all models.

### Building-associated changes in cell proportions

Behavior-associated differences in cell type-specific proportions were analyzed for 1° and 2° clusters with a binomial mixed-effects regression model using the “glmer” function within the “lme4” v1.1-31 package in R^72^. The model included condition, GSI, and quivering as fixed effects, and included a random term for individual variation. 1° cluster proportions were calculated as the proportion of all nuclei assigned to each 1° cluster, and 2° cluster proportions were calculated as the proportion of 1° parent cluster nuclei assigned to each 2° daughter cluster. Thus, each nucleus was treated as an observation with a binary outcome (either an instance of the target cluster or not) from an individual that could be explained by condition, quivering, or GSI. *p* values were estimated using the ‘lmerTest’ v3.1-3 package in R^73^, and qvalues were calculated using the “qvalue” v2.30.0 package in R^74^. Building-associated effects were defined as those that were significant after accounting for multiple comparisons across all clusters with a false discovery rate of 5% (*q* < 0.05).

### Cluster-specific enrichment of gene sets

To test if genes associated with the evolution of bower construction behavior (CDGs and CDG module genes identified through comparative genomics) were enriched in specific cell populations, we first calculated a gene set score for each nucleus, equal to the total number of unique behavioral evolution genes expressed. Because the gene set score could be impacted by the total volume of sequence data sampled from each nucleus, we divided the gene set score by the total number of unique genes expressed in each nucleus. To quantify enrichment, a *Z*-test was then used to compare normalized gene set scores for all nuclei within a cluster compared to all other nuclei. The distribution of the normalized values was assumed to be normal according to the central limit theorem and population standard deviation was approximated using sample standard deviation.

Secondly, the effect size, as measured by Cohen’s d, of the results were compared to those of random gene lists. To prevent differences in the overall amount of expression between random genes and genes of interest from skewing results, we identified random genes  that had approximately equal number of UMIs expressed as a whole compared to the genes of interest. This was achieved by first ranking all the genes from the highest number of UMIs expressed to the lowest. Next, for each gene of interest, we generated a pool of 100 random genes that (1) ranked most closely to the gene of interest and (2) were not genes of interest themselves. Lastly, random gene lists were created by choosing one gene at random from each pool. The enrichment test described above compared effect sizes for the genes of interest versus effect sizes for 10,000 random gene lists. Clusters that were (1) significantly enriched compared to other nuclei according to the process above and (2) had greater effect sizes for the genes of interest than 95% of randomly permuted gene lists were considered to be significantly enriched.

### RG subclustering

RG subclusters were determined using the same general procedure used for clustering 1° and 2° clusters but restricted to only those nuclei assigned to 1.1_RG and 1.2_RG.

### Analysis of castle-associated genomic divergence

In order to identify potential behavior-associated genomic variants, comparative genomic analyses were performed using genomic sequence data collected from 27 Lake Malawi cichlid species^75^. Fixation indices (F_ST_) were calculated for polymorphic variants in two separate analyses using vcftools v0.1.17. The first analysis compared pit-digging (*N* = 11) versus castle-building (*N* = 9) species, and the second compared rock-dwelling (*N* = 7) versus castle-building (*N* = 9) species. Variants for which sequence data was missing from 50% or more of species in either group were excluded from analysis. F_ST_ analyses were performed separately using the --weir-fst-pop and --fst-window-size 10000 flag to calculate F_ST_ across 10 kb bins in vcftools. Then, bins where F_ST_ was greater than 0.20 in the pit-castle comparison and 0.20 in the rock-castle comparison were kept. Only 8.9% of FDR-adjusted significant (hmp_adj_<0.05) bins met these thresholds, indicating  that the selected bins were extremely divergent between castle-building and non-castle-building species. Finally, genes located within 25 kb of bins that passed these thresholds were identified using bcftools v1.11 with the closest command and the *M. zebra* genome as ref. ^20^. Genes within 25 kb of highly divergent pit-castle and rock-castle bins are referred to here as CDGs.

### CDG co-expression and module analysis

Modules of co-expressed CDGs were analyzed using weighted gene correlation network analysis (WGCNA) using the “WGCNA” v1.70-3 package in R. CDGs that were not observed in any nucleus were excluded from the analysis. The normalized gene expression data for CDGs was used as the input gene expression matrix and the function pickSoftThreshold was used to determine the optimal soft-thresholding power. We determined the optimal soft-thresholding power to be 1 because it was the lowest power for which the scale-free topology fit index reached 0.90. Then an adjacency matrix was created from the input gene expression matrix using the adjacency function with power = 1, type = “signed” and otherwise default parameters. The adjacency matrix was used as the topological overlap matrix (TOM) and the dissimilarity matrix was calculated as 1 – TOM. To detect modules, k-means clustering was performed using all possible values of k and the results were compared to determine the optimal k. First, a distance matrix was constructed from the dissimilarity matrix produced by WGNCA using the dist function in R. Next, the function pam from the R package “cluster” v2.1.0 was used to cluster the distance matrix with diss = T, otherwise default parameters, and k set to the value that produced the highest average silhouette width for all genes. Briefly, silhouette width is a measure of the similarity of an element (here a gene) to its own cluster (here a gene module) versus other clusters. We found that k = 2, resulted in the greatest average silhouette width. The strength of the CDG module was evaluated using a two-sampled Welch t-test comparing the silhouette width and gene-gene correlations for CDGs within the CDG module versus CDGs outside the CDG module. To analyze the relationship between the CDG module and signatures of RG quiescence, the correlation coefficient was calculated based on the number of genes in the CDG module expressed in each nucleus versus the number of quiescent markers expressed in each nucleus. We compared the correlation coefficient against a permuted null distribution that was generated by randomly shuffling the expression values of each gene in the CDG module across nuclei 10,000 times.

### Spatial transcriptomic pre-processing and quality control

Base Call files were demultiplexed into FASTQ files and processed with Space Ranger v1.3.1 (10X Genomics). Reads were aligned to the *M. zebra* umd2a reference assembly as described above for snRNA-seq. Following these steps, Space Ranger generated three filtered feature-barcode matrices containing expression data for a total of 32,471 features (corresponding to annotated genes). 

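The deposited files hold 13 matrices, 1 for each capture area, and all list the same 32471 genes. At least 1 UMI was counted for 22249 of these genes.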

Spots with 0 UMIs were removed, resulting in 6707 spots used in downstream analysis.

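The 13 matrices held 6755 spots, of which 4 had 0 UMIs, leaving 6751 spots. Of these, 127 had fewer than 500 UMIs, and 74 of those 127 were in control 1 C.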

### Spatial integration of snRNA-seq clusters

To predict locations of specific snRNA-seq identified clusters in spatial transcriptomics data, an “anchor”-based integration workflow in Seurat was used. First, both the snRNA-seq and spatial data were normalized using the SCTransform function in Seurat. Next, anchors were identified between the reference snRNA-seq and the query spatial data using FindTransferAnchors in Seurat, and a matrix of prediction scores was generated for each cluster in every spot using the TransferData function in Seurat. The maximum prediction score across clusters was not uniform; therefore, we normalized the values between 0 and 1 in order to enable meaningful comparisons across cell types.

### Cell-cell communication analysis

To assess potential directional communication between cell populations, cell–cell communication analysis was performed using the R package CellChat v1.5.0. Briefly, CellChat estimates the strength of the potential ommunication between populations (measured as "connection weight") from a gene expression matrix based on a database of human ligand-receptor interactions. In order to find the connection weights between 1º and 2º clusters, two copies of the gene expression matrix were generated, and the cells in the first copy were assigned 1° cluster labels and the cells in the second copy were assigned 2° cluster labels. We also sought to analyze connection weights among additional gene-defined populations that demonstrated behavior-associated IEG expression. To achieve this, the gene expression matrices for cells from these populations were duplicated again. Before connection strengths were evaluated, the human orthologs of the *M.zebra* gene names in the gene expression matrix were found. Since the gene expression matrix does not allow for duplicate gene names, e.g., many-to-one orthologs, values for the many-to-one ortholog with the greatest number of normalized counts were kept and others were excluded from analysis. Next, a CellChat object was created using the createCellChat function. Over-expressed genes and over-expressed interactions were found using the identifyOverExpressedGenes and identifyOverExpressedInteractions functions, respectively. Next, connection weights were calculated using the computeCommunProb function with the method for computing the average gene expression per cell group set to truncatedMean, trim set to 0.1, and population.size set to FALSE. Then, the cellular communication network was inferred and aggregated using the filterCommunication and aggregateNet functions. The receptor-ligand and the signaling pathway weights were saved using subsetCommunication with the slot.name parameter set to “net” and netP respectively.

### Mediation analyses

Mediation analysis tests if the relationship between a predictor and outcome variable is influenced by possible mediator variables. Analyses of quivering and GSI as possible mediators of bower activity were performed using the R package BruceR v0.8.9 (https://psychbruce.github.io/bruceR/). In these analyses, the group was the predictor (categorical, build or control), bower activity index was the continuous outcome, and quivering (log-normalized) and GSI were investigated as possible independent mediators or as possible serial mediators (in both possible orders), in all cases with nsim set to 1000. For all downstream analyses, which included larger sets of multiple possible mediators, multivariate outcomes in some cases, and missing observations for some individuals in some cases (RG_8_ and RG_1_ nuclei were only sampled from 32/38 and 37/38 males, respectively), we performed regularized multiple mediation analysis using the R package mmabig v3.1.0^76–78^. Briefly, this analysis uses a regularization approach to identify candidate mediators and to estimate their collective and individual indirect effects on the relationship between the predictor variable (i.e., group) and outcome (i.e., building activity, rebalancing, build-IEG+ score, and RG biology). We used this approach to investigate possible upstream and downstream mediation effects for building activity, build-IEG+ excitation, neuronal rebalancing, RG biology, and RG CDG expression. Candidate mediators were identified using the data.org.big function with alpha set to 0.2 (where 1 indicates a LASSO penalization and 0 indicates a ridge penalization), alpha1 set to 0.05, alpha2 set to 0.05, and lambda set to “exp(seq(log(0.001), log(5), length.out = 10,000))”. Estimation of indirect effects was performed using the mma.big function with alpha set to 0.2, alpha1 set to 0.05, alpha2 set to 0.05, n2 set to 1000, and lambda set to “exp(seq(log(0.001), log(5), length.out = 1000))”.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Supplementary Data 20

Supplementary Data 21

Reporting Summary

## Data Availability

The snRNA-seq and spatial transcriptomics data generated in this study are deposited and publicly available in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession code GSE217619 (spatial transcriptomics data are deposited as a SubSeries). The DNA data generated in this study are deposited and publicly available in the NCBI BioProject databank under accession code PRJNA867404. The reference genome used in this study was the *Maylandia zebra* UMD2a RefSeq assembly, deposited and publicly available in the NCBI BioProject databank under accession code GCF_000238955.4. Source data are provided with this paper.

# Supplementary material for: Cellular profiling of a recently-evolved social behavior in cichlid fishes
**Source:** Nat Commun. 2023 Aug 14;14:4891. doi: 10.1038/s41467-023-40331-9
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENT**

**SUPPLEMENTARY FIGURES**

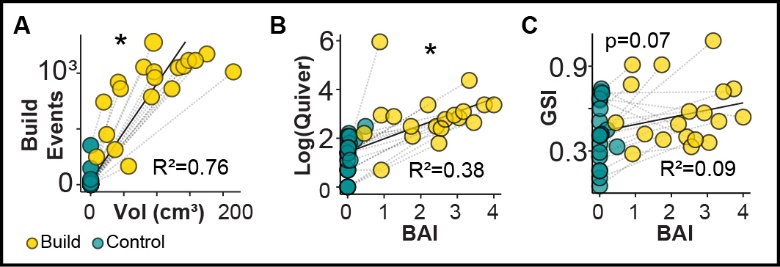

**Figure S1. Building, quivering, and relative gonadal mass are positively correlated across test subjects.** (A) Structural change measured through depth sensing (adjusted for body size) was positively correlated with building behaviors predicted through action recognition (Pearson’s correlation, two-sided, p=8.15x10^-13^), and these measures were combined into a single Bower Activity Index (BAI, x-axis in B and C). BAI was positively correlated with quivering behaviors (B, Pearson’s correlation, two-sided, p=3.35x10^-5^), and trended toward a positive correlation with GSI (C, Pearson’s correlation, two-sided, p=0.07). In all plots, gray lines link paired building/control males.

**
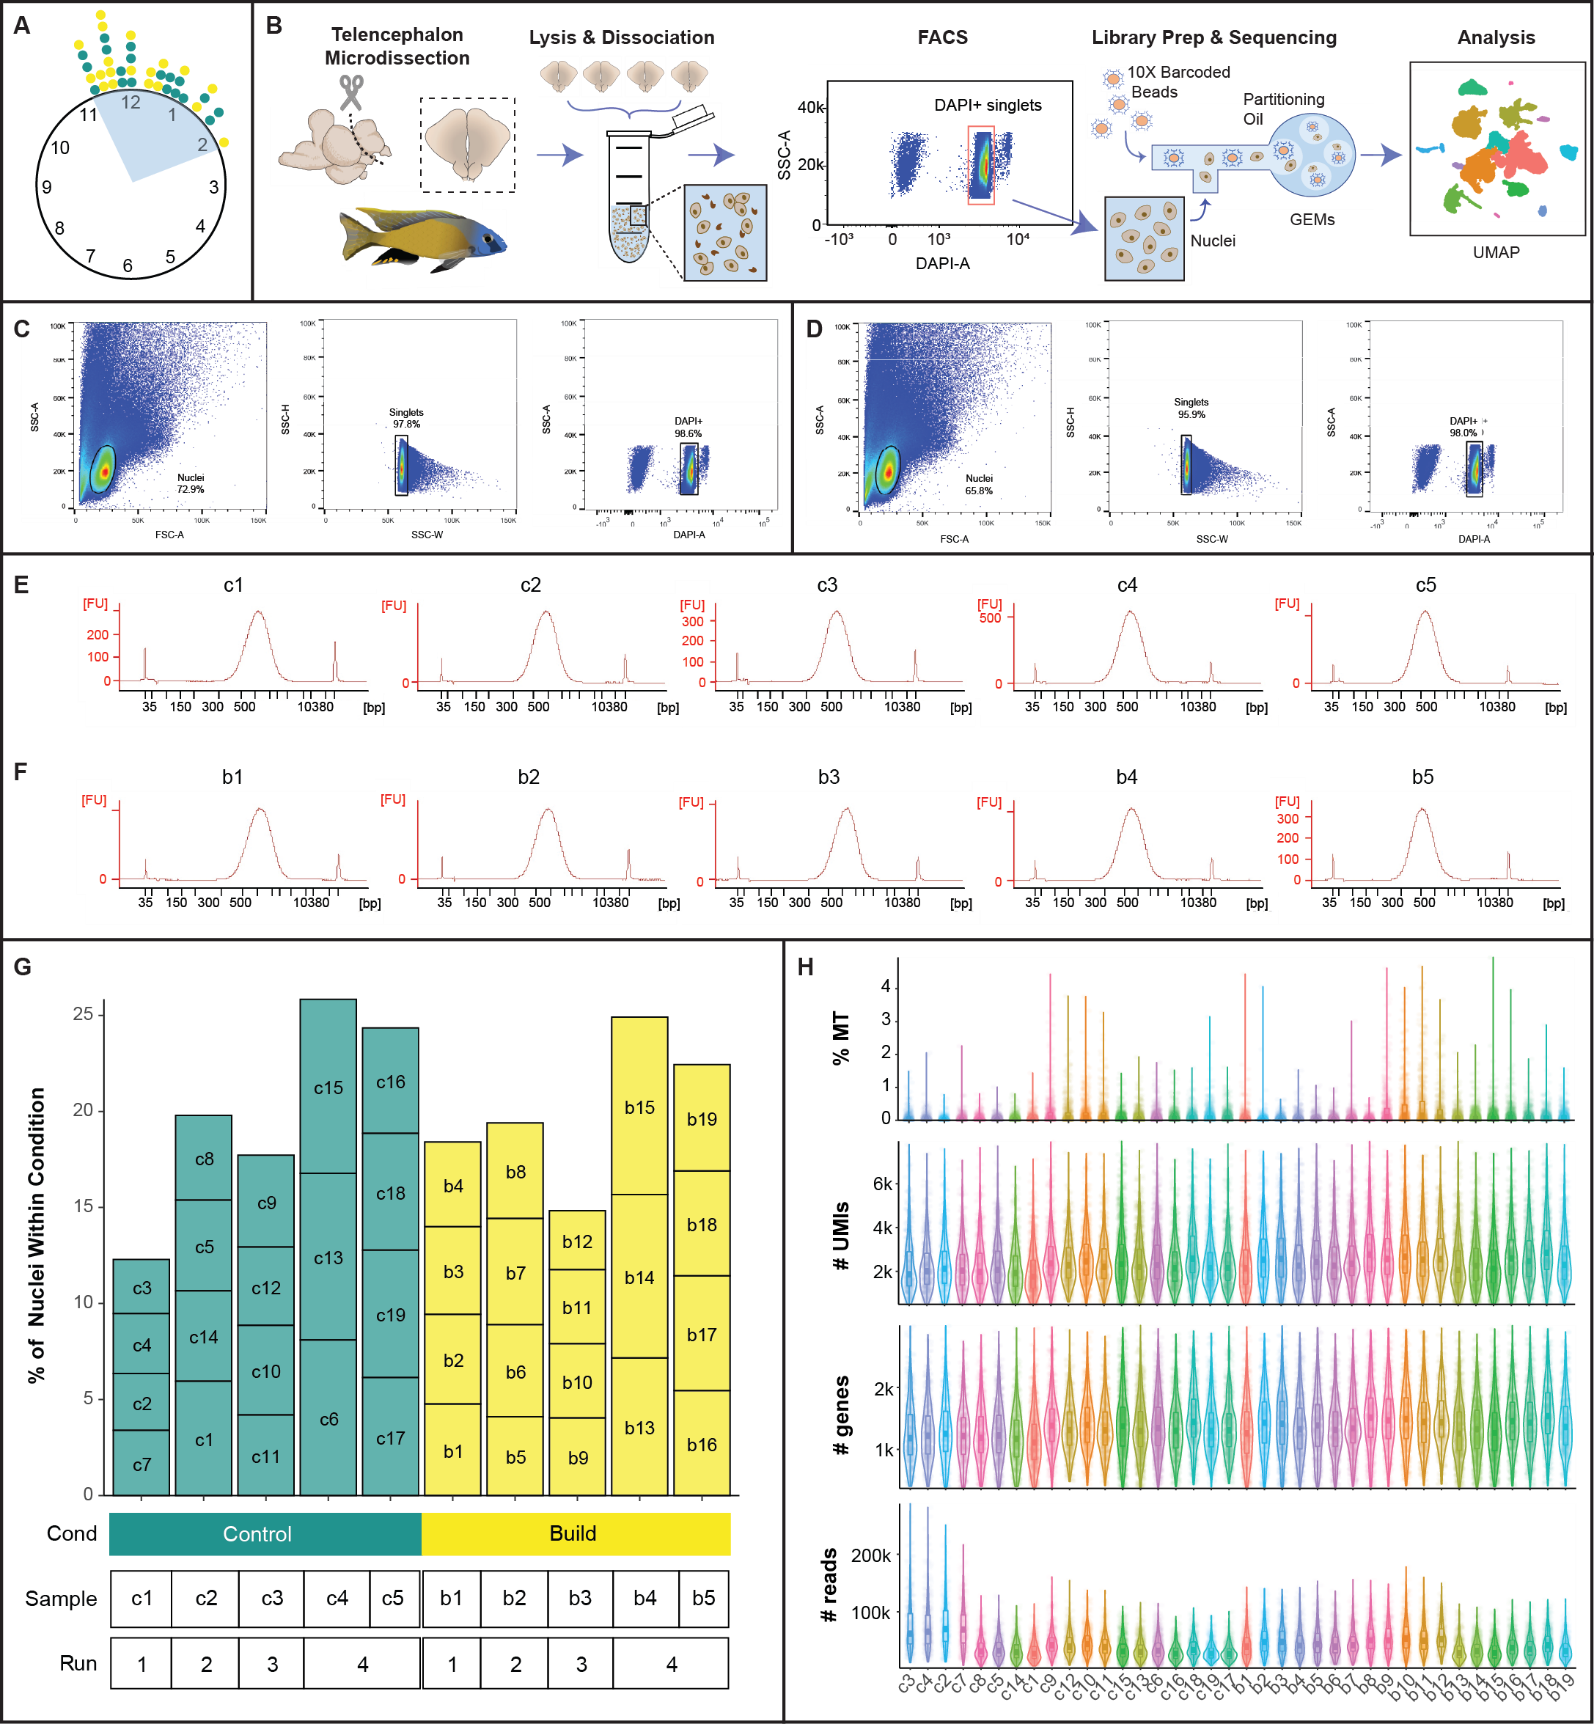
**

**Figure S2. Single nuclei sampling and library metrics.** (A) 19 pairs of building (yellow) and control (turquoise) males were collected at the same time on the same day between 11:30A-230P EST. (B) Schematic of experimental pipeline for snRNA-seq. (C-D) Two example FACS gating sequences for isolating single nuclei based on forward and side scatter area, side scatter height and width, and DAPI fluorescence. (E-F) Library size distributions for all ten sample pools. (G) Proportion of nuclei sampled by condition, sampling pool, nuclei isolation run (each run was a different day), and subject (partitions within each bar). (H) Sequence metrics across nuclei for each test subject (x-axis), including percentage of genes that were mitochondrial (top panel), total number of Unique Molecular Identifiers (UMIs, second panel), total number of unique genes (third panel), and total number of reads (bottom panel); n=33,674 individual nuclei sampled across 38 biologically independent animals. In box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Source data are provided as a Source Data file. Fish artwork in panel B is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

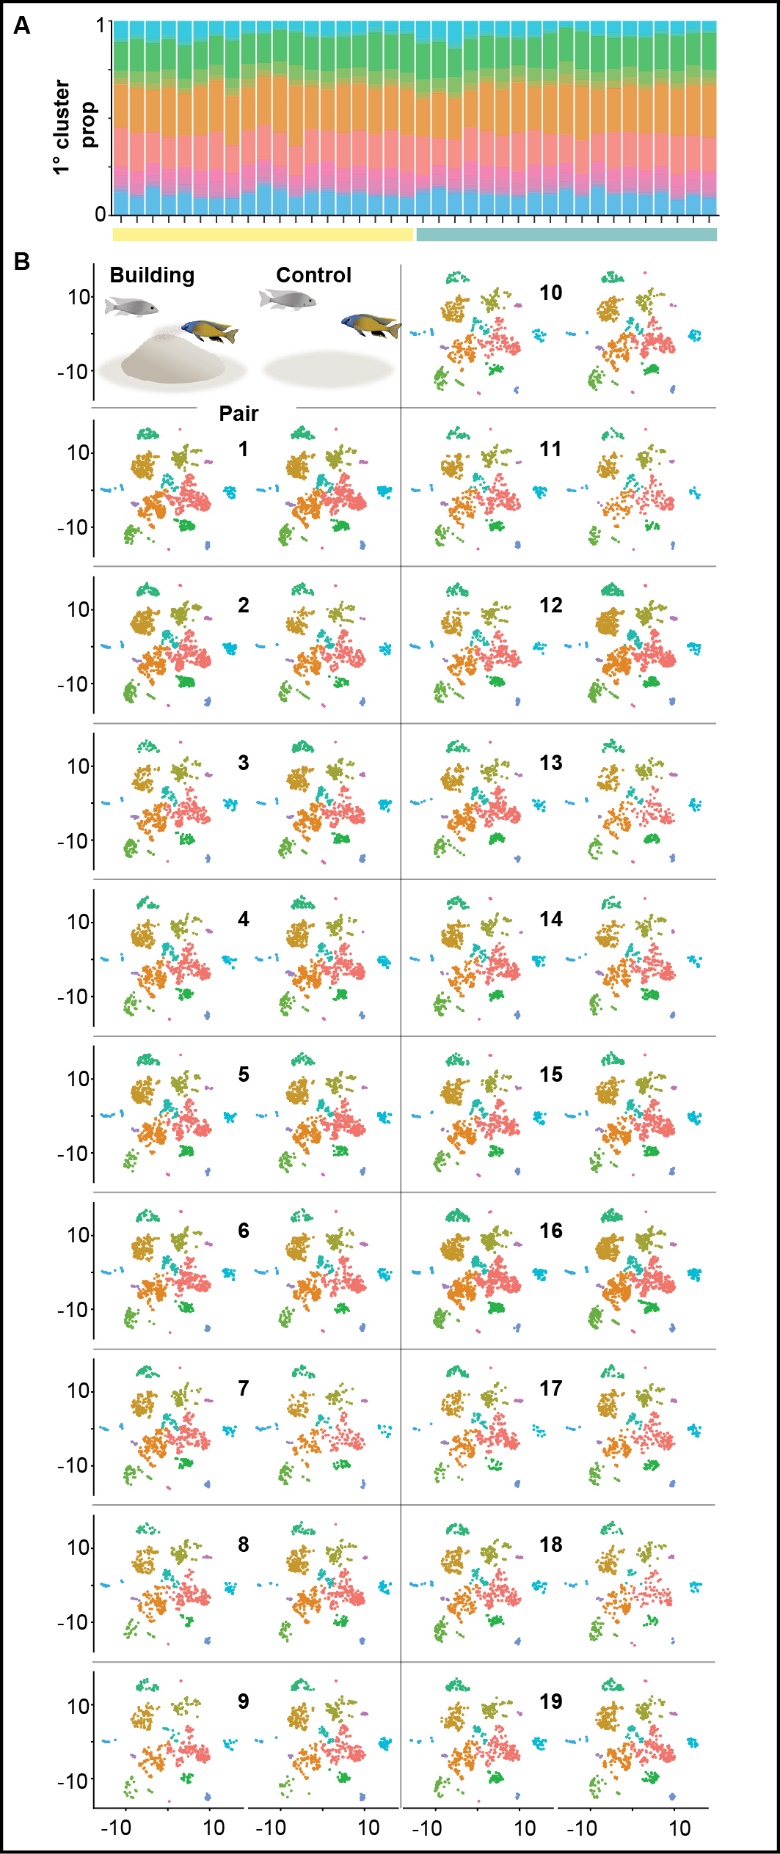

**Figure S3. Cluster composition is consistent across individuals.** (A) Stacked bar chart showing consistent sampling of clusters across test subjects (yellow = build, turquoise = control). (B) Individual UMAP plots of nuclei sampled from all 38 test subjects, organized into 19 pairs with building subjects on the left and paired control subjects on the right. All except the two smallest primary clusters (3_Peri, 7_GABA) were sampled from every individual male. Fish artwork in panel B is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

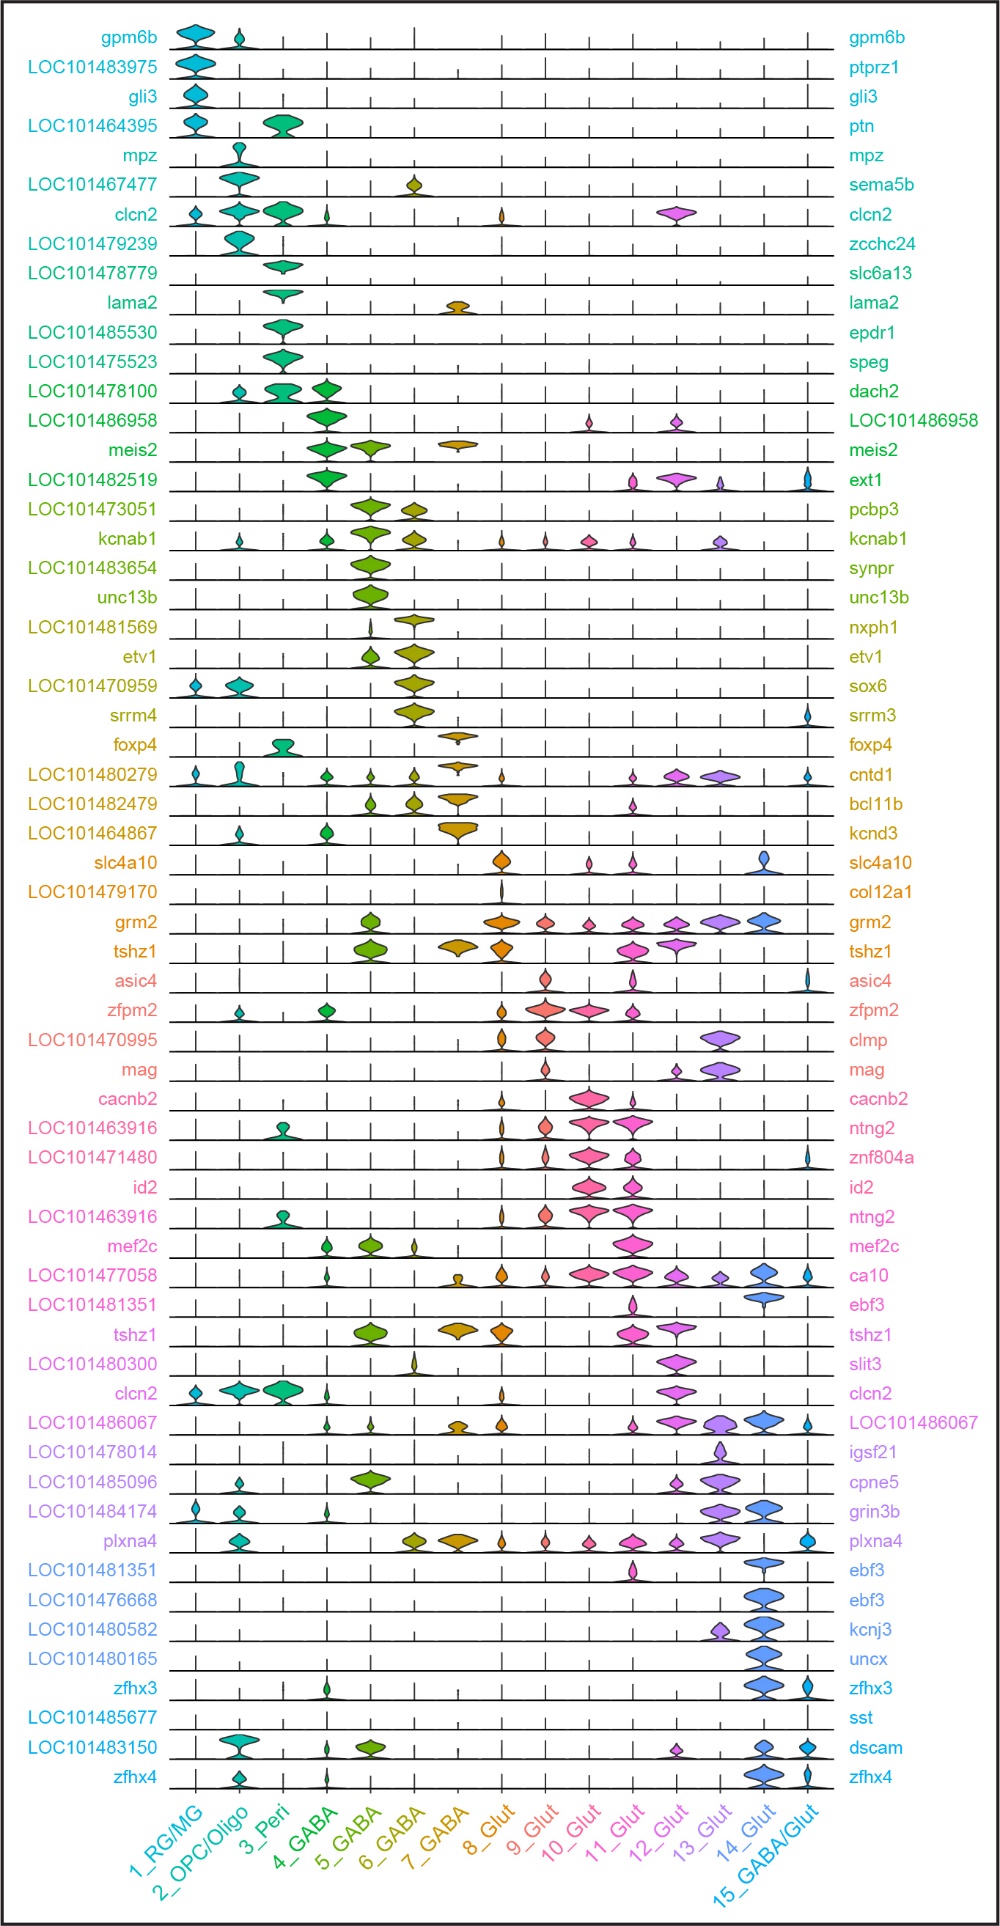

**Figure S4. Top marker genes by cluster.** Violin plots of the top four marker genes for each 1° cluster. Cichlid gene ID’s are shown on the left and common names of predicted gene homologs are shown on the right.

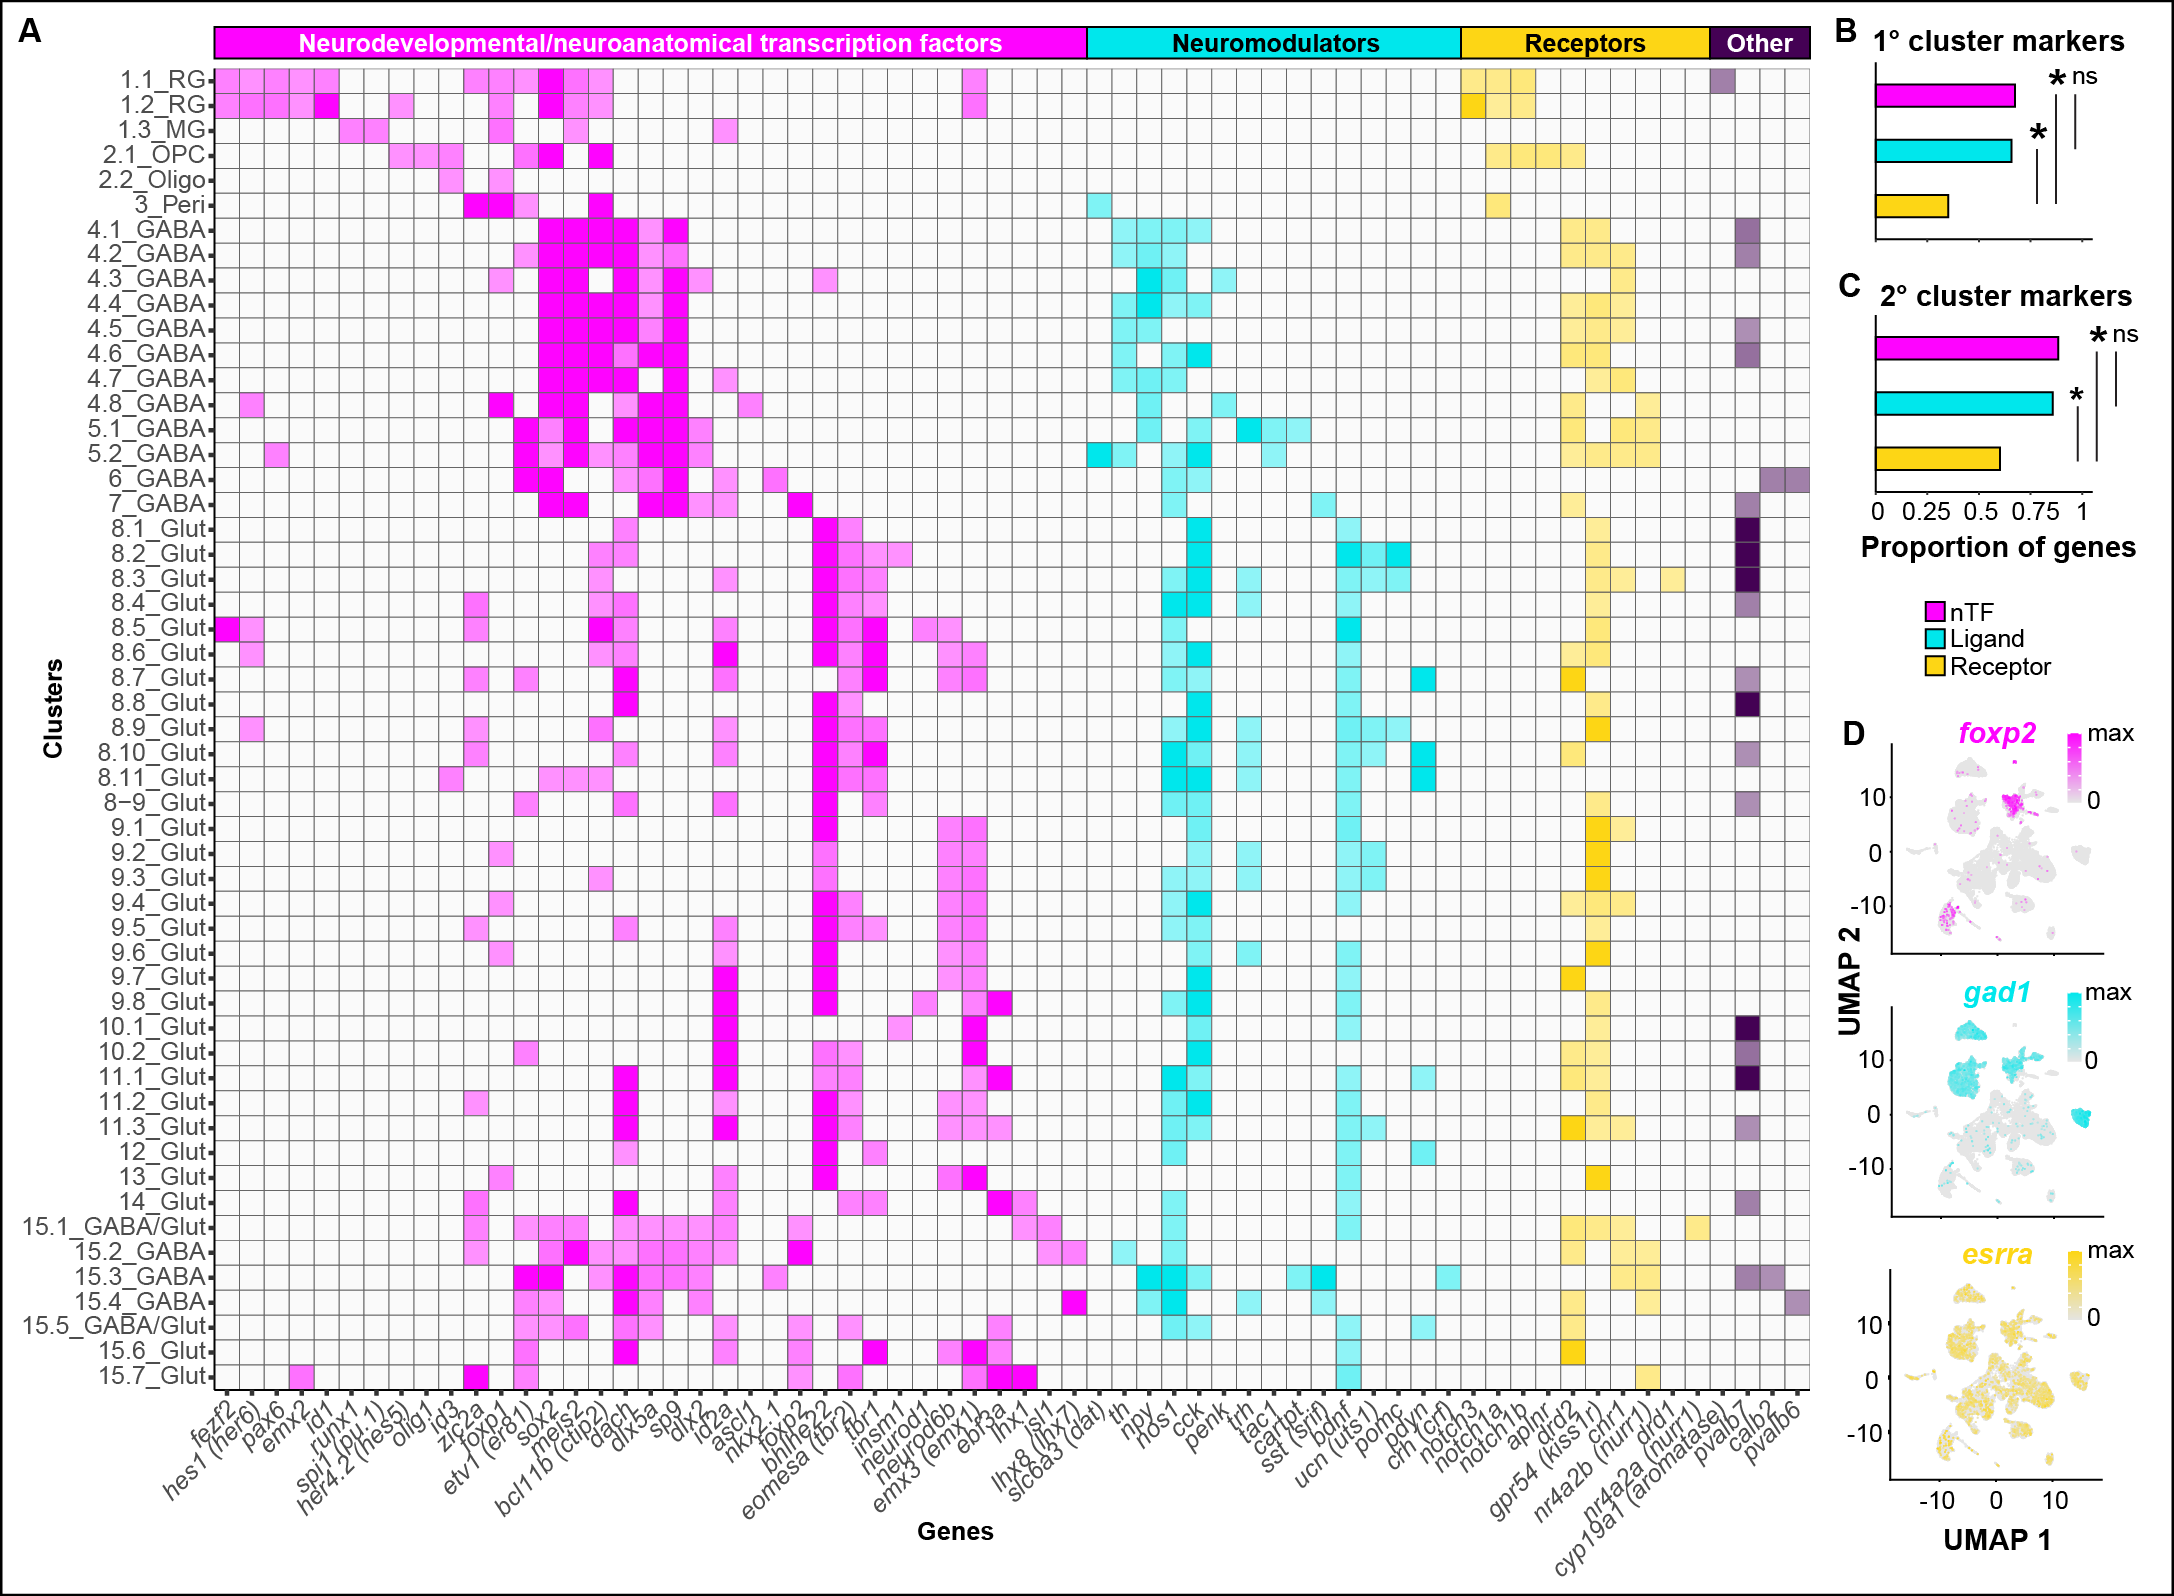

**Figure S5. Clusters have unique molecular barcodes of nTF, ligand, and receptor genes.** (A) Expression profiles of genes encoding nTFs (pink), ligands and related transporters (light blue), and receptors (yellow) across 1° and 2° clusters. Each cluster is distinguished by a unique barcode of anatomical markers and signaling molecules. (B, C) 1° and 2° cluster marker genes are differentially enriched for genes encoding nTFs and ligands compared to receptors (Fisher’s Exact Tests, two-sided). (D) Example genes that reflect these category-specific trends (color-coded to match categories in B, C).

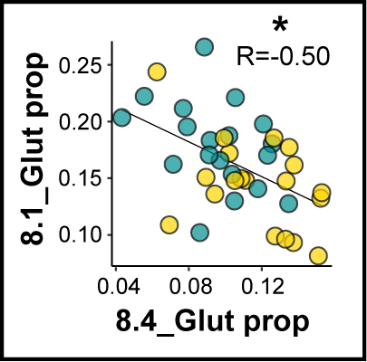

**Figure S6. Neuronal rebalancing of 8.4_Glut and 8.1_Glut.** The relative proportions of 8.4_Glut and 8.1_Glut is negatively correlated across individuals (Pearson’s R correlation, two-sided, p=0.0012).

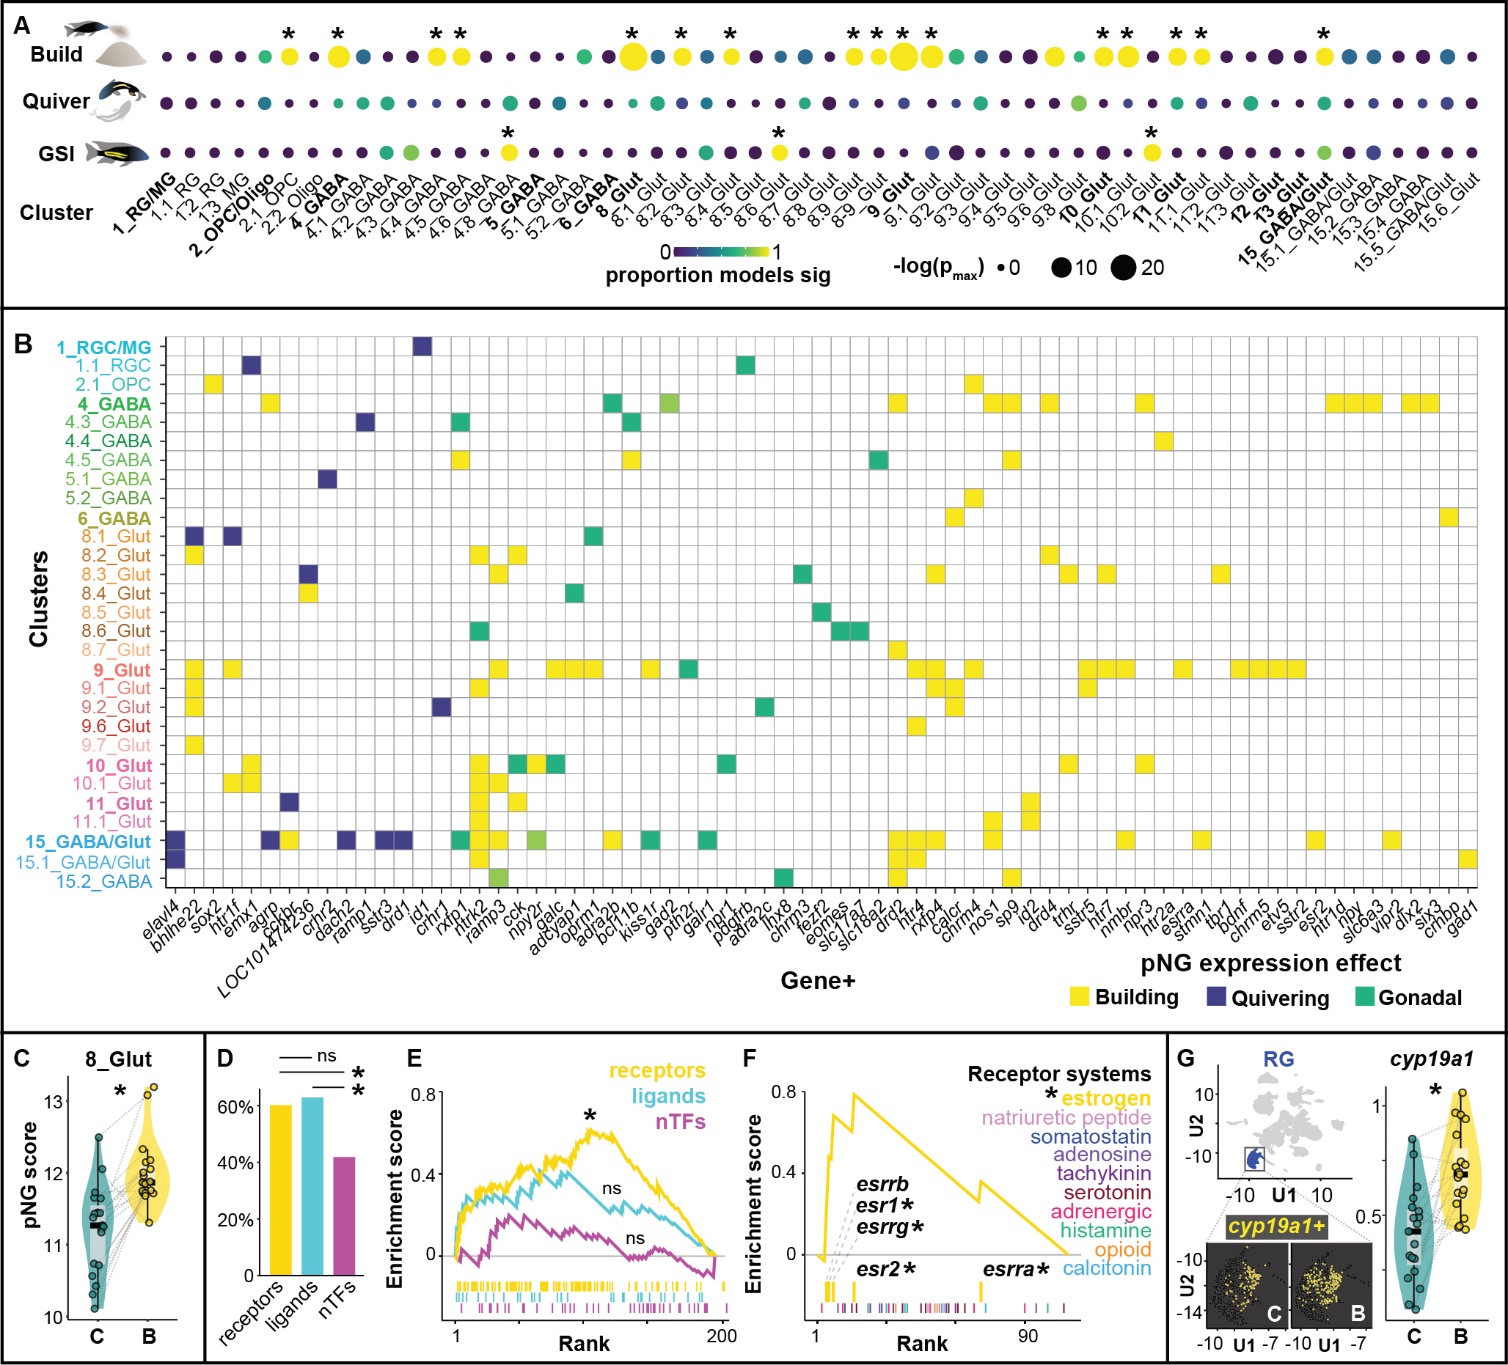

**Figure S7. Behavior and gonadal physiology are associated with transcriptional signatures of neurogenesis in distinct cell populations.** (A) Bower construction, but not quivering behavior, is associated with increased pNG expression in a large set of 1° and 2° clusters, whereas GSI is associated with increased and decreased pNG expression in just three 2° clusters (linear mixed-effects regression assuming beta-binomially distributed gene scores, asterisks indicate significance at α=0.05 after adjusting for a 5% False Discovery Rate). (B) Largely distinct gene-defined subpopulations within clusters show building-, quivering-, and gonadal-associated gene expression. (C) The most significant building-associated pNG expression is observed in 8_Glut (gray lines link paired building/control males), n=38 biologically independent animals (n=19 building, n=19 control). In box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Asterisk indicates significance at α=0.05 after adjusting for a 5% False Discovery Rate. Source data are provided as a Source Data file. (D) Gene-defined populations that exhibit building-associated pNG expression are disproportionately defined by genes encoding receptors and ligands (Fisher’s Exact Test, two-sided). (E) The strongest building-associated pNG expression tends to occur in populations defined by neuromodulatory receptors (Fast Gene Set Enrichment Analysis that uses adaptive multi-level split Monte-Carlo approach for p-value estimation, one-sided, Benjamini-Hochberg adjustment for multiple comparisons), and (F) most strongly in populations that express estrogen receptors (Fast Gene Set Enrichment Analysis that uses adaptive multi-level split Monte-Carlo approach for p-value estimation, one-sided, Benjamini-Hochberg adjustment for multiple comparisons). (G) RG exhibit building-associated *cyp19a1* expression (gray lines link paired building/control males), n=38 biologically independent animals (n=19 building, n=19 control). In box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Asterisk indicates significance at α=0.05 after adjusting for a 5% False Discovery Rate. Source data are provided as a Source Data file. Fish artwork in panel A is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

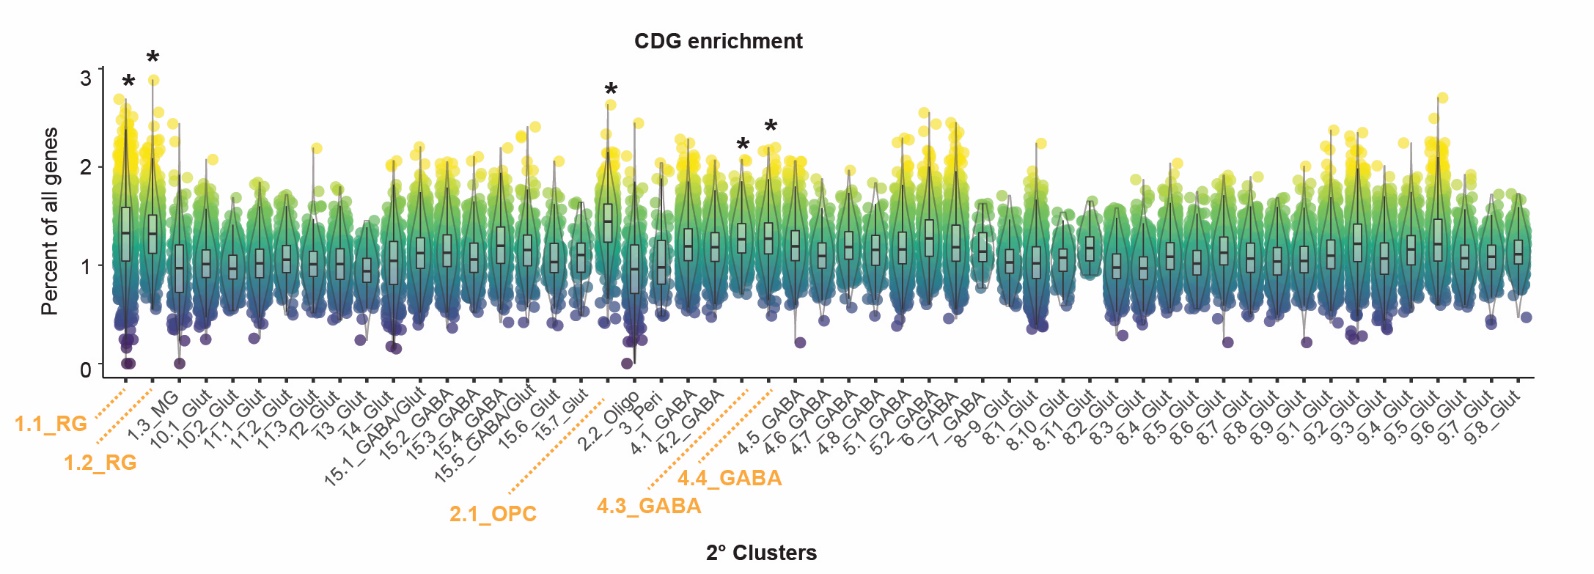

**Figure S8. CDG enrichment across clusters.** CDGs (n=165) are most strongly enriched in non-neuronal populations (y-axis shows the percentage of genes expressed in each nucleus that were CDGs), n=33,674 individual nuclei distributed across 53 2° clusters. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Asterisks indicate effects that were significant after adjustment for 5% False Discovery Rate and additionally as measured by a second permutation test. Source data are provided as a Source Data file.

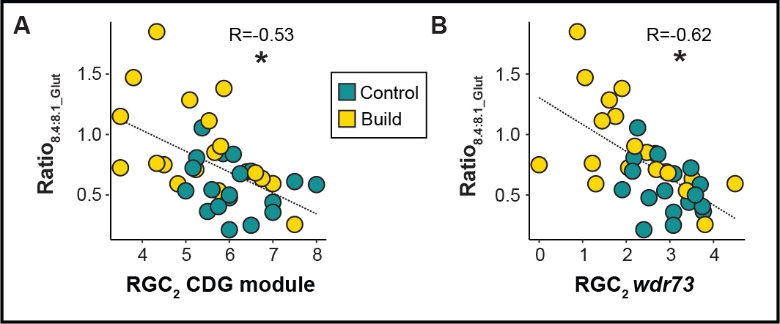

**Figure S9. CDG module and wdr73 expression in RG2 are associated with neuronal rebalancing.** (A) CDG module and (B) *wdr73* expression in RG_2_ are negatively correlated with building-associated neuronal rebalancing between 8.4_Glut and 8.1_Glut (Pearson’s R, two-sided), a pattern that was observed within building males but not within controls. Asterisks indicate effects that were significant at α=0.05.

­
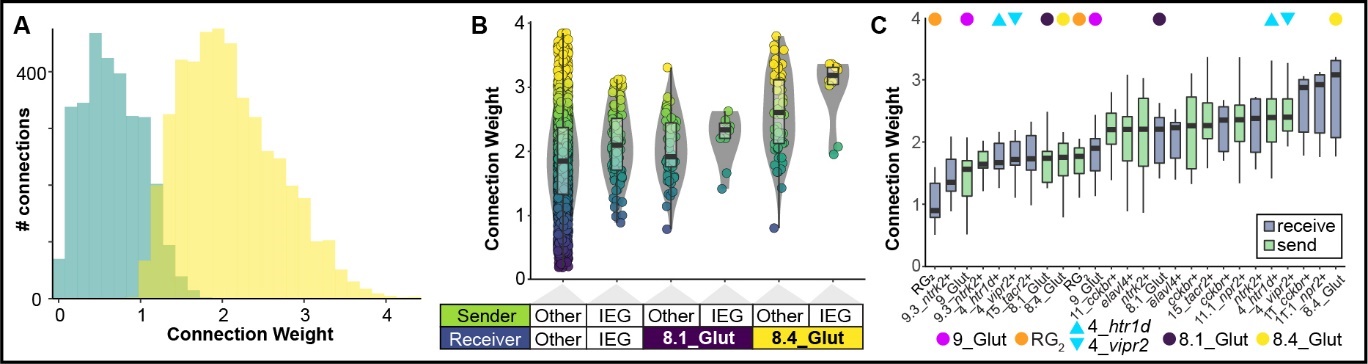

**Figure S10. Strong predicted connections from build-IEG+ senders to 8.4_Glut.** (A) Cell-cell communication connection weights of randomly permuted populations (turquoise) are weaker than connection weights among clusters and build-IEG+ populations. (B) Connection weights among categories of interest; connection weights among build-IEG+ populations (n=100 sender-to-receiver connection weights between build-IEG+ populations) are greater than among other neuronal populations (n=3,136 sender-to-receiver connection weights between other neuronal populations, excluding 8.1_Glut and 8.4_Glut); connection weights between build-IEG+ populations (senders) and 8.4_Glut (receiver, n=10 sender-to-receiver connection weights) are greater than connection weights between other neuronal populations (senders) and 8.4_Glut (receiver, n=56 sender-to-receiver connection weights), and also compared to connection weights between build-IEG+ populations (senders) and 8.1_Glut (receiver, n=10 sender-to-receiver connection weights), and compared to other neuronal populations (senders) and 8.1_Glut (receiver, n=56 sender-to-receiver connection weights). Source data are provided as a Source Data file. (C) Connection weights with 8.4_Glut as a receiver were greater than sending and receiving connection weights for other populations of interest; n=13 sender-to-receiver connection weights in each box plot, representing weights between a given population of interest and build-IEG+ populations, 8.1_Glut, 8.4_Glut, and RG2. In all box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Source data are provided as a Source Data file.

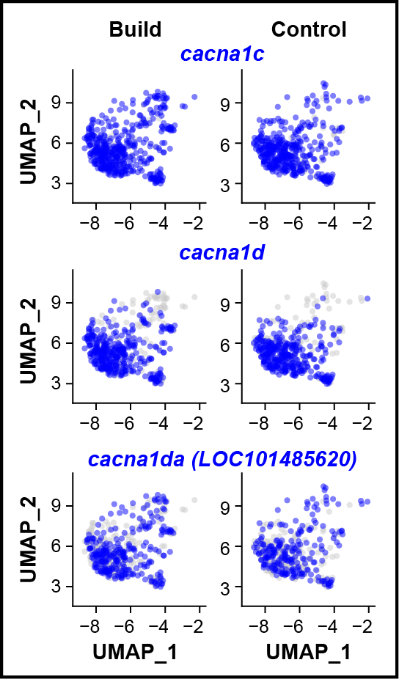

**Figure S11. Gene expression signatures of estrogen sensitivity in build-IEG+ population 4_GABA *vipr2+*.** 4_GABA *vipr2*+ shows strong expression of several genes (blue) encoding estrogen-sensitive L-type Ca^2+^ channels.

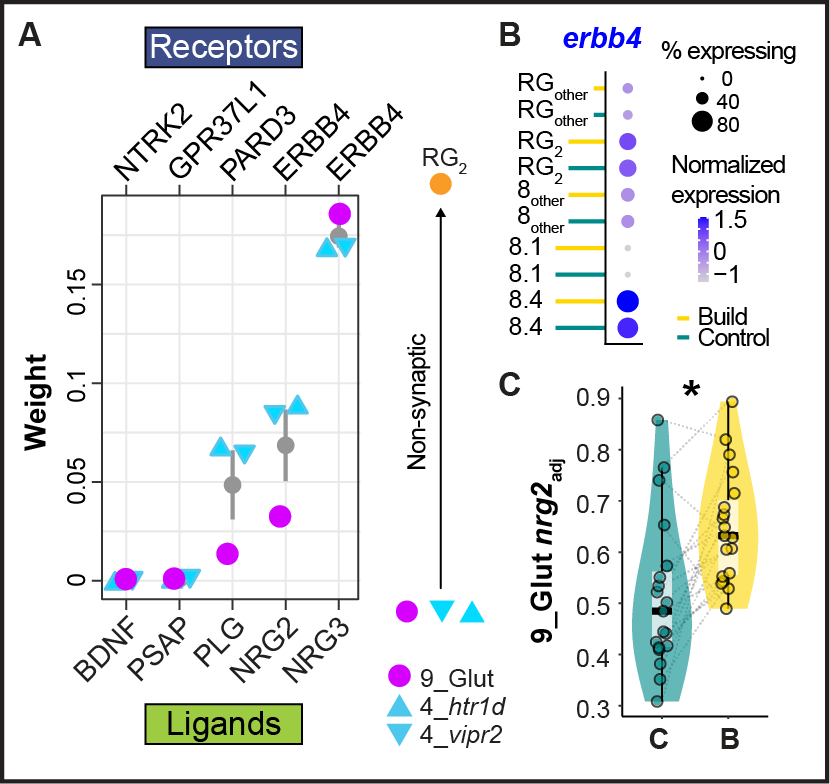

**Figure S12. A candidate molecular spillover pathway linking building-associated neuronal excitation to radial glia and neuronal differentiation.** (A) NRG3-ERBB4 and NRG2-ERBB4 are the strongest cell-cell molecular signaling pathways identified between 9_Glut, 4_GABA *htr1d*+, and 4_GABA *vipr2*+ (senders) and RG_2_ (receiver); n=3 ligand-receptor weights represented in each column, color-coded by cell population; data are presented as mean values +/- SEM. Source data are provided as a Source Data file. (B) *nrg2* shows building-associated upregulation in 9_Glut. (C) *erbb4* shows preferential expression in both RG_2_ and 8.4_Glut, n=38 biologically independent animals (n=19 building, n=19 control). In box plots, the center line indicates the median, the bounds of the box indicate the upper and lower quartiles, and whiskers indicate 1.5x interquartile range. Gray lines link paired building/control males. Asterisk indicates significance at α=0.05 after adjustment for 5% False Discovery Rate. Source data are provided as a Source Data file.

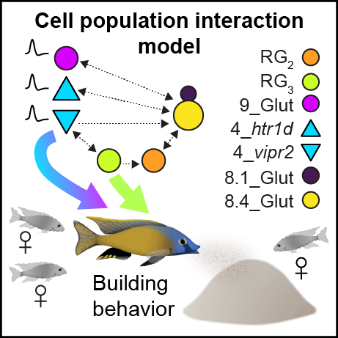

**Figure S13. A testable circuit model for neural regulation of bower-building behavior.** A neuron-glia interaction model for building behavior based on results from IEG, comparative genomics, spatial transcriptomics, mediation, and cell-cell communication analyses. Black arrows represent hypothesized interactions among populations and large colored arrows represent hypothesized causal regulators of bower building behavior. Fish artwork in panel B is reprinted from iScience, Vol 23 / Issue 10, Lijiang Long, Zachary V. Johnson, Junyu Li, Tucker J. Lancaster, Vineeth Aljapur, Jeffrey T. Streelman, Patrick T. McGrath, Automatic Classification of Cichlid Behaviors Using 3D Convolutional Residual Networks, 2020, with permission from Elsevier.

**SUPPLEMENTARY RESULTS**

**Nuclei samples**

A total of 33,674 nuclei (16,975 nuclei from behave pools, 16,669 nuclei from control pools, ranging from 2,053-4,315 nuclei across pools) were mapped to 38 test subjects using genomic DNA. On average, ~800-900 nuclei were sampled from each subject (median=804.5 nuclei, mean=886±46.2 nuclei, range=470-1,568 nuclei per subject). ~1,400 annotated cichlid genes were sampled from each nucleus across subjects (1,422±18.7 genes per nucleus in behaving subjects, 1,322±19.8 genes per nucleus in control subjects). ~18,000 (17,629/32,471 annotated genes; ~54%) genes were detected in all 19 build-control pairs, and ~26,000 (26,119/32,471 annotated genes; ~80%) genes were detected in all ten pools.

**Relationships among building, quivering, and gonadal physiology**

BAI was significantly associated with quivering behavior (Fig. S1; BAI versus log-normalized predicted quivering events, t_36_=4.74, R^2^=0.38, p=3.35x10^-5^) and trended toward a positive association with relative gonadal mass (Fig. S1; BAI versus gonadal somatic index, GSI, t_36_=1.89, R^2^=0.09, p=0.066). We performed mediation and moderation analyses to investigate directional relationships among building, quivering, and gonadal physiology. Quivering and GSI were not identified as possible mediators of differences in building activity levels between control and building males (indirect effect of quivering on the relationship between condition and bower activity index: 0.17±0.34, p=0.564; GSI: 0.002±0.087, p=0.99). Moderation analysis also showed that quivering and GSI were not predicted moderators of building activity levels between groups (group*quivering interaction effect on bower activity index: F_1,32_=0.04, p=0.85; group*GSI interaction effect on bower activity index: F_1,32_=0.01, p=0.92). These data support a model in which building, quivering, and gonadal mass are regulated independently of one another.

**Cluster biology**

We observed two overarching gene expression patterns that distinguished clusters. First, genes encoding nTFs and ligands were overrepresented among cluster marker genes compared to genes encoding receptors (29/43 nTF versus 38/108 receptor genes were 1° markers,  Odds Ratio=3.78, 95% Confidence Interval, CI_95_=[1.70,8.75], p=4.90x10^-4^, FET; 38/43 nTF versus 65/108 receptor genes were 2° markers,  Odds Ratio=4.98, CI_95_=[1.76,17.51], p=8.33x10^-4^; 23/35 ligand versus 38/108 receptor genes were 1° markers, Odds Ratio=3.50, CI_95_=[1.48,8.64], p=0.0028; 30/35 ligand versus 65/108 receptor genes were 2° markers,  Odds Ratio=3.94, CI_95_=[1.36,14.02], p=0.0068) but not compared to each another (29/43 nTF versus 23/35 ligand genes were 1° cluster-specific marker genes, Odds Ratio=1.08, CI_95_=[0.38,3.08], p=1; 38/43 nTF versus 30/35 ligand genes were 2° cluster-specific marker genes, Odds Ratio=1.26, CI_95_=[0.26,6.05], p=0.75). Second, several nTFs involved in dorsal-ventral patterning in early neural development exhibited striking polarity in expression across clusters (Fig. 1G). For example, *dlx* genes and *isl1* mark the ventral telencephalon while *emx* genes mark the dorsal telencephalon during the neurula stage (*1*). These data suggest that transcriptional signatures of developmental patterning are present in adult neurons. Together these data may reflect organizing principles whereby transcriptional programs related to neurodevelopment and ligand synthesis are less labile, whereas neuromodulatory receptors are expressed more promiscuously across cell populations.

**Behavior- and gonadal-associated IEG expression**

*Quivering-associated IEG expression*

In contrast to castle-building, quivering behavior was associated with increased IEG expression in 5_GABA (estimated effect of log-normalized quivering events in model including both condition and GSI as additional fixed effects, β_quiver_=0.090; hmp_adj_=0.0066), a cluster distinguished by expression of a large number of genes expressed in the subpallium and olfactory bulb granule cell layer (e.g. *tac1*, *pax6*, *trh*, *drd1*, *drd2*, *th*, *dat*, *vmat*, *cartpt*, *npy*, and *kiss1r*; Supplementary Data 2). Within 5_GABA, the strongest quivering-associated IEG expression was observed in gene-defined subpopulation 5_GABA *vipr2+* (encodes the vasoactive intestinal peptide receptor 2; β_quiver_=0.232, hmp_adj_=0.0090), followed by 5_GABA *nmbr+* (encodes the neuromedin R receptor; β_quiver_=0.183, hmp_adj_=1.39x10^-4^) and 5.2_GABA *etv1+* (encodes the ETS Variant Transcription Factor 1, which contributes to differentiation of dopaminergic neurons in the olfactory bulb, β_quiver_=0.173, hmp_adj_=0.0016).  Notably, a trend towards strong quivering-associated IEG expression was also observed in 5.2_GABA *th+* (β_quiver_=0.166, hmp_adj_=0.038, p≤0.067 for all models) and 5.1_GABA *drd1+* (LOC101477361, β_quiver_=0.246, hmp_adj_=0.035, p≤0.087 for all models), together raising the possibility that dopaminergic circuits in the olfactory bulb granule cell layer play an important role in the neural coordination of quivering. Two additional 2° clusters exhibited quivering-associated IEG expression, including 8.3_Glut (β_quiver_=0.111, hmp_adj_=0.0035), within which quivering-associated IEG expression was strongest in 8.3_Glut *htr4+* (LOC101474761, encodes serotonin receptor 4; β_quiver_=0.207, hmp_adj_=0.0024); and 9.5_Glut (β_quiver_=0.181, hmp_adj_=0.0036), within which quivering-associated IEG expression was strongest in 9.5_Glut *stmn1+* (LOC101477131, encodes stathmin 1, a marker of immature neurons; β_quiver_=0.322, hmp_adj_=9.10x10^-4^). Analysis of gene-defined populations regardless of cluster identity revealed strong quivering-associated IEG expression in *gcgr+* nuclei (encodes glucagon receptor; β_quiver_=0.161, hmp_adj_=0.0054) and in *slc6a3+* nuclei (encodes dopamine transporter 1, a marker of dopamine-synthesizing neurons; β_quiver_=0.135, hmp_adj_=0.0019). The latter result further supports a potential role for dopaminergic signaling in the neural coordination of quivering, consistent with the role of dopamine in regulating male courtship and mating behaviors in *Drosophila* and other vertebrate lineages (*2*–*5*). In our data, *th+* nuclei strongly localized to 5.2_GABA, a cluster enriched for genetic markers of olfactory granule cell neurons. Dopamine has previously been shown to modulate synaptic transmission between granule and mitral cells in the teleost olfactory bulb (*6*), and our results thus raise the possibility that this circuit plays a central role in male quivering, perhaps modulating responses to chemosensory cues emitted by gravid females. Relative to castle-building, quivering was associated with increased IEG expression in a larger number of clusters and gene-defined cell populations, suggesting that quivering may be associated with more widespread neuronal excitation than castle-building.

*Gonadal-associated IEG expression*

Gonadal steroid hormones can increase Ca^2+^ influx, e.g. via estradiol-mediated Ca^2+^ influx via L-type Ca^2+^ channels (*7*), thereby increasing neuronal excitability. Steroid hormones are synthesized in the gonads, and GSI is correlated with circulating steroid hormones in cichlids (*8*, *9*). Because Ca^2+^ influx triggers IEG expression, we hypothesized that GSI may also be associated with cell type-specific IEG expression. Gonadal-associated IEG expression was not observed in any 1° clusters, but was observed in 4.8_GABA (estimated effect of GSI in model including both condition and log-normalized quivering events as additional fixed effects, β_GSI_=0.801, hmp_adj_=0.0129) and in a large suite of gene-defined populations (Supplementary Data 6). Five gene-defined subpopulations exhibited stronger effects than 4.8_GABA, including (by order of effect size) 8_Glut *galr1+* (encodes galanin receptor 1, β_GSI_=1.01, hmp_adj_=0.0023), 5.1_GABA *oprm1+* (LOC101482911, encodes mu opioid receptor, β_GSI_=0.984, hmp_adj_=0.017), 15_GABA/Glut *htr4+* (LOC101474Fig. 236, encodes serotonin receptor 4, β_GSI_=0.950, hmp_adj_=0.019),  9.3_Glut *nmbr+* (encodes neuromedin B receptor, β_GSI_=0.927, hmp_adj_=0.0052), and 8.5_Glut *sstr2+* (LOC101485655, encodes somatostatin receptor 2, β_GSI_=0.873, hmp_adj_=0.010). These neuronal populations may be “primed” by social contexts that trigger increased gonadal mass, initiating a cascade of steroid-hormone synthesis, release, and subsequent steroid hormone-mediated Ca^2+^ influx.

*Patterns of overlapping behavior- and gonadal-associated IEG expression*

Overall, there was little overlap between cell populations displaying building-, quivering-, or GSI-associated IEG expression, with just two populations showing IEG expression in association with multiple categories: *cckbr+* nuclei (building- and gonadal-associated IEG expression) and 9_Glut *htrd4+* nuclei (quivering- and gonadal-associated IEG expression). One speculative hypothesis is that these two populations are primed by gonadal steroid hormones and also regulate courtship (building, quivering) behaviors. Generally, however, the non-overlapping patterns of building-, quivering-, and gonadal-associated IEG expression across cell populations are consistent with 1) a large degree of molecular and cellular specificity underlying building and quivering, despite both behaviors being expressed in mating contexts, and similarly 2) a large degree of molecular and cellular specificity underlying the neural coordination and/or consequences of male reproductive behaviors (building, quviering) versus male gonadal steroid hormone signaling, despite their co-occurrence over the course of mating. An important caveat is that correlations among these variables may have impeded detection of additional overlapping IEG signals.

*Analysis of building-IEG+ populations as possible mediators of building behavior*

We performed regularized multiple mediation analyses to identify candidate build-IEG+ populations that may mediate building behavior (as measured by BAI). This analysis identified a subset of 5/10 build-IEG+ populations as possible mediators of building behavior, including 9_Glut, 4_GABA *htr1d*+, 4_GABA *vipr2*+, *ntrk2+*, and 11.1_Glut *npr2+*, together explaining a significance amount of variance building activity levels between groups (indirect effect mean=0.41, 95% CI=[0.05,0.72]). These results elevate five build-IEG+ populations as top candidate regulators of behavior.

**Behavior- and gonadal-associated gene expression**

*Build-DEGs, quiver-DEGs, and gonad-DEGs are overrepresented in distinct clusters*

Build-DEGs were overrepresented in three excitatory neuronal clusters (8_Glut, 109/358 1° build-DEG effects, Χ^2^(1, *N*=358)=54.60, q=1.78x10^-12^, Chi-Square Test, CST; 9_Glut, 87/358 effects, Χ^2^(1, *N*=358)=32.27, q=8.06x10^-8^; and 10_Glut, 65/358 effects, Χ^2^(1, *N*=358)=14.19, q=3.31x10^-4^); quiver-DEGs were overrepresented in two neuronal clusters (15_GABA/Glut, 59/224 1° quiver-DEG effects, Χ^2^(1, *N*=224)=24.10, q=3.87x10^-6^, CST; 11_Glut, 37/224 effects, Χ^2^(1, *N*=224)=6.16, q=0.047); and gonad-DEGs were overrepresented in a single inhibitory neuronal cluster (5_GABA, 77/368 1° gonad-DEG effects, Χ^2^(1, *N*=368)=7.11, q=0.018). These data indicate that non-overlapping cell populations were major drivers of building-associated, quivering-associated, and gonadal-associated gene expression. Analysis in 2° clusters aligned closely with these patterns and revealed additional candidate cell populations that were not identified by analyses of 1° clusters. build-DEGs were again overrepresented exclusively in excitatory populations (8.3_Glut, 47/593 2° build-DEG effects, Χ^2^(1, *N*=593)=13.96, q=1.64x10^-3^, CST; 8.9_Glut, 57/593 effects, Χ^2^(1, *N*=593)=22.00, q=3.18x10^-5^; 9.7_Glut, 57/593 effects, Χ^2^(1, *N*=593)=22.00, q=3.18x10^-5^; 10.1_Glut, 66/593 effects, Χ^2^(1, *N*=593)=29.94, q=1.56x10^-6^). Likewise, quiver-DEGs were overrepresented in 15.2_GABA (43/583 2° quiver-DEG effects, Χ^2^(1, *N*=583)=11.35, q=0.013, CST) and were elevated, but not significantly, in 11.1_Glut (29/583 effects, Χ^2^(1, *N*=583)=2.93, q=0.18). quiver-DEGs were also overrepresented in 8.6_Glut (57/583 2° quiver-DEG effects, Χ^2^(1, *N*=583)=22.43, q=7.62x10^-5^, CST). gonad-DEGs were abundant, but not overrepresented, in 5.1_GABA (46/1,145 2° gonad-DEG effects, Χ^2^(1, *N*=583)=1.99, q=0.35, CST), but were overrepresented in 5.1_GABA compared to 5.2_GABA (46/1,145 versus 25/1,145 2° gonad-DEG effects, Odds Ratio=1.87, CI_95_=[1.12,3.21], p=0.015, Fisher’s Exact Test). gonad-DEGs were also overrepresented in two 2° populations within 8_Glut (8.3_Glut, 105/1,145 2° gonad-DEG effects, Χ^2^(1, *N*=1,145)=39.26, q=1.30x10^-8^, CST; 8.4_Glut, 93/1,145 effects, Χ^2^(1, *N*=1,145)=29.58, q=9.38x10^-7^). Notably, both build-DEGs and gonad-DEGs were overrepresented in 8.3_Glut, raising the possibility that this population may integrate gonadal hormonal signals into circuits that regulate building. Taken together, these results show that a disproportionate amount of behavior- and gonadal-associated gene expression is driven by relatively small subsets of neuronal populations, and highlight four 2° excitatory neuronal populations as particularly strong candidates for functional involvement in castle-building.

*Behavior-associated DEGs are differentially enriched for genes related to sodium influx and regulation of neurotransmitter levels, trafficking, and secretion*

Despite the strong overlap of GO terms enriched among upregulated build-DEGs, quiver-DEGs, and gonad-DEGs, differential enrichment testing revealed that genes exhibiting behavior-associated upregulation (upregulated build-DEGs and quiver-DEGs) were differentially enriched for five GO Biological Processes and two GO Cellular Components compared to genes exhibiting gonadal-associated upregulation (upregulated gonad-DEGs). All seven categories were related to either sodium influx or neurotransmitter synthesis, release, and reuptake (“neurotransmitter secretion,” 219 annotated genes in term, 38/530 queried build-DEGs, 31/487 queried quiver-DEGs, 20/544 queried gonad-DEGs, hmp_adj_=0.034; “signal release from synapse,” 219 annotated genes in term, 38/530 queried build-DEGs, 31/487 queried quiver-DEGs, 20/544 queried gonad-DEGs, hmp_adj_=0.034; “exocytic vesicle,” 283 annotated genes in term, 35/535 queried build-DEGs, 29/491 queried quiver-DEGs, 18/547 queried gonad-DEGs, hmp_adj_=0.037; “regulation of neurotransmitter levels,” 285 annotated genes in term, 40/530 queried build-DEGs, 32/487 queried quiver-DEGs, 21/544 queried gonad-DEGs, hmp_adj_=0.027; “neurotransmitter transport,” 275 annotated genes in term, 40/530 queried build-DEGs, 36/487 queried quiver-DEGs, 22/544 queried gonad-DEGs, hmp_adj_=0.027; “sodium ion transport,” 253 annotated genes in term, 21/530 queried build-DEGs, 24/487 queried quiver-DEGs, 10/544 queried gonad-DEGs, hmp_adj_=0.017; “sodium channel complex,” 28 annotated genes in term, 7/535 queried build-DEGs, 8/491 queried quiver-DEGs, 1/547 queried gonad-DEGs, hmp_adj_=0.032). Compared to upregulated gonad-DEGs, upregulated behavior DEGs were also differentially enriched for a suite of protein interactions pathways (n=8, SYK, ACIN1, ERH, BAZ1A, NPEPP5, PARD3B, CKB, and SPTBN4; hmp_adj_<0.05 for all). Taken together, these data suggest that genes upregulated in association with behavior more strongly reflect sodium influx, neurotransmission, and specific molecular pathways than genes upregulated in association with greater GSI.

*Behavior- and gonadal-associated DEGs are enriched for Estrogen Response Elements*

Estrogen and its target receptors (estrogen receptor α, ERα, encoded by *esr1*; and estrogen receptor β, ERβ, encoded by *esr2*) play a major role in vertebrate social behaviors. As a steroid hormone, estrogen can cross the plasma membrane and bind to intracellular ERα or ERβ, forming a complex that translocates into the nucleus and directly modulates gene expression by acting as a transcription factor at estrogen response elements. To investigate the potential role of estrogen signaling in behavior- and gonadal-associated gene expression, we tested if genes containing or immediately proximate to estrogen response elements were overrepresented among build-DEGs, quiver-DEGs, and gonad-DEGs. Remarkably, we found that genes containing estrogen response elements (150/32,471, ~0.46% of all annotated genes; Fig. 4E, gray) were strongly and independently overrepresented among build-DEGs (22/656, ~3.4% build-DEGs; Fig. 4E, yellow), quiver-DEGs (10/609 ~1.6% quiver-DEGs; Fig. 4E, purple), and gonad-DEGs (27/1,028, ~2.6% gonad-DEGs; Fig. 4E, green), consistent with a role for estrogen signaling in regulating building-, quivering-, and gonadal-associated gene expression. 18 DEGs containing estrogen response elements (ERE-DEGs) were represented across multiple categories (build-DEGs, quiver-DEGs, gonad-DEGs) but in largely distinct subsets of 1° and 2° clusters. For example, three ERE-DEGs, *cadm2* (encodes Cell Adhesion Molecule 2), *ptprd* (encodes protein Tyrosine Phosphatase Receptor Type D), and *oxr1* (encodes Oxidation Resistance Type 1, a gene associated with neurodegenerative diseases) (*10*), each exhibited building-, quivering-, and GSI-associated expression but in distinct clusters. These results are consistent with overlapping molecular systems regulating common transcriptional programs in a cell type-specific manner during building, quivering, and shifts in hormonal states. Notably, build-ERE-DEGs were most strongly represented in 8_Glut (4/11 1° build-ERE-DEG effects) and 10.1_Glut (5/22 2° build-ERE-DEG effects), supporting estrogen signaling in these populations as a candidate mechanism underlying castle-building behavior.

**Relationships among rebalancing, neuronal excitation, and behavior**

We hypothesized that rebalancing, or changes in the relative proportions of 8.4_Glut and 8.1_Glut, may be causally related to building and/or to building-associated neuronal excitation. Although 8.1_Glut proportion and the relative difference in proportions of 8.4_Glut and 8.1_Glut were identified as candidate mediators of building, their combined indirect effect on building activity levels was not significant (indirect effect mean=0.15, CI_95_=[-0.04,0.33]). We found stronger evidence for rebalancing as a possible mediator of build-IEG+ excitation. Rebalancing was identified as a possible mediator of IEG score in two build-IEG+ populations: 9_Glut (indirect effect mean=0.62, CI_95_=[0.05,1.31]) and 4_GABA *htr1d+* (indirect effect mean=0.82, CI_95_=[0.54,1.45]), both of which were previously identified as potential mediators of building behavior (see above results under “Analysis of building-IEG+ populations as possible mediators of building behavior”). A follow-up analysis additionally supported rebalancing as a possible moderator of 9_Glut excitation (interaction effects condition x 8.4_Glut proportion on 9_Glut IEG score, F_1,30_=5.78, p=0.022; condition x 8.1_Glut proportion, F_1,30_=3.33, p=0.078), but not of 4_GABA *htr1d+* excitation. This pattern was characterized by a positive relationship between 8.4_Glut proportion and 9_Glut IEG score among building (R=0.39) but not control (R=-0.23) males. We also found evidence for mediation of rebalancing by build-IEG+ excitation. Four build-IEG+ populations (9_Glut, 4_GABA *htr1d+*, 4_GABA *vipr2+*, *elavl4+*) were identified as possible mediators of changes in both 8.1_Glut proportion (combined indirect effect mean=0.90, CI_95_=[0.77,1.23]), 8.4_Glut proportion (combined indirect effect mean=0.67, CI_95_=[0.18,1.25]), and the difference in their relative proportions (combined indirect effect mean=0.77, CI_95_=[0.46,1.03]). The strongest mediation effects on changes in the relative balance between 8.1_Glut and 8.4_Glut were led by 4_GABA *htr1d+* (indirect effect mean=-0.31, CI_95_=[-0.62,-0.10]) and 9_Glut (indirect effect mean=-0.14, CI_95_=[-0.35,0.03]). Notably, both mediation relationships were stronger in the reverse direction (i.e. rebalancing as a mediator of 9_Glut and 4_GABA *htr1d+* IEG score). Together these results support a model in which rebalancing modulates excitation of build-IEG+ neuronal populations that in turn regulate building behavior.

**Behavior- and gonadal-associated pNG expression**

*Castle-building is associated with widespread and cell type-specific expression of genes that positively regulate neurogenesis*

Most (6/7) clusters enriched for build-DEGs did not exhibit building-associated IEG expression, suggesting that a large proportion of building-associated gene expression was most likely explained by factors other than building-associated neuronal activation. Based on building-associated changes in cell proportions and enrichment of neurogenesis-related GO categories among build-DEGs, we hypothesized that neurogenesis and/or processes related to neuronal morphogenesis (e.g. axon growth, dendritic branching) may play a central role in castle-building and partially explain patterns of building-associated gene expression. To investigate this, we identified 87 genes with the GO annotation “positive regulation of neurogenesis” in both zebrafish and mice (“proneurogenic” genes, pNGs), and analyzed their behavior- and gonadal-associated expression with the same approach used for analysis of IEG expression. However, because the typical course of neurogenesis proceeds over timescales exceeding two hours (*11*), we required effects to be significantly associated with condition (building versus not) but not necessarily with BAI (the amount of building activity in the ~100 minute period preceding euthanization), and we instead noted instances in which both criteria were met. Building was associated with increased pNG expression in six 1° neuronal clusters (8_Glut, β_build_=0.065, hmp_adj_=1.23x10^-17^; 9_Glut, β_build_=0.085, hmp_adj_=6.87x10^-14^; 10_Glut, β_build_=0.075, hmp_adj_=2.11x10^-4^; 11_Glut, β_build_=0.062, hmp_adj_=1.48x10^-4^; 4_GABA, β_build_=0.053, hmp_adj_=8.32x10^-9^; and 15_GABA/Glut, β_build_=0.048; hmp_adj_=3.65x10^-7^), and in ten aligned 2° neuronal clusters (8.2_Glut, β_build_=0.076, hmp_adj_=1.50x10^-4^; 8.4_Glut, β_build_=0.076, hmp_adj_=0.028; 8.9_Glut, β_build_=0.123, hmp_adj_=0.0026; 8-9_Glut, β_build_=0.125, hmp_adj_=0.020; 9.1_Glut, β_build_=0.125, hmp_adj_=2.22x10^-7^; 9.6_Glut, β_build_=0.120, hmp_adj_=0.0012; 10.1_Glut, β_build_=0.103, hmp_adj_=5.83x10^-6^; 11.1_Glut, β_build_=0.065, hmp_adj_=0.0039; 4.4_GABA, β_build_=0.101, hmp_adj_=7.28x10^-4^; and 4.5_GABA, β_build_=0.114; hmp_adj_=0.0043 for all). In contrast to building, GSI was associated with increased pNG expression in 10.2_Glut (β_GSI_=0.170, hmp_adj_=0.010) and decreased pNG expression in 4.8_GABA (β_GSI_=-0.343, hmp_adj_=0.0048), whereas quivering was not associated with pNG expression in any 1° or 2° cluster.

*Building-associated pNG expression in clusters is driven by small gene-defined subpopulations*

Notably, building-associated pNG expression was stronger (greater effect estimates, β_build_) in 2° clusters than in corresponding parent 1° clusters. Similarly, a large number of subpopulations defined by specific genes of interest exhibited stronger building-associated pNG expression than their embodying “parent” clusters as a whole. For example, within 15_GABA/Glut, building-associated increases in pNG expression were >3x greater in subpopulations defined by expression of *adra2b* (223/3,551, ~6% of all nuclei in 15_GABA/Glut; β_build_=0.188, hmp_adj_=0.0021) and *esr2* (161/3,551, ~5% of all nuclei in 15_GABA/Glut; β_build_=0.154, hmp_adj_=0.040) compared to 15_GABA/Glut as a whole (β_build_=0.048 within 15_GABA/Glut as a whole). The same general pattern was true of gene-defined subpopulations within 2° clusters that exhibited building-associated pNG expression. The most extreme cases included 8.2_Glut *drd4+* nuclei (139/1,055, ~13% of nuclei in 8.2_Glut; hmp_adj_=6.09x10^-5^; β_build_=0.219 in 8.2_Glut *drd4+* nuclei versus β_build_=0.076 in 8.2_Glut), 8.4_Glut *htr4+* nuclei (362/870, ~42% of nuclei in 8.4_Glut; hmp_adj_=0.018; β_build_=0.126 in 8.4_Glut *htr4*+ nuclei versus β_build_=0.076 in 8.4_Glut), 9.1_Glut *sstr5+* nuclei (191/1,273, ~15% of nuclei in 9.1_Glut; hmp_adj_=6.60x10^-4^; β_build_=0.250 in 9.1_Glut *sstr5*+ nuclei versus β_build_=0.133 in 9.1_Glut), 9.6_Glut *htr4+* nuclei (178/635, ~28% of nuclei in 9.6_Glut; hmp_adj_=6.06x10^-4^; β_build_=0.213 in 9.6_Glut *htr4*+ nuclei versus β_build_=0.120 in 9.6_Glut), 10.1_Glut *ntrk2+* nuclei (326/1,475, ~22% of nuclei in 10.1_Glut; hmp_adj_=5.78x10^-5^; β_build_=0.227 in 10.1_Glut *ntrk2+* nuclei versus β_build_=0.103 in 10.1_Glut), 11.1_Glut *ntrk2+* nuclei (259/972, ~27% of nuclei in 11.1_Glut; hmp_adj_=0.00626; β_build_=0.134 in 11.1_Glut *ntrk2+* nuclei versus β_build_=0.065 in 11.1_Glut), and 4.5_GABA *bcl11b+* nuclei (385/619, ~62% of nuclei in 4.5_GABA; hmp_adj_=1.24x10^-4^; β_build_=0.191 in 4.5_GABA *bcl11b+* nuclei versus β_build_=0.114 in 4.5_GABA). These results support the idea that relatively small subpopulations embedded within 1° and 2° clusters drive building-associated pNG expression in the telencephalon.

*Populations exhibiting strong pNG expression disproportionately express estrogen receptors*

Populations that exhibited building-associated pNG expression were disproportionately defined by genes associated with neuromodulatory signaling (ligands or receptors) compared to ndTFs (20/35 ligand genes versus 59/108 receptor genes versus 12/43 nTF genes; p=0.0065, FET). When compared directly, populations defined by nTFs were less likely to exhibit building-associated pNG expression compared to populations defined by neuromodulatory receptors (Odds Ratio=0.30, CI_95_=[0.10,0.82], p=0.012, FET) or ligands (Odds Ratio=0.32, CI_95_=[0.14,0.73], p=0.0037). Ranked enrichment testing further showed that populations defined by neuromodulatory receptor genes, but not populations defined by ligands or nTF genes, were overrepresented among populations showing the strongest building-associated increases in pNG expression (as measured by effect size; receptors, Normalized Enrichment Score, NES=1.64, q=0.011; ligands, NES=1.41, q=0.13; nTFs, NES=0.52, q=0.97). To investigate whether specific molecular signaling systems may have especially strong relationships with building-associated neurogenesis, we performed a ranked enrichment test across receptor systems that were represented by at least three unique genes (i.e. serotonin, n=9; adrenergic, n=6; estrogen, n=5; calcitonin, n=4; dopamine, n=4; acetylcholine, n=3; adenosine, n=3; histamine, n=3; natriuretic peptide, n=3; opioid, n=3; relaxin, n=3; somatostatin, n=3; and tachykinin, n=3). This analysis revealed that populations defined by ERs were overrepresented among those exhibiting the strongest building-associated increases in pNG expression (NES=2.00, q=0.034), suggesting a link between estrogen signaling and building-associated neurogenesis.

*Building-associated pNG expression is strongest in nuclei expressed pro-melanin concentrating hormone*

We also investigated building-associated pNG expression in gene-defined populations regardless of cluster identity. Nine gene-defined populations exhibited stronger building-associated pNG expression than any 1° or 2° cluster, including those defined by expression of *pmch* (n=189 nuclei, β_build_=0.340, hmp_adj_=3.76x10^-6^), *ghrhr* (LOC101475240; n=580 nuclei, β_build_=0.239, hmp_adj_=3.33x10^-6^), *th* (n=390 nuclei, β_build_=0.197, hmp_adj_=3.35x10^-4^), *adra2c* (LOC101479598, n=289 nuclei, β_build_=0.157, hmp_adj_=7.75x10^-7^), *crhbp* (LOC101487439, n=698 nuclei, β_build_=0.151, hmp_adj_=4.18x10^-4^), *galr1* (LOC101469593, n=527 nuclei, β_build_=0.147, hmp_adj_=0.00197), *tac1* (n=329 nuclei, β_build_=0.138, hmp_adj_=0.0375), *esr1* (LOC101479381, n=612 nuclei, β_build_=0.134, hmp_adj_=0.00150), and *cd82* (LOC101480351, n=725 nuclei, β_build_=0.127, hmp_adj_=0.00315). pNG expression was additionally associated with BAI in *pmch+* (β_BAI_=0.101, hmp_adj_=3.76x10^-6^) and *ghrhr+* (LOC101475240; β_BAI_=0.051, hmp_adj_=0.00261) nuclei, suggesting a strong relationship between recent behavior and pNG expression in these populations. Notably, *pmch+* nuclei also exhibited the greatest building-associated pNG expression of any population analyzed (i.e. all 1° clusters, 2° clusters, gene-defined populations within clusters, and gene-defined populations regardless of cluster), highlighting this population as an especially strong candidate for functional involvement in castle-building behavior. A single population, defined by expression of *emx2* (encodes Empty Spiracles Homeobox 2), exhibited behavior-associated decreases in pNG expression (β_build_=-0.26, hmp_adj_=5.97x10^-6^).

**Directional relationships among RG biology, neuronal rebalancing, build-IEG+ populations, and building behavior**

We hypothesized that changes in RG biology may be causally related to 8.1_Glut and 8.4_Glut rebalancing, building-associated neuronal excitation, and/or building behavior. We investigated both upstream mediators and downstream effects of RG_2_ quiescent score, RG_3_ *cyp19a1* (the gene encoding aromatase) expression, RG_4_ proportion, and *cyp19a1* expression across all RG. Both RG_3_ *cyp19a1* expression and *cyp19a1* expression across all RG were identified as possible mediators of building behavior (BAI, indirect effect mean=0.33, CI_95_=[0.06,0.61]), with a stronger mediation effect predicted for RG_3_ *cyp19a1* (indirect effect mean=0.27, CI_95_=[0.06,0.51]) than for *cyp19a1* expression across all RG (indirect effect mean=0.09, CI_95_=[-0.10,0.28]). These results are consistent with other strong building-associated estrogen- and ER-related signals in the data, for example ER-expressing populations showing disproportionately strong building-associated pNG expression, and enrichment of estrogen response elements among build-DEGs. Together, these results support a model in which estrogen signaling in the telencephalon regulates castle-building behavior. A simplified model is that building-associated increases in aromatase in RG_3_ lead to increased estrogen synthesis and release, subsequent estrogen binding to cell type-specific estrogen receptors, and positive regulation of building.

Analysis of these RG factors as possible mediators of rebalancing identified RG_2_ quiescent score, RG_3_ *cyp19a1* expression, and RG_4_ proportion, but not *cyp19a1* expression across all RG, as candidate mediators of rebalancing. Together these factors explained a significant amount of variance in group differences in 8.1_Glut proportion (combined indirect effect mean=0.95, CI_95_=[0.80,1.20]), 8.4_Glut proportion (combined indirect effect mean=0.94, CI_95_=[0.64,1.36]), and the difference in relative proportions of 8.1_Glut and 8.4_Glut (combined indirect effect mean=0.93, CI_95_=[0.77,1.23]). These data are consistent with changes in RG subpopulation-specific biology playing a causal role in the rebalancing of 8.1_Glut and 8.4_Glut.

It is thought that hippocampal neurogenesis in mice is regulated by both excitation of local circuits and excitation of outside populations projecting into the hippocampus (*12*). Build-IEG+ populations, particularly 9_Glut and 4_GABA *vipr2+,* were identified as possible mediators of changes in RG biology, particularly RG_3_ *cyp19a1* expression (indirect effect mean=0.61, CI_95_=[0.31,1.05]). IEG score in 4_GABA *vipr2+* had a stronger mediation effect (indirect effect mean=0.25, CI_95_=[0.02,0.46]) than IEG score in 9_Glut (indirect effect mean=0.09, CI_95_=[-0.08,0.23]) on RG_3_ *cyp19a1* expression. Conversely, both RG_3_ *cyp19a1* expression and RG_2_ quiescence were predicted mediators of IEG score in 4_GABA *vipr2+* (combined indirect effect mean=0.91, CI_95_=[0.75,1.25]). Notably, 4_GABA *vipr2+* expresses several estrogen-sensitive L-type Ca^2+^ channels (Fig. S11) (*7*), offering a plausible molecular pathway by which RG_3_ aromatase may regulate 4_GABA *vipr2+* excitability. Together, these data are consistent with a model in which 4_GABA *vipr2+* and RG_3_ interact in a building-associated fashion to jointly promoting downstream rebalancing and building behavior.

**CDG enrichment patterns**

*CDGs are enriched for human brain disease-associated genes*

The 165 CDGs in the 19Mbp region on LG11 were largely conserved in humans (136/165, ~82% had predicted human homologs) and were enriched for GO categories including “proximal/distal pattern formation” 5/37 annotated genes; *HOXA9, HOXA10, HOXA11, IRX1, IRX2*; q=0.012) and “ionotropic glutamate receptor signaling pathway” (4/30 annotated genes; *GRIK3*, *GRIK5*, *GRIN2D*, *ATP1A3*; q=0.032); the butyrophilin gene family (C2-set and V-set domain containing, *MAG, NPHS1, CADM4, KIRREL2, CD22, AGER, NECTIN2, BCAM*; 8/40 annotated genes, q=2.39x10^-9^), and several human brain disease-associated cytobands including 8q23 (6/18 annotated genes; *TRHR,* *OXR1, ZFPM2, MAL2, COL14A1, EBAG9;* q=4.55x10^-9^), 19q13.1 (7/55 annotated genes;  *MAG, NPHS1, FFAR2, APLP1, ZBTB32, CD22, HAMP*; q=8.62x10^-9^), 1p34.3 (7/66 annotated genes;  *GRIK3, MAP7D1, EVA1B, UTP11, GNL2, RSPO1, THRAP3*; q=2.05x10^-7^), and 19q13.2 (9/169 annotated genes; *SPHK2, GRIK5, XRCC1, LIPE, CEACAM21, TMEM145, NECTIN2, KCNN4, BCAM*; q=4.83x10^-7^). Notably, CDGs also included homologs of many human brain disease-associated genes, including 23 genes associated with Parkinson’s Disease, as well as *KIRREL2* (associated with prolonged epileptic seizures) and *PLEC* (associated with limb-girdle muscular dystrophy). These data suggest that castle-building behavior has evolved through variation in conserved and disease-associated genes.

*Specific neuronal and non-neuronal cell populations are enriched for castle-divergent genes*

CDGs (n=165) were enriched in two primary clusters, 1_RG (Cohen’s d=0.63, CI_95_=[0.59,0.68], p<2.2x10^-16^; proportion of permutations with greater effect, p_perm_=0.0006) and 2_OPC/Oligo (Cohen’s d=0.58, CI_95_=[0.50,0.66], p<2.2x10^-16^; p_perm_=0.0095). CDGs were also enriched in five secondary clusters, including neuronal 4.3_GABA (Cohen’s d=0.53, CI_95_=[0.46,0.61], p<2.2x10^-16^; p_perm_=0.0077) and 4.4_GABA (Cohen’s d=0.54, CI_95_=[0.47,0.62], p<2.2x10^-16^; p_perm_=0.023) as well as non-neuronal 1.1_RG (Cohen’s d=0.72, CI_95_=[0.66,0.78], p<2.2x10^-16^; p_perm_=0.001), 1.2_RG (Cohen’s d=0.74, CI_95_=[0.66,0.81], p<2.2x10^-16^; p_perm_=0.0006), and 2.1_OPC (Cohen’s d=1.10, CI_95_=[1.00,1.19], p<2.2x10^-16^; p_perm_=0.002). These data reveal candidate neuronal, RG, and OPC cell populations that may have undergone transcriptional specializations over the course of castle-building evolution.

*CDG enrichment in clusters and gene-defined populations*

The strongest CDG enrichment effect of any gene-defined subpopulation was observed within 2.1_OPC *chrm4+* nuclei (114/431, ~26% 2.1_OPC nuclei, Cohen’s d=1.32, CI_95_=[1.14,1.51], p_perm_=0.0003), but this effect was only modestly (1.2x) stronger compared to the enrichment effect observed in 2.1_OPC as a whole (Cohen’s d=1.10, CI_95_=[1.10,1.19], p_perm_=0.002). Similarly, the strongest effect observed among gene-defined RG subpopulations was 1.1_RG *fabp7+* (197/1,165, ~17% 1.1_RG nuclei, Cohen’s d=0.79, CI_95_=[0.65,0.93], p_perm_=0.0009), and was only modestly (~1.1x) stronger than the enrichment effect observed in 1.1_RG as a whole (Cohen’s d=0.72, CI_95_=[0.66,0.78], p_perm_=0.001).

We also tested for CDG enrichment among gene-defined cell populations regardless of cluster identity. In total, 28 populations (28/203, ~14%) were enriched for CDGs. The genes defining enriched populations were imbalanced across biological categories (p=1.38x10^-4^, FET; excluding “other”), and were disproportionately defined by genes encoding nTFs (n=13/43 genes tested) compared to genes encoding specific neuromodulatory ligands (2/35 genes tested, Odds Ratio=6.99, CI_95_=[1.41,69.00], p=0.0083, FET) or neuromodulatory receptors (6/108 genes tested, Odds Ratio=7.24, CI_95_=[2.33,25.35], p=1.26x10^-4^, FET). These data raise the possibility that brain region-specific and nTF-defined cell lineages may have been targeted in the evolution of castle-building behavior. We observed two additional striking patterns among enriched populations. First, the most strongly enriched populations were defined by a subset of genes expressed almost exclusively in RG. The six most strongly enriched populations were *notch1a+*, *slc1a3+*, *fabp7+*, *notch1b+, s100b+*, and *gfap+* nuclei, all of which are genes expressed with high specificity in RG. *emx2+* and *pdgfrb+* nuclei were also enriched for CDGs and were strongly expressed in RG. Second, many enriched populations were defined by genes associated with RG quiescence/activation and neurogenesis (e.g. *cyp19a1*, *sox2*, *pax6*, *dcn*, *notch3*, *hes1*, *hes5*, *id1*, *ccnd1*, and *etv1*). Notably, two enriched populations were defined by genetic markers of oligodendrocytes (*sox10* and *cd82*), consistent with results in 1° and 2° clusters. Taken together, these data highlight RG and OPCs as candidate cell populations in which transcriptional specializations may have contributed to the evolution of castle-building behavior.

*CDG expression is more strongly associated with signatures of neurogenesis than neuronal activation*

Based on enrichment of CDGs in RG, as well as correlated building-associated signatures of changes in RG functional states and changes in cell type-specific proportions, we reasoned that CDGs may play a role in behavior-associated neurogenesis. We hypothesized that if CDGs are involved in behavior-associated neurogenesis, then CDG expression may be associated with gene expression signatures of neurogenesis. In support of our hypothesis, we found that CDG score was positively associated with pNG score (n=38, R=0.62, t_1,36_=4.71, p=3.58x10^-5^), but not IEG score (n=38, R=0.11, t_1,36_=0.66, p=0.51), across males (pNG score and IEG score were also not associated across males; n=38, R=-0.075, t_1,36_=-0.45, p=0.65). Indeed, CDG score and pNG score were significantly more positively associated compared to CDG score and IEG score (t_1,36_=2.50, p=0.017) and compared to pNG score and IEG score (t_1,36_=3.90, p=4.22x10^-4^). These data support a relationship between CDGs and gene expression programs related to neurogenesis.

**Directional relationships among RG CDG expression, neuronal rebalancing, build-IEG+ populations, and building behavior**

We hypothesized that CDG module expression in RG may be causally related to changes in RG biology, 8.1_Glut and 8.4_Glut rebalancing, building-associated neuronal excitation, and/or building behavior. To investigate this, we conducted mediation analyses in which building-associated CDG module effects in specific RG subclusters (RG_1_ *wdr73* expression, RG_2_ *wdr73* expression, RG_2_ CDG module score, RG_8_ CDG module score) were tested as possible mediators of other changes in RG biology, 8.1_Glut and 8.4_Glut rebalancing, build-IEG+ excitation, and BAI. These analyses supported directional relationships linking CDG expression in RG_2_ and RG_8_ to RG_2_ quiescence, RG_3_ aromatase, and neuronal rebalancing, detailed below.

RG_2_ *wdr73* expression, RG_2_ CDG module score, and RG_8_ CDG module score were predicted mediators of RG_2_ quiescent score (combined indirect effect mean=0.94, CI_95_=[0.66,1.34]) and RG_3_ *cyp19a1* expression (combined indirect effect mean=0.55, CI_95_=[0.28,0.97]). The strongest predicted mediators included RG_2_ *wdr73* expression (indirect effect mean=0.21, CI_95_=[0.04,0.43]) and RG_2_ CDG module score (indirect effect mean=0.15, CI_95_=[0.01,0.33]). Conversely, RG_2_ quiescent score and RG_3_ *cyp19a1* expression were identified as possible mediators of CDG expression in RG, specifically RG_2_ *wdr73* expression (indirect effect mean=0.99, CI_95_=[0.17,1.83]) and RG_2_ CDG module score (indirect effect mean=0.99, CI_95_=[0.76,1.24]). Together, these data are consistent with causal interaction between RG_3_ aromatase and CDG expression in RG_2_, and with causal relationships between RG_2_ CDG expression and RG_2_ quiescence. Notably, RG_2_ preferentially expressed *esr2* at higher levels compared to other RG (41% of RG_2_ nuclei expressed *esr2* versus 26% of other RG nuclei), and activation of ESR2 has previously been shown to reduce stemness of glioma stem cells (*13*). These data are consistent with a model in which building-associated synthesis and release of estrogen via RG_3_ aromatase promotes an exit from quiescence in RG_2_.

RG_2_ *wdr73*, RG_2_ CDG module score, and RG_8_ CDG module score were identified as possible mediators of 8.1_Glut and 8.4_Glut rebalancing, and collectively explained group differences in 8.4_Glut proportions (combined indirect effect mean=0.98, CI_95_=[0.77,1.23]) and the difference in the relative proportions of 8.1_Glut and 8.4_Glut (combined indirect effect mean=0.90, CI_95_=[0.74,1.26]), with the strongest individual mediation effect attributed to RG_2_ *wdr73* expression on the difference in the relative proportions of 8.1_Glut and 8.4_Glut (indirect effect mean=-0.15, CI_95_=[0.32,0.06]). Conversely, rebalancing (8.4_Glut proportion, 8.1_Glut proportion, and the difference in their relative proportions) was identified as a possible mediator CDG expression in RG, specifically of RG_2_ *wdr73* expression (indirect effect mean=0.95, CI_95_=[0.78,1.22]). These patterns are consistent with causal relationships between CDG expression in RG and building-associated hippocampal-like neuronal rebalancing, and with building-associated changes in CDG expression in specific RG subpopulations (RG_2_, RG_8_) shifting patterns of glial quiescence, differentiation, and neurogenesis, ultimately resulting in hippocampal-like cellular reorganization.

We did not find strong evidence for build-IEG+ excitation as a mediator of CDG expression in RG, or vice versa. Similarly, although RG_2_ *wdr73* expression was identified as a possible mediator of building behavior (but not RG_1_ *wdr73* expression, RG_2_ CDG module expression, or RG_8_ CDG module expression), its indirect effect on building activity was not significant (CI_95_=[-0.059, 0.27]). Together these results support CDG expression in RG being most directly and strongly related to RG_3_ *cyp19a1* expression and 8.1_Glut and 8.4_Glut rebalancing.

**Cell-cell communication analysis identifies candidate projections to 8.4_Glut underlying building**

CellChat revealed a trend whereby connection weights among neuronal populations of interest were greater than among other neuronal populations (Fig. S10; p=2.77x10^-7^, Welch two-sample t-test) and among randomly permuted size-matched populations (p_perm_=0 for all). Among neuronal populations of interest, 8.4_Glut (receiver) had the greatest connection weights of any sender or receiver (Fig. S10). We observed a trend whereby build-IEG+ populations had greater sending weights than other neuronal populations to 8.4_Glut (p=0.072, Welch two-sample t-test; but not to 8.1_Glut, p=0.36; Fig. S10), supporting a model whereby populations that fire during building project preferentially to 8.4_Glut.

Approximately 2% (94/4,096) of connection weights exhibited building-associated change, with the vast majority (91/94) reflecting building-associated increases in weight. Unexpectedly, oligodendrocyte precursor cells (2.1_OPC) were more highly represented (as a receiver) among building-associated connection changes than any other population (21/94, Odds Ratio=26.38, CI_95_=[14.14,48.21], p=6.91x10^-20^, FET), and corresponding senders included six build-IEG+ populations, 8.1_Glut, and 8.4_Glut (Supplementary Data 20), possibly reflecting behavior-associated and activity-dependent myelination (*14*). Building was also associated with decreases in connection weight between 1.1_RG (sender), which encompassed RG subpopulations expressing markers of cycling and differentiation, and RG_2_ (receiver), supporting building-associated changes in dynamics between RG_2_ and other RG.

**Mediation analysis supports causal interaction among neural activity, glial function, rebalancing, and building behavior**

Final regularized multiple mediation analyses identified top candidate mediators of building, rebalancing, RG_3_ *cyp19a1* expression, and RG_2_ biology. These analyses tested build-IEG+ scores, rebalancing (8.1_Glut proportion, 8.4_Glut proportion, and difference in relative proportion between 8.1_Glut and 8.4_Glut), RG biology factors (RG_2_ quiescent score, RG_3_ *cyp19a1* expression, RG_4_ proportion, and *cyp19a1* expression across all RG), and RG CDG expression (RG_1_ *wdr73* expression, RG_2_ *wdr73* expression, RG_2_ CDG module score, RG_8_ CDG module score) as possible mediators.

Top candidate mediators of building activity included RG_3_ *cyp19a1*, rebalancing (8.1_Glut proportion, difference in relative proportion between 8.1_Glut and 8.4_Glut), *ntrk2+* IEG score, 9_Glut IEG score, 4_GABA *vipr2+* IEG score, and 11.1_Glut *npr2+* IEG score. Together, these variables explained a significant amount of group differences in BAI (indirect effect mean=0.67, CI_95_=[0.46,1.00]), with the strongest individual mediation effects being RG_3_ *cyp19a1* expression (indirect effect mean=0.23, CI_95_=[0.03,0.38]) and 11.1_Glut *npr2+* IEG score (indirect effect mean=0.23, CI_95_=[0.04,0.33]).

Top candidate mediators of rebalancing included RG_2_ *wdr73*, RG_2_ CDG module score, RG_3_ *cyp19a1* expression, RG_8_ CDG module score, 9_Glut IEG score, and 4_GABA *htr1d+* IEG score. Together, these variables explained a significant amount of group differences in 8.4_Glut proportion (indirect effect mean=0.97, CI_95_=[0.86,1.14]), 8.1_Glut proportion (indirect effect mean=0.99, CI_95_=[0.95,1.05]), and the difference in relative proportions of 8.1_Glut and 8.4_Glut (indirect effect mean=0.91, CI_95_=[0.91,1.09]). The strongest individual candidate mediator was RG_2_ *wdr73* expression on the difference in relative proportion between 8.1_Glut and 8.4_Glut (indirect effect mean=-0.14, CI_95_=[-0.34,-0.011]).

Top candidate mediators of RG_2_ (*wdr73* expression, CDG module score) included 8.4_Glut proportion, the difference in relative proportion between 8.1_Glut and 8.4_Glut, RG_2_ quiescent score, RG_3_ *cyp19a1* expression, and 4_GABA *vipr2+* IEG score. These variables explained a significant amount of group differences in RG_2_ *wdr73* expression (indirect effect mean=1.05, CI_95_=[0.33,1.67]), and RG_2_ CDG module score (indirect effect mean=1.05, CI_95_=[0.42,1.58]), with the strongest individual mediation effect being 8.4_Glut proportion (indirect effect mean=-0.11, CI_95_=[-0.27,0.011]).

Candidate mediators of RG_3_ *cyp19a1* expression included 4_GABA *vipr2+* IEG score, RG_2_ CDG module score, RG_2_ *wdr73* expression, 9.3_Glut *ntrk2+* IEG score, 8.4_Glut proportion, 9_Glut IEG score, RG_8_ CDG module score, and the difference in relative proportions between 8.1_Glut and 8.4_Glut. Collectively these factors explained a large proportion of group differences in *cyp19a1* expression (indirect effect mean=0.81, CI_95_=[0.60,1.18]), with the strongest candidate mediator being 4_GABA *vipr2+* IEG score (indirect effect mean=0.17, CI_95_=[-0.02,0.33]).

Taken together with previous mediation and cell-cell communication analyses, these results are consistent with a circuit model whereby excitation of several build-IEG+ populations regulates building behavior as well as changes in RG_2,_ RG_3_, and hippocampal-like neuronal rebalancing, which in turn regulate build-IEG+ excitation and behavior. One speculative possibility is that collectively, these populations and their interactions may compose a neuron-glia behavioral circuit that is 1) functionally specialized in castle-building lineages via divergence in CDG module expression in RG, 2) positively regulated by estrogen (synthesized by RG_3_ aromatase), and 3) “strengthened” during building via influx/integration of new neurons into the circuit through RG_2_–to-8.4_Glut neuronal differentiation.

**A spillover model for build-IEG+ regulation of rebalancing**

In mammals, one mechanism by which neural activity regulates glial-to-neuronal differentiation is “spillover”, or ligand release, diffusion, and binding to target receptors in the absence of synaptic connections (*15*). Given the weak connection weights between build-IEG+ populations and RG_2_ (Figure S9), we hypothesized that spillover may explain their interaction. Analysis of ligands expressed in 9_Glut, 4_GABA *vipr2+*, and 4_GABA *htr1d+* and target receptors expressed in RG_2_ revealed NRG3-ERBB4 and NRG2-ERBB4 as the strongest ligand-receptor pairs (Fig. S12). The NRG2/NRG3-ERBB4 signaling pathway promotes glial differentiation/migration and hippocampal synapse formation in mammals (*16*, *17*). Notably, *nrg2* showed building-associated upregulation in 9_Glut (Fig. S12), and *erbb4* was preferentially expressed in RG_2_ versus other RG, and in 8.4_Glut versus 8.1_Glut and versus all other 8_Glut nuclei (Fig. S12). These data support a plausible circuit model whereby building behavior is coordinated by activation of multiple neuronal populations with a common projection target, downregulation of an evolutionarily divergent gene module in a subpopulation of glia lining that projection target, and hippocampal-like cellular reorganization (Fig. 9J, Fig. S13).

**SUPPLEMENTARY REFERENCES**

1. J. B. Sylvester, C. A. Rich, C. Yi, J. N. Peres, C. Houart, J. T. Streelman, Competing signals drive telencephalon diversity. *Nat. Commun.* **4**, 1745 (2013).

2. K. Keleman, E. Vrontou, S. Krüttner, J. Y. Yu, A. Kurtovic-Kozaric, B. J. Dickson, Dopamine neurons modulate pheromone responses in Drosophila courtship learning. *Nature*. **489**, 145–149 (2012).

3. S. X. Zhang, D. Rogulja, M. A. Crickmore, Dopaminergic circuitry underlying mating drive. *Neuron*. **91**, 168–181 (2016).

4. M. R. Melis, A. Argiolas, Dopamine and sexual behavior. *Neurosci. Biobehav. Rev.* **19**, 19–38 (1995).

5. M. Fujiwara, A. Chiba, Sexual odor preference and dopamine release in the nucleus accumbens by estrous olfactory cues in sexually naïve and experienced male rats. *Physiol. Behav.* **185**, 95–102 (2018).

6. T. Kawai, H. Abe, Y. Oka, Dopaminergic neuromodulation of synaptic transmission between mitral and granule cells in the teleost olfactory bulb. *J. Neurophysiol.* **107**, 1313–1324 (2012).

7. N. E. Vega-Vela, D. Osorio, M. Avila-Rodriguez, J. Gonzalez, L. M. García-Segura, V. Echeverria, G. E. Barreto, L-type calcium channels modulation by estradiol. *Mol. Neurobiol.* **54**, 4996–5007 (2017).

8. K. P. Maruska, R. D. Fernald, Behavioral and physiological plasticity: rapid changes during social ascent in an African cichlid fish. *Horm. Behav.* **58**, 230–240 (2010).

9. B. A. Alward, A. T. Hilliard, R. A. York, R. D. Fernald, Hormonal regulation of social ascent and temporal patterns of behavior in an African cichlid. *Horm. Behav.* **107**, 83–95 (2019).

10. M. R. Volkert, D. J. Crowley, Preventing neurodegeneration by controlling oxidative stress: The role of OXR1. *Front. Neurosci.* **14**, 611904 (2020).

11. J. B. Aimone, Y. Li, S. W. Lee, G. D. Clemenson, W. Deng, F. H. Gage, Regulation and function of adult neurogenesis: from genes to cognition. *Physiol. Rev.* **94**, 991–1026 (2014).

12. J. Song, R. H. J. Olsen, J. Sun, G.-L. Ming, H. Song, Neuronal circuitry mechanisms regulating adult mammalian neurogenesis. *Cold Spring Harb. Perspect. Biol.* **8**, a018937 (2016).

13. G. R. Sareddy, U. P. Pratap, P. P. Venkata, M. Zhou, S. Alejo, S. Viswanadhapalli, R. R. Tekmal, A. J. Brenner, R. K. Vadlamudi, Activation of estrogen receptor beta signaling reduces stemness of glioma stem cells. *Stem Cells*. **39**, 536–550 (2021).

14. R. Marisca, T. Hoche, E. Agirre, L. J. Hoodless, W. Barkey, F. Auer, G. Castelo-Branco, T. Czopka, Functionally distinct subgroups of oligodendrocyte precursor cells integrate neural activity and execute myelin formation. *Nat. Neurosci.* **23**, 363–374 (2020).

15. R. Pardal, J. López Barneo, Mature neurons modulate neurogenesis through chemical signals acting on neural stem cells. *Dev. Growth Differ.* **58**, 456–462 (2016).

16. W.-J. Zhao, S.-J. Yi, G.-Y. Ou, X.-Y. Qiao, Neuregulin 2 (NRG2) is expressed in gliomas and promotes migration of human glioma cells. *Folia Neuropathol.* **59**, 189–197 (2021).

17. T. Müller, S. Braud, R. Jüttner, B. C. Voigt, K. Paulick, M. E. Sheean, C. Klisch, D. Gueneykaya, F. G. Rathjen, J. R. Geiger, J. F. Poulet, C. Birchmeier, Neuregulin 3 promotes excitatory synapse formation on hippocampal interneurons. *EMBO J.* **37** (2018), doi:10.15252/embj.201798858.

How the deposited data were processed for this re-analysis (not part of the article)

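Spatial gene expression was measured in telencephalon sections of 2 building and 2 control Mchenga conophoros males, on 13 capture areas. The authors deposited raw UMI counts per gene and spot, made with Space Ranger 1.3.1, without normalization. Spots with 0 UMIs were left out, which left 6751 spots with 51779064 UMIs in all.

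Counts of the 19391 genes found in at least 5 spots were normalized over all spots with sctransform 0.4.2, and a spot's score was the mean Pearson residual over a list's genes. Marker names of the supplementary tables were matched as written or by their NCBI number, and names with no match were left out, so the list of 8.1_Glut rests on 2 genes. It had a UMI in 33.7% of spots. Results of the 8.4_Glut marker list are not reported here. Random lists of the same size, 10000 for each result, were drawn from genes of similar mean expression. Region indices used summed raw counts with 0.5 added to each sum. Spot clusters came from 3000 variable genes, 30 principal components, 15 neighbors and Leiden resolution 0.5 in scanpy 1.11.5.

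On simulated lists of 3 genes the median rho was 0.0801 with nothing planted, 0.295 for lists planted in the same spots and 0.0496 for lists planted in separate spots. A rho above 0 can thus come from lists planted apart, so the rho values over males in the main setting are read against random lists and not against 0. For rho values of the alternatives and of single capture areas no random lists are reported. The lists' top 10% of spots held 70.8% of the planted spots.

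Non-negative least squares weights were taken from the mean expression tables of Supplementary Data 3, as an estimate of makeup. The first 1999 of the 4000 rows of the primary table and the first 359 of the 4000 rows of the secondary table were held. In 500 simulated mixtures the correlation of true and estimated weight was 0.953 for 9_Glut, 0.981 for 4_GABA and 0.994 for radial glia, but 0.510 for 8.1_Glut.

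Counts summed per male were compared between conditions with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment) and gene lists with fry and camera of limma 3.58.1. In simulated counts for building against control with 200 genes changed 4-fold, 77% of the changed genes were recovered, with a median of 7 false calls among 15227 genes. DESeq2 1.42.0 was an alternative. A permutation of 2 against 2 males cannot give a two-sided p below 0.333, and leaving out a male leaves 1 male in its group, so no p is given there. Genes named are those of the lists, those the main text names and the leading genes of clusters or of the test.

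Building male 1 has 1 capture area, so plane of section and male cannot be told apart. Single-nucleus data, behavior and spot positions were not analysed here. The marker lists, scores, regions and alternatives were fixed before the data were examined, except the lists with paralog letters dropped and the lists of genes 3-fold or 4-fold higher in 8.1_Glut than in 8.4_Glut. For the latter, about 4-fold was intended and 3-fold was run first, and both are reported.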

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

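The lists with paralog letters dropped and the contrast lists of 3-fold and 4-fold were chosen after seeing the data. The region indices of 9_Glut and 4_GABA spots kept their sign under every alternative that gave a value. With log-normalized counts, the index of 9_Glut spots was 1.22, of 4_GABA spots -2.59 and of radial glia spots -0.46. On spots thinned to 3034 UMIs, also scored from log-normalized counts, these were 1.15, -2.35 and -0.56, and rho of radial glia against the CDG module was 0.112. Without the transmitter genes, the index was 2.13 for 9_Glut and -3.62 for 4_GABA spots. In the top 5% of spots it was -3.33 for 4_GABA and 0.57 for radial glia, and in the top 20% it was -2.50 for 4_GABA. With NNLS weights it was -4.52 for 4_GABA and 0.34 for radial glia. With the radial glia genes of Supplementary Data 2 it was -0.77 for radial glia, and with paralog letters dropped 0.68, with 1.53 for 8.1_Glut. The radial glia index thus has no settled sign.

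With contrast lists of 3-fold, genes higher in 8.1_Glut than in 8.4_Glut but not compared with other clusters, the sign of the index reversed, at -0.31 ± 0.48 (SD, n = 4), which lies within the spread between males, and with those of 4-fold it was 0.0901 ± 0.127 (SD, n = 4). On thinned spots it was 0.41 ± 0.52 (SD, n = 4) and in the top 20% of spots 0.49 ± 0.78 (SD, n = 4). The cause was not tested for any of these changes. Leaving out each male in turn, the indices ranged from 0.59 to 1.01 for 8.1_Glut, 1.52 to 1.82 for 9_Glut and -3.15 to -3.01 for 4_GABA. NNLS weights gave no index for 8.1_Glut, since most weights were 0. No marker of 8.1_Glut was left once those listed for other clusters were removed. Thinning left 37 spots of control 1 C.

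Between building and control males, 0 genes passed with edgeR, TMMwsp and capture area C alone. With capture areas as samples and the male as a random block 21 genes passed, with DESeq2 17 and with no filter 62. With the replicate block, 0 genes and 0 of 5 lists passed, and same-numbered males deviated together with a correlation of 0.259 over genes, which with 2 pairs does not show that the numbers pair the males. No list passed with camera at either setting of the correlation, with capture area C alone or with the male as a random block, and lists were not tested under the other alternatives. Leaving out each male in turn, the median log2 fold change ranged from 0.00 to 0.08 for IEGs, -0.03 to 0.08 for proneurogenic genes, -0.29 to 0.04 for the CDG module, -0.34 to 0.01 for RG quiescence and -0.38 to 0.23 for radial glia. Genes above 2-fold numbered 442, and 672 to 1409 across the 4 comparisons that each left out a male. The higher number was without building male 2. The edgeR fit of all 4 males itself had 346 genes above 2-fold, so the 442 came from a different calculation.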

Differences from the paper's values

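The paper gives 3 filtered feature-barcode matrices, and the deposited files hold 13. The alternatives set before the data were examined do not change the number of files.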

Other observations

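The tests of low depth in control 1 C and of more radial glia in the subpallial spots were chosen after the results were seen.

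The paper does not compare the conditions in these sections. With edgeR's quasi-likelihood test on the sums of 2 building and 2 control males, 0 of 15532 genes had an adjusted p-value under 0.05 and 306 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.279 in this edgeR test. The groups did not overlap for 25.5% of genes, where 2 against 2 gives 33.3% by chance. None of the 5 lists (IEGs, proneurogenic genes, CDG module, RG quiescence, radial glia) passed under fry, and their median log2 fold changes were -0.01, 0.02, -0.05, -0.06 and -0.17. Without the filter on low counts 62 genes passed. Of these, 12.9%, or 8 of 62, are genes the filter removes. The fit without the filter differs only by the genes with few counts that it adds, so by construction adding them is what changed the number of calls, and the share of 12.9% tests nothing further. By which step of the fit they did so was not tested.

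In control 1 C the 9_Glut and 4_GABA scores had a rho of 0.508, the highest of the 13 areas. This is the shallowest area, and at equal depth its rho was -0.206. Only 37 of its spots were left, and these were scored from log-normalized counts. Depth, the choice of spots and the scoring thus changed together. With log-normalized counts of all spots no area was above 0.0185. With spots of at least 500 UMIs the highest area was still at 0.486. These values cannot tell low depth from the choice of spots or the way of scoring.

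cyp19a1 was concentrated in subpallial radial glia spots, in each of the 4 males (log2 ratios of pallial over subpallial of -3.51, -5.53, -5.04 and -4.83). More radial glia in the subpallial spots would lower other radial glia genes in pallial spots as well, but the RG quiescence list was 0.46 higher there. gli3, a gene of the radial glia list, was also lower in pallial spots, at -1.87 ± 0.72 (SD, n = 4). A hypothesis is that cyp19a1 is expressed mainly by radial glia in parts rich in subpallial genes. Spots were assigned by their own pallial and subpallial genes, and no biological explanation was tested.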
